# Differential Regulation of Genes Involved in Root Morphogenesis and Cell Wall Modification is Associated with Salinity Tolerance in Chickpea

**DOI:** 10.1038/s41598-018-23116-9

**Published:** 2018-03-19

**Authors:** Mayank Kaashyap, Rebecca Ford, Himabindu Kudapa, Mukesh Jain, Dave Edwards, Rajeev Varshney, Nitin Mantri

## Abstract

Salinity is a major constraint for intrinsically salt sensitive grain legume chickpea. Chickpea exhibits large genetic variation amongst cultivars, which show better yields in saline conditions but still need to be improved further for sustainable crop production. Based on previous multi-location physiological screening, JG 11 (salt tolerant) and ICCV 2 (salt sensitive) were subjected to salt stress to evaluate their physiological and transcriptional responses. A total of ~480 million RNA-Seq reads were sequenced from root tissues which resulted in identification of 3,053 differentially expressed genes (DEGs) in response to salt stress. Reproductive stage shows high number of DEGs suggesting major transcriptional reorganization in response to salt to enable tolerance. Importantly, cationic peroxidase, Aspartic ase, *NRT1/PTR*, phosphatidylinositol phosphate kinase, *DREB1E* and *ERF* genes were significantly up-regulated in tolerant genotype. In addition, we identified a suite of important genes involved in cell wall modification and root morphogenesis such as dirigent proteins, expansin and casparian strip membrane proteins that could potentially confer salt tolerance. Further, phytohormonal cross-talk between *ERF* and *PIN-FORMED* genes which modulate the root growth was observed. The gene set enrichment analysis and functional annotation of these genes suggests they may be utilised as potential candidates for improving chickpea salt tolerance.

## Introduction

Chickpea is the second most important grain legume crop grown in the tropics and sub-tropics for its high nutritional value and natural ability to fix atmospheric nitrogen^1^. Over the past 30 years, chickpea production has increased from 6.4 to 13.1 million metric tons (FAOSTAT, 2013). Major producers are India, Australia, Turkey and Myanmar who collectively contribute more than 75% of the global production. From 2009 to 2013, the global area under chickpea increased from 11.5 to 13.5 million hectares and production increased by 25% (from 10.4 to 13.1 million metric tons) (FAOSTAT, 2013). Given its high nutritional content, market value, adaptability and nitrogen fixation ability, chickpea is being increasingly recognised as a global staple food crop of the future.

Salinity is a major problem for crop production especially in the arid and semi-arid regions where chickpea is mainly cultivated^2,3^. Chickpea is challenged by a number of abiotic stresses but salinity is a major constraint that alone accounts for 8–10% of crop yield losses worldwide^4,5^. Chickpea has a narrow genetic base, however, considerable genetic variability has been observed amongst the germplasm in response to salt stress^5–8^.

In order to harness this genetic variation for crop improvement, it is crucial to unravel the molecular mechanisms and potential candidate genes that would allow overcoming its phenotypic plasticity.

Salt stress causes accumulation of Na^+^ and Cl^−^ ions in various plant tissues and impairs the plant growth especially during the reproductive stage^9^ Khan *et al*.^5,10^. Salinity disturbs the cellular ionic and osmotic environment within the plant. This severely affects important processes like photosynthesis and other important metabolic processes leading to retarded plant growth and poor reproductive success^11,12^. Based on a number of physiological studies in chickpea, researchers have proposed accumulation of ions in various tissues as detrimental to crop productivity^13,14^ Pushpavalli *et al*.^1^). However, there is little knowledge on the effect of salinity on various developmental stages in chickpea. Further, salt tolerance mechanisms such as ion-exclusion, vacuolar compartmentalization and detoxification that are reported in other crops have not been well studied in chickpea^15–17^.

Several studies have reported that salt stress induces complex regulatory mechanisms through major transcriptional reorganisation^18–21^. To understand this, many candidate genes have been identified in response to salt stress through evolving high-throughput approaches like microarrays, SuperSAGE, and deep sequencing^22,23,21^. Considerable efforts were made to map the tolerance trait and identify the genes underlying the tightly linked DNA markers in JG 11 × ICCV 2 population^1^. However, full gene information could not be retrieved due to lack of chickpea reference genome at the time. In recent studies, salt responsive genes including cell wall biogenesis, heat shock proteins and transcription factors were identified to be differentially regulated between contrasting genotypes at various developmental stages^21,18^. Despite considerable effort, the *cis-acting* genes and their gene networks that actually regulate this multigenic trait could not be intuitively elucidated. In addition, important genes involved in morphogenesis and organ modulation resulting in salt stress avoidance or tolerance could not be underpinned in chickpea. Meanwhile, there has been considerable progress on improving salt tolerance in crops like wheat, rice, and soybean where identification and expression of potential candidate genes such as transmembrane ion-transporters led to improved tolerance. However such knowledge is lacking in chickpea. Therefore, the aim of this study was to identify the comprehensive set of genes involved in modulation of salt stress tolerance in chickpea at various developmental stages.

## Results and Discussion

### Phenotypic Response to Salt Stress

#### Phenotypic Characteristics at the Vegetative Stage

The root length of tolerant genotype was 50% higher as compared to the sensitive genotype in the control condition, however it reduced drastically by 70% in both the genotypes under salt stress (Fig. 1). Similarly, the root volume was 24% higher in the tolerant genotype in the control condition while it reduced by 70% in both genotypes under salt stress. Importantly, the tolerant genotype showed an increase in average root diameter as compared to the sensitive genotype. These results are in agreement to previous studies that reported agravitropic growth of roots in response to salt stress, i.e., growth in diameter rather than length^24^. The root dry weight, shoot dry weight and surface leaf area were almost same in both the genotypes in control condition while it reduced by 50% in both the genotypes in the stress condition.

**Figure 1:**
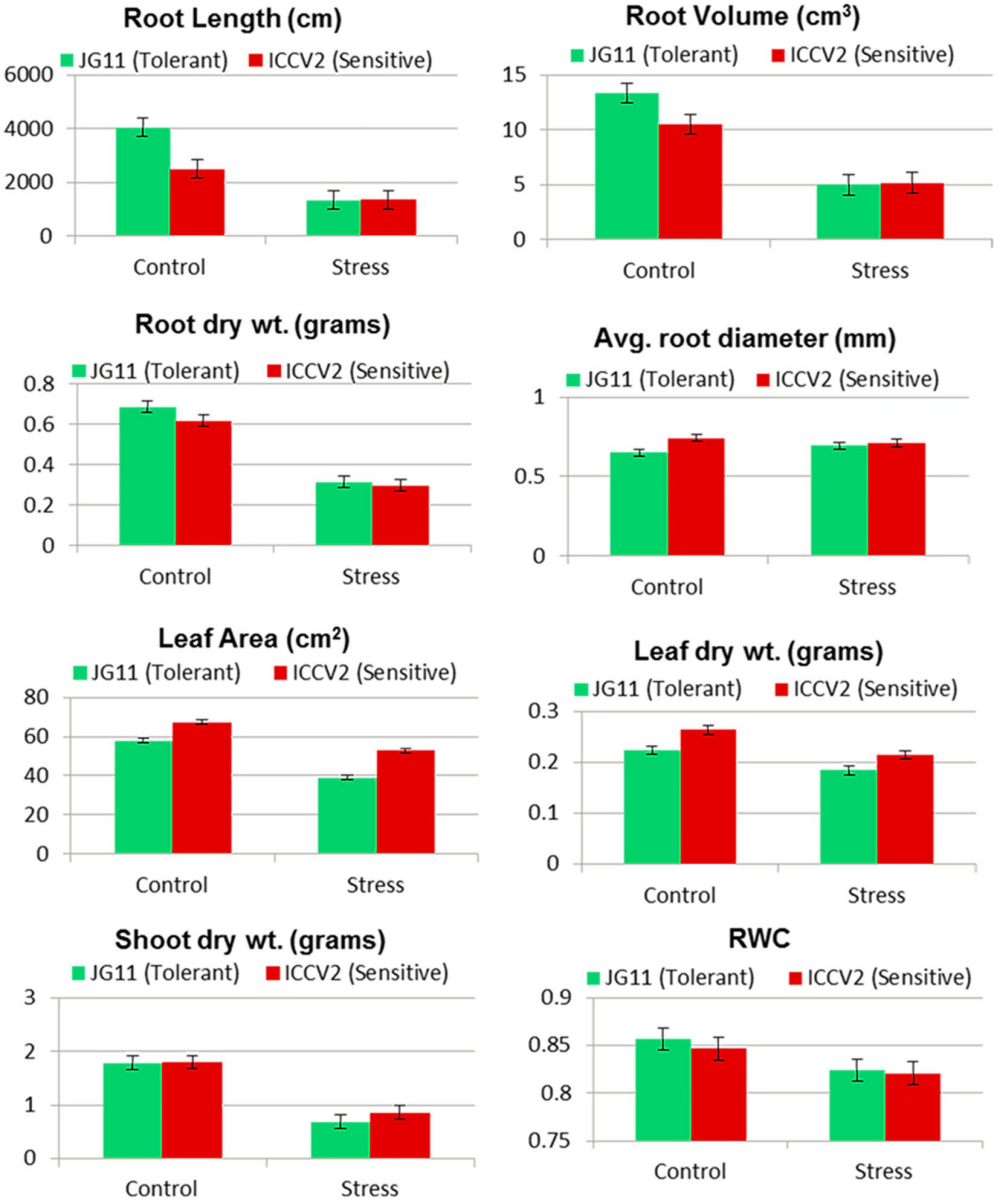
Physiological screening of chickpea genotypes in response to salt stress. Important parameters like root length, root biomass, root diameter, leaf area and shoot biomass were measured at the vegetative stage.

#### Phenotypic Characteristics at the Reproductive Stage

At reproductive stage, the root dry weight decreased by almost 50% in the tolerant genotype during stress while it was constant in the sensitive genotype (Fig. 2). This may suggest that ion accumulation in the sensitive genotype added to the weight in stressed condition while the tolerant genotype show decrease in root biomass through ion-exclusion. Interestingly, the shoot biomass also decreased by 25% in the tolerant genotype while it increased by 20% in the sensitive genotype which again could be due to higher absorption and accumulation of salt ions during the stress. In addition, leaf dry weight also decreased in the tolerant genotype while it increased in the sensitive genotype during the salt stress condition.

**Figure 2:**
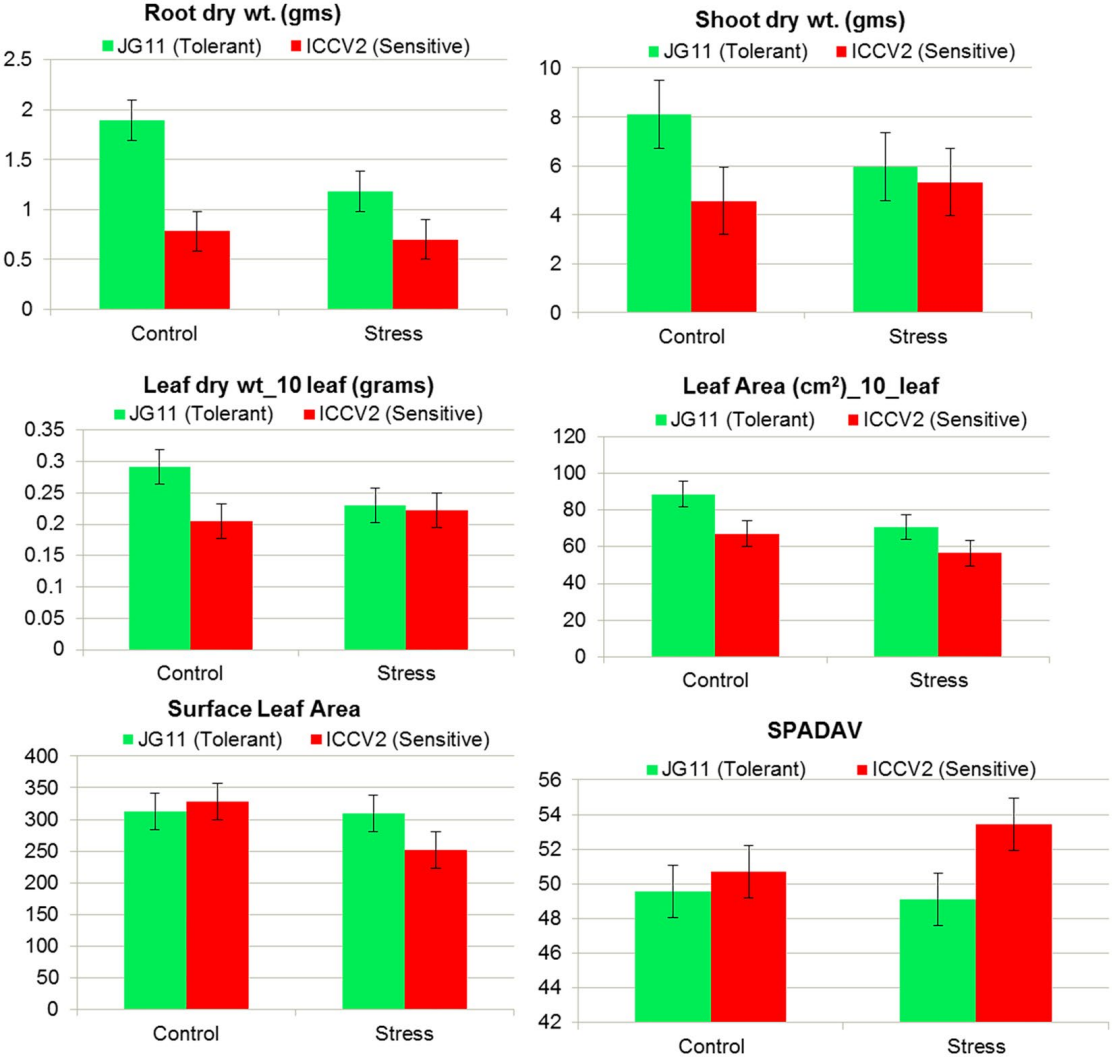
Physiological screening of chickpea genotypes in response to salt stress. Important parameters like root length, root biomass, root diameter, leaf area and shoot biomass were measured at the reproductive stage.

### RNA-sequencing, mapping and Gene Set Enrichment Analysis (GSEA)

#### Reference genome guided assembly of RNA reads

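The deposited counts cover 24 root libraries: JG 11 and ICCV 2, at the vegetative and the reproductive stage, without salt and with 40 mM NaCl, with 3 replicates in each of these 8 groups. Each library has a raw count for 33351 gene identifiers. Genotype, stage, treatment and replicate number were taken from the sample labels. For every genotype and stage, the 3 salt samples were compared with the 3 control samples by edgeR's generalized linear model likelihood ratio test on the counts, after TMM normalization, over the genes with a CPM over 1 in at least 1 of the 6 samples, and a gene was called differentially expressed with an adjusted p (Benjamini-Hochberg) under 0.05 and an absolute log2 fold change over 1. The difference between the genotypes was tested as the interaction of genotype and salt in a fit of the 12 samples of a stage. Fold changes are given as log2 of salt over control, with a standard error (SE) taken as the size of the fold change over the square root of its likelihood ratio statistic, and CPM values are counts scaled to the total on genes, in the unit CPM, as mean ± SD of 3 replicates.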

The root transcriptome profiles of JG 11 (salt tolerant genotype) and ICCV 2 (salt sensitive genotype) at the vegetative and reproductive stages were studied by RNA-sequencing. More than 480 million reads were generated from the three biological replicates of the two genotypes (2 genotypes × 2 time-points × 2 conditions × 3 biological replicates) with a library size of ~20 million single-end reads per sample. 

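Counts on genes per library, which every value here uses, ranged from 2749710 to 17427283 (median 6785759, n = 24), so that 1 read in a library is between 0.057 and 0.364 CPM. The stated library size counts sequenced reads, before trimming and alignment. By group, the lowest, median and highest of the 3 libraries were 3139636, 3865212 and 9699793 for JG 11 vegetative control, 4413280, 6485359 and 11695256 for JG 11 vegetative salt, 7038962, 9301789 and 17427283 for JG 11 reproductive control, and 3562472, 4212080 and 9550160 for JG 11 reproductive salt. ICCV 2 had 2749710, 7412353 and 7612507 (vegetative control), 5305064, 6163374 and 6532556 (vegetative salt), 3546198, 4900153 and 8024176 (reproductive control), and 9005612, 12041234 and 13702704 (reproductive salt). A further 6688671 to 42619109 alignments per library are recorded as not unique and enter no count.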

Approximately 92% reads passed the quality trimming and 72% clean reads mapped to the improved CDC frontier kabuli v2.6.3 reference genome (http://doi.org/10.7946/P2G596) using tophat2 (tophat-gcc/2.0.13). The accepted hits from this mapped assembly were used to identify the number of counts per gene in response to salt stress at the vegetative and reproductive stages of the tolerant and the sensitive genotypes. The reference-guided assembly produced 47,031 transcripts representing 35,855 gene loci which are 7% more than the reference annotation (Edwards *et al*., 2016). In addition to this, 3,912 potentially novel fragments which have at least one splice junction shared with a reference transcript were found. The fragments mapped against the reference to Exons (99.3%), Introns (0.66%) and Exon-Exon (0%) regions by their types. A gene was considered to be expressed if normalised counts of reads mapping to that gene(s) was greater than one. 

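With more than 1 CPM taken as expressed, 18909 of the 33351 gene identifiers passed in at least 1 of the 24 libraries.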

Using this cut-off, 21,622 gene loci were identified as expressed in at least one condition in response to salt stress. 

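Among the 6 libraries of each genotype and stage, 17841 genes (JG 11 vegetative), 17808 (JG 11 reproductive), 18013 (ICCV 2 vegetative) and 17554 (ICCV 2 reproductive) had more than 1 CPM in at least 1 library, and these are the genes tested for a response to salt. Requiring it in at least 3 of the 6 libraries lowers these counts to 16409, 16422, 16514 and 16190. A mean over 1 CPM in the 3 control libraries alone gives 16420, 16623, 16204 and 16153, and a mean over 1 CPM in the control or the salt libraries 16829, 16967, 16944 and 16633.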

Out of the 33,351 total genes annotated in reference genome, 21,518 (64%) in ICCV 2 C, 21,250 (63%) in JG 11 C, 20,865 (62%) in ICCV 2 LC and 21,622 (64%) in JG 11 LC were considered as expressed for further differential gene expression analysis. Based on the different number of counts in a particular stress condition and developmental stage, these gene(s) were assigned as differentially expressed. 

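For each genotype, r-log values (DESeq2, blind to the groups) of the 3 control and 3 salt libraries at the reproductive stage were compared by Euclidean distance. In JG 11, distances averaged 76.9 within a condition (from 40 to 96.3, 6 pairs) and 73.2 between control and salt (from 46.9 to 92.2, 9 pairs). ICCV 2 averaged 55.8 within a condition (from 46.4 to 70.3) and 61.7 between control and salt (from 42.7 to 79.1).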

To check if the gene expression difference is due to salt treatment, we established a hierarchical clustering amongst the three biological replicates of the control and stress conditions at the reproductive stage. 

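With complete linkage and the tree cut into 2 clusters, the JG 11 samples formed a cluster of 2 (control replicate 3 and salt replicate 3) and a cluster of 4 (control replicates 1 and 2, salt replicates 1 and 2), and the adjusted Rand index against the control and salt labels was −0.216, where 1 is a full match and 0 the average of random groupings. In ICCV 2, control replicate 2 stood alone against the other 5 samples, an index of 0. A cut of 1 sample against 5 gives 0 whichever sample is alone, so this index does not tell how the other 5 group. Among those, salt replicate 3 was nearer control replicates 1 and 3 (distances 42.7 and 45.2) than salt replicates 1 and 2 (53.5 and 47.4). Salt replicates 1 and 2 were nearer each other (50.2) than any control. Average linkage, 1 minus Spearman correlation as the distance and the 500 genes with the largest variance gave the same 2 clusters in both genotypes, while log2 CPM in place of r-log moved the JG 11 index to 0, with salt replicate 2 alone.

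**Figure D1:**
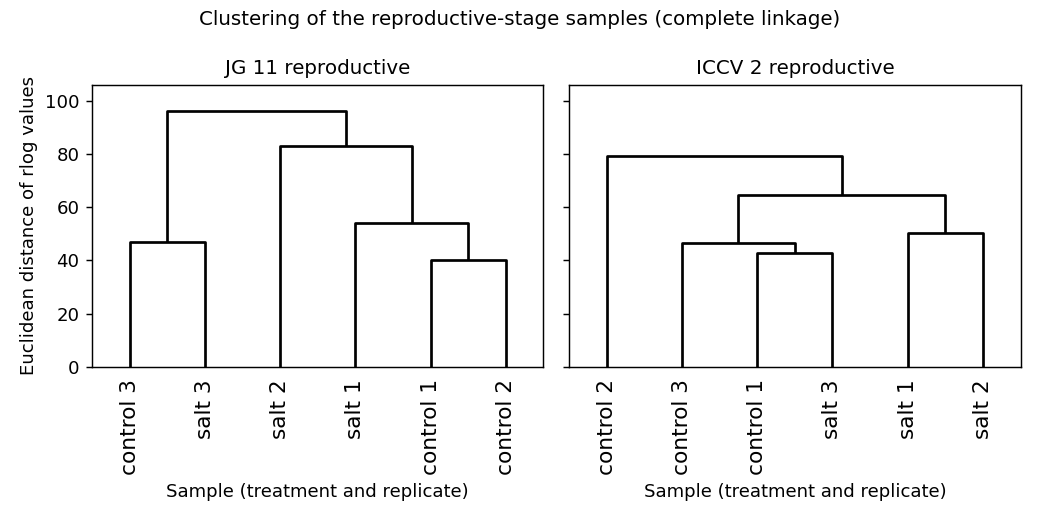
Hierarchical clustering (complete linkage, Euclidean distance) of the r-log values of the 6 reproductive-stage libraries of JG 11 (left) and ICCV 2 (right).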

The r-log transformation values of gene counts clustered the three biological replicates of each condition in one group. This also shows that the diversity amongst the samples is due to different gene expressions in response to salt stress and not due to slight differences in the experimental setup.

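Samples of different conditions that carry the same replicate number also tend to deviate together in JG 11 at the reproductive stage: the deviations from the group means correlate at 0.35 within the same number (from 0.11 to 0.56, 3 pairs) and at −0.17 between different numbers (6 pairs). For ICCV 2 at that stage the values are −0.03 and 0.01. Deviations from a group mean cancel out within the group. The value between different numbers therefore follows largely from the value within the same number, and is no separate evidence of pairing. JG 11 control replicate 3 and salt replicate 3 also both lie nearer the vegetative stage (0.3 and −0.07, with 0 for vegetative and 1 for reproductive). Pairing and such a shared position are not told apart by the correlation. The pairing is taken from the labels, and the fits with the replicate block stand beside those without it where the numbers of genes are given. The paper's methods give a randomized complete block design for the physiological experiment. The labels do not say whether a replicate number is a block. From its clustering, the paper takes the differences among samples as the response to salt and not as differences in the experimental setup.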

#### Identification of Differentially Expressed Genes (DEGs)

The gene-counts for the RNA-Seq libraries from the three biological replicates of the tolerant and the sensitive genotypes at the vegetative and reproductive stages were extracted using HTSeq counts. The log_2_ fold-change of gene-counts was calculated for the stress against control for the salt-tolerant (JG 11) and salt-sensitive (ICCV 2) genotypes and compared at the two developmental stages. EdgeR (GLM-likelihood ratio test) was performed using Blast2GO PRO software to identify the potential differentially expressed genes (fold change > 1 and FDR < 0.05) (Fig. 3). 

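The test covered 17841 (JG 11 vegetative), 17808 (JG 11 reproductive), 18013 (ICCV 2 vegetative) and 17554 (ICCV 2 reproductive) genes, with a common biological coefficient of variation of 0.38, 0.52, 0.7 and 0.41. The smallest adjusted p of the likelihood ratio test in these fits was 0.12, 0.00079, 5e-04 and 7.3e-08, and with edgeR's quasi-likelihood test it was 1, 1, 1 and 0.27.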

A total of 3,053 differentially expressed genes (DEGs) were identified amongst the two contrasting genotypes at the two developmental stages. 

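Over the 4 comparisons, 244 genes were differentially expressed, and all 244 are distinct. Leaving out 1 replicate at a time gave sums from 66 to 730, a fit of all 24 samples together 41, and the quasi-likelihood test 0.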

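With the 3 control and 3 salt samples of each genotype at the reproductive stage, 3 genes were differentially expressed in JG 11 and 239 in ICCV 2, where for 234 of the 239 the 3 salt values do not overlap the 3 control values. The JG 11 genes are Ca04083 (log2 fold change 7.19, SE 1.31, adjusted p = 0.00079), Ca13566 (3.73, SE 0.84, adjusted p = 0.048) and Ca15431 (3.17, SE 0.61, adjusted p = 0.0017). The largest changes among the 239 are Ca07490 (8.4, SE 2.16, adjusted p = 0.017), Ca07702 (−7.25, SE 1.34, adjusted p = 8.8e-05), Ca00155 (6.41, SE 1.65, adjusted p = 0.017), Ca06055 (6.32, SE 1.86, adjusted p = 0.049) and Ca23477 (6.3, SE 1.64, adjusted p = 0.019). With the replicate block, taking the pairing from the labels (deviations correlate at 0.35 within the same number and −0.17 across numbers in JG 11), JG 11 gives 40 genes. Leaving out 1 replicate gives JG 11 from 0 to 81 genes (81 without control replicate 3) and ICCV 2 from 61 to 725 (725 without salt replicate 3).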

Interestingly, the number of DEGs varied from 1,309 in the tolerant genotype at reproductive stage to 863 in the sensitive genotype at reproductive stage. At vegetative stage, the number of DEGs varied from 761 in the tolerant genotype to 120 in the sensitive genotype (Fig. 4). 

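Among vegetative-stage roots, 0 genes passed in JG 11 and 2 in ICCV 2: Ca20934 (log2 fold change −4.43, SE 0.8, adjusted p = 5e-04), from 6.32 ± 2.12 to 0.28 ± 0.24 CPM, and Ca30783 (−3.06, SE 0.63, adjusted p = 0.01), from 91.75 ± 49.32 to 10.92 ± 2.83 CPM. DESeq2 on the same genes gives 1 and 17. The paired fits, with the replicate block, give 5 and 0 (pairing from the labels, with deviations correlating at 0.03 and 0 within the same number and at −0.01 and 0 across numbers). JG 11 vegetative salt replicate 3 lies nearer ICCV 2 (0.88, with 0 for JG 11 and 1 for ICCV 2). It also lies nearer the reproductive stage (0.73, with 0 for vegetative and 1 for reproductive). A sample at odds with its label limits what the vegetative counts and fold changes of JG 11 can show.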

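Of the vegetative-stage genes past the threshold, JG 11 has 0 up and 0 down, and ICCV 2 has 0 up and 2 down. Left-out replicates move these counts within 0 to 10 up and 0 to 4 down for JG 11, and within 0 to 7 up and 0 to 12 down for ICCV 2, while DESeq2 gives 6 up and 11 down for ICCV 2.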

At the vegetative stage, the salt-tolerant genotype had more up-regulated genes (510) and less down-regulated genes (251) whereas the salt-sensitive genotype had less up-regulated genes (53) and more down-regulated genes (67). During the reproductive stage, the salt-tolerant genotype had more up-regulated genes (1000) and less down-regulated genes (309) whereas the salt-sensitive genotype had less up-regulated genes (291) and more down-regulated genes (572). 

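For the reproductive stage, the 3 JG 11 genes are all up-regulated, and the ICCV 2 genes split into 103 up-regulated and 136 down-regulated. Among the alternatives, the replicate block (paired by the replicate numbers of the labels) gives 23 up and 17 down in JG 11, and the fit without salt replicate 3 gives 241 up and 484 down in ICCV 2.

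**Figure D2:**
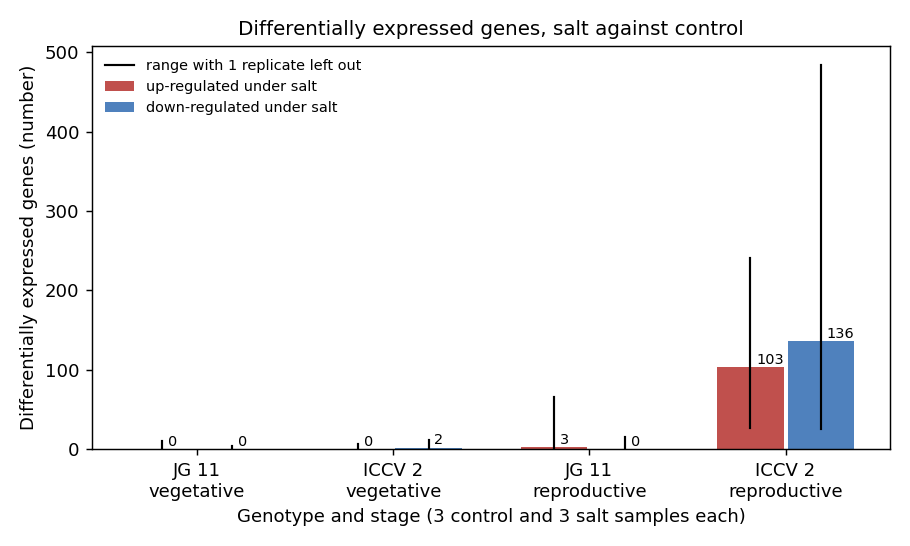
Numbers of genes up-regulated and down-regulated under salt (adjusted p under 0.05 and absolute log2 fold change over 1) for each genotype and stage, with black lines for the range of the fits that leave out 1 replicate.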

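Total differentially expressed genes by label are 0 in JG 11 and 2 in ICCV 2 at the vegetative stage, and 3 in JG 11 and 239 in ICCV 2 at the reproductive stage. Counts past a threshold do not test whether the genotypes respond differently, so the response was also compared by the interaction of genotype and salt over the 12 samples of a stage: 0 of 18493 genes at the vegetative stage (smallest adjusted p 0.073) and 4 of 18258 at the reproductive stage (smallest adjusted p 0.0043), of which 1 is more and 3 are less induced in JG 11. The interaction count at the reproductive stage moved most without JG 11 control replicate 3, to 136 genes, and in the paired fit with the replicate block it was 23. The vegetative interaction includes JG 11 salt replicate 3, which lies nearer ICCV 2 than its own label.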

In both the cases, the salt tolerant genotype possessed more number of total DEGs as compared to the salt-sensitive genotype. 

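Between stages, the number of genes past the threshold goes from 0 to 3 in JG 11 and from 2 to 239 in ICCV 2. In the single fit of all 24 samples, where the 8 groups share the dispersion, the reproductive-stage counts are 0 and 37. The paper reasons from the larger counts at the reproductive stage to a major transcriptional change under salt at that stage.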

Both the genotypes show a large number of differentially expressed genes at the reproductive stage, suggesting a major transcriptional re-programming in response to salt stress at this important developmental stage. On comparing the commonalities amongst DEGs expressed in the salt-sensitive and salt-tolerant genotypes, 588 genes in JG 11-Veg, 74 genes in ICCV 2-Veg, 872 in genes JG 11-Rep and 612 genes in ICCV 2-Rep were exclusively expressed in the individual genotype/developmental condition (Fig. 5). 

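Genes past the threshold in only 1 of the 4 comparisons number 0 for JG 11 vegetative, 2 for ICCV 2 vegetative, 3 for JG 11 reproductive and 239 for ICCV 2 reproductive. The replicate block gives 4 for JG 11 vegetative and 37 for JG 11 reproductive (pairing by the replicate numbers of the labels), DESeq2 gives 15 for ICCV 2 vegetative, and leaving out 1 replicate spreads ICCV 2 reproductive from 60 to 723.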

In comparison, 144 DEGs were commonly expressed amongst ‘ICCV 2-Rep *vs*. JG 11-Rep’, 11 common DEGs in ‘ICCV 2-Veg *vs*. ICCV 2-Rep’, 17 common DEGs in ‘ICCV 2-Veg *vs*. JG 11-Rep’, and 57 common DEGs in ‘ICCV 2-Rep *vs*. JG 11-Veg’.

**Figure 3:**
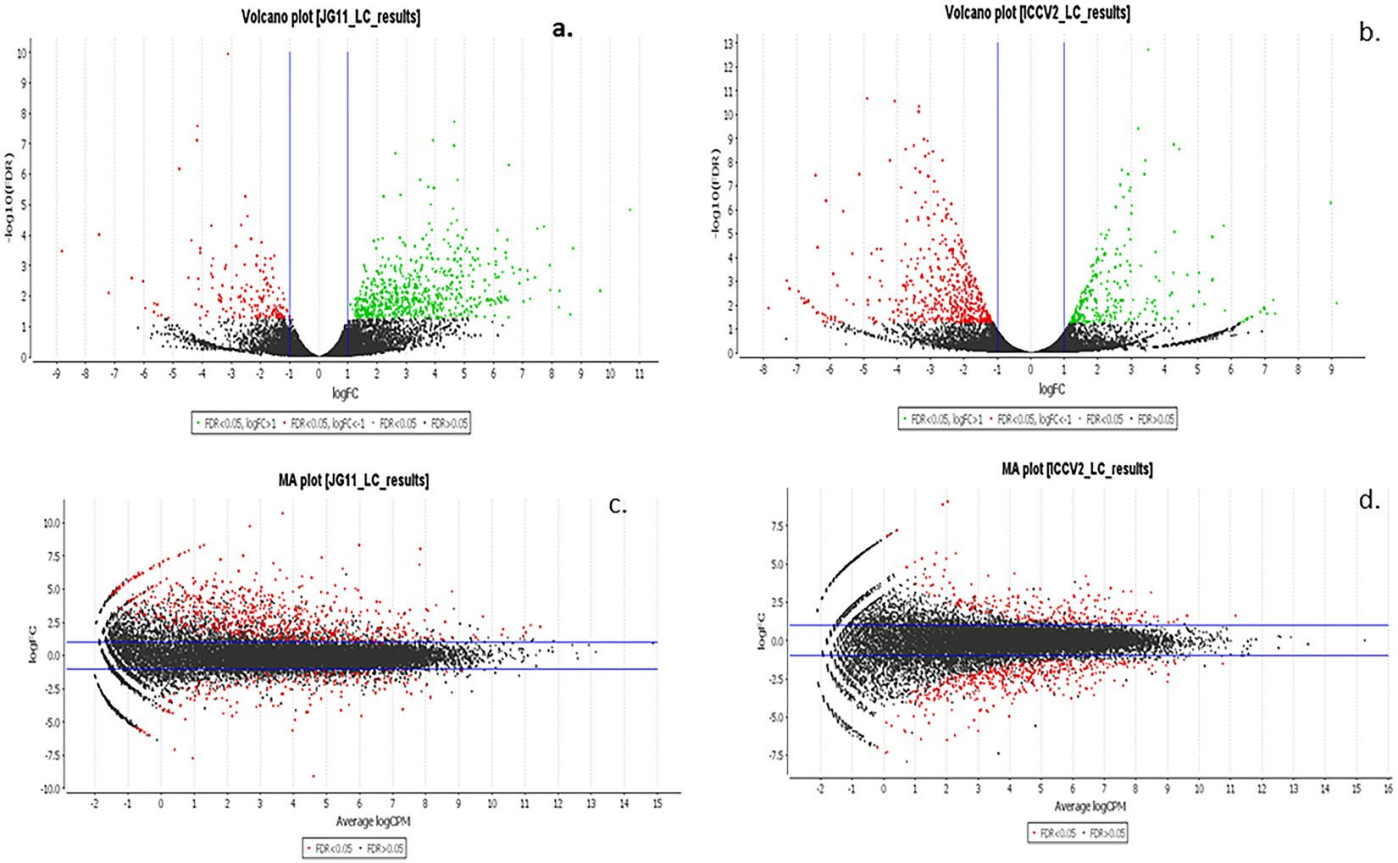
Volcano plot showing the significantly expressed differential genes in response to salt stress.

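In the fits shown by label, the genes past the threshold have log2 fold changes from 3.17 to 7.19 in JG 11 at the reproductive stage, −3.06 and −4.43 in ICCV 2 at the vegetative stage, and from −7.25 to 8.4 in ICCV 2 at the reproductive stage. Dropping the fold change threshold and keeping adjusted p under 0.05 leaves the counts at 0, 3, 2 and 239 (JG 11 vegetative, JG 11 reproductive, ICCV 2 vegetative, ICCV 2 reproductive).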

**Figure 4:**
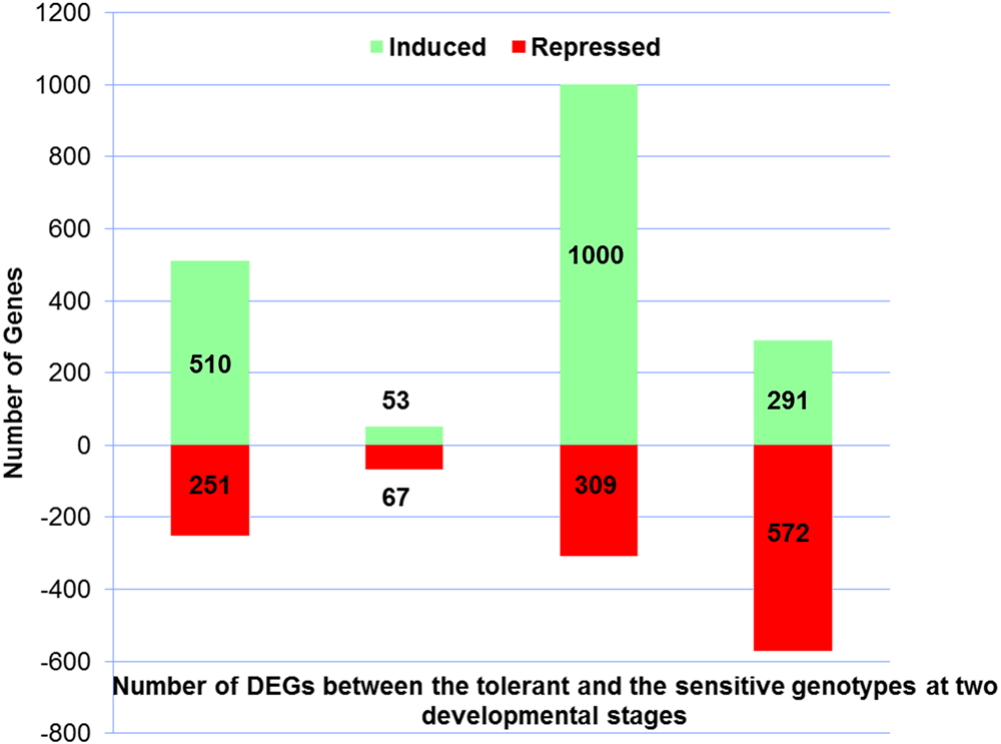
Significant Differentially Expressed Genes (DEGs) between the two genotypes at two developmental stages in response to the salt stress. More number of genes was up-regulated in the tolerant while more number of genes was down-regulated in the sensitive genotype.

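Up-regulated and down-regulated genes number 3 and 0 in the tolerant and 103 and 136 in the sensitive genotype at the reproductive stage, and 0 and 0 against 0 and 2 at the vegetative stage. Fits with 1 replicate left out range from 0 to 66 up and 0 to 15 down in the tolerant genotype, and from 27 to 241 up and 26 to 484 down in the sensitive genotype, at the reproductive stage.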

**Figure 5:**
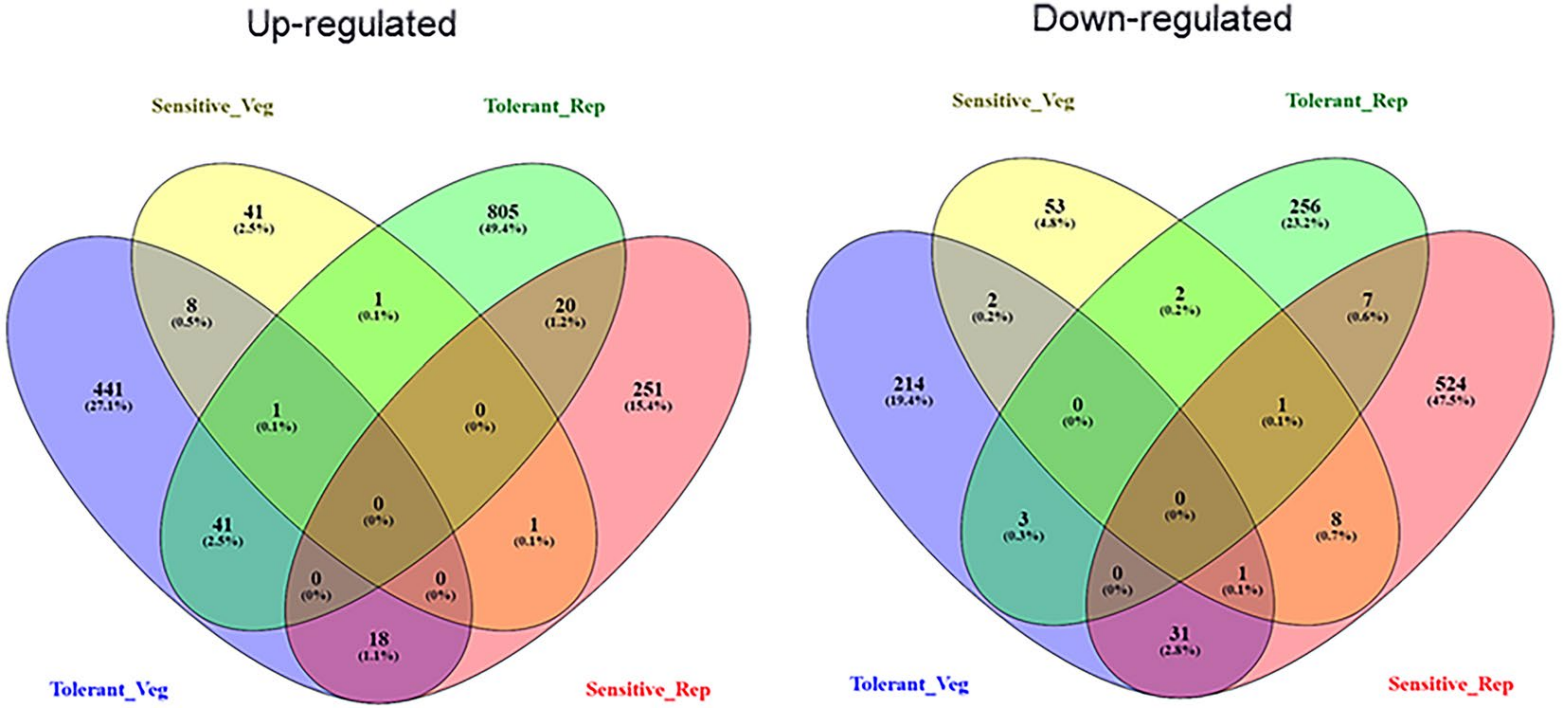
Venn diagram showing the commonly up- and down-regulated differentially expressed genes amongst the genotypes at the two developmental stages in response to the salt stress.

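No gene passed the threshold in more than 1 of the 4 comparisons: the overlaps of ICCV 2 reproductive with JG 11 reproductive, of ICCV 2 vegetative with ICCV 2 reproductive, of ICCV 2 vegetative with JG 11 reproductive and of ICCV 2 reproductive with JG 11 vegetative are all 0, as they must be where the JG 11 vegetative set is empty. The overlap of the genotypes at the reproductive stage is 3 genes with the replicate block (pairing from the labels), 1 with DESeq2, and from 0 to 11 with 1 replicate left out.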

#### Mapping the functions of genes to GO categories and KEGG database

The FASTA sequences of DEGs were BLAST searched against nr-databases to functionally annotate and map sequences to gene ontology GO terms using Bast2GO. From the total DEGs identified, only 76% (1,937) could be significantly annotated and mapped to molecular, cellular and biological GO categories. Subsequently, Gene Set Enrichment Test (GSEA) was performed for the induced/repressed genes using Fisher’s test (FDR < 0.05) to find the over-represented and under-represented categories (Fig. 6). Amongst these, biological processes like response to salt (GO: 0009651), plant-type secondary cell wall biogenesis (GO: 0009834), SRP-dependent co-translational protein targeting to membrane (GO: 0006614), mRNA splicing via spliceosome (GO: 0000398) and cellulose biosynthetic process (GO: 0030244) were significantly represented (Table 1). The KEGG pathway map analysis showed differentially expressed genes representing mainly glycerophosholipid metabolism, phenylpropanoid biosynthesis, inositol metabolism and starch metabolism.

**Figure 6:**
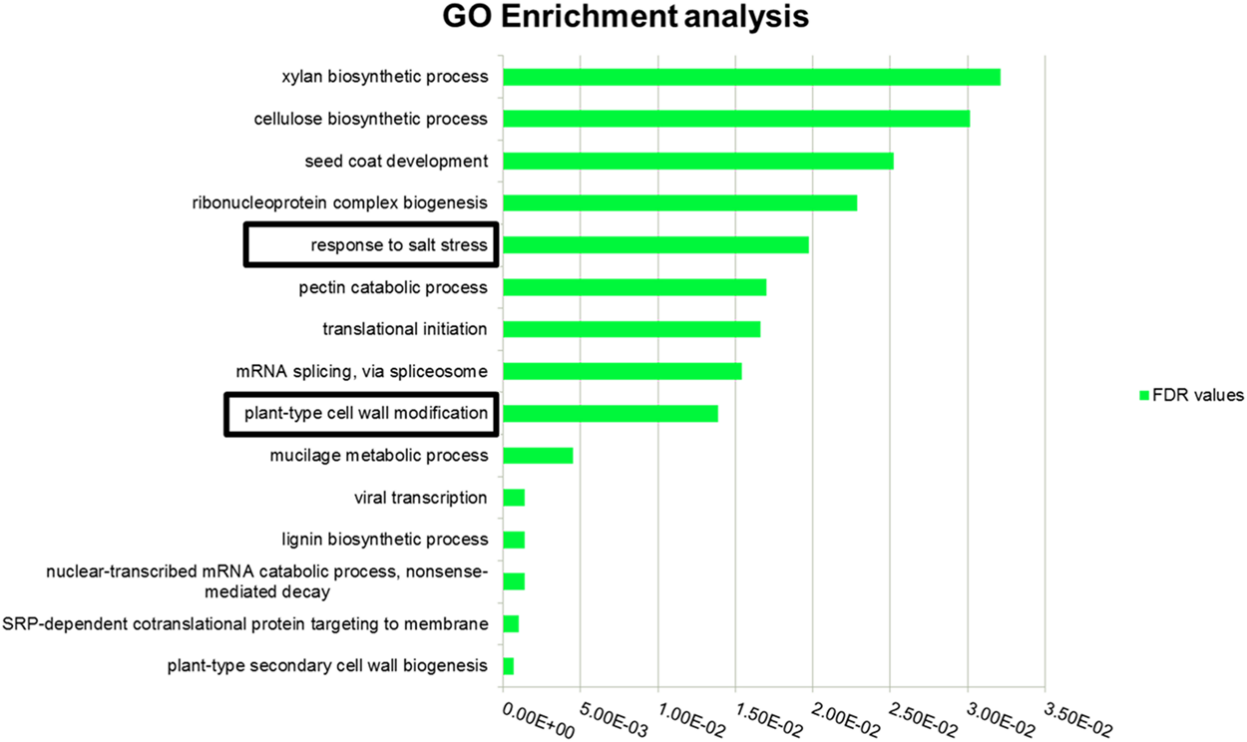
Gene set enrichment analysis shows enriched GO categories based on differentially expressed genes between tolerant and sensitive genotypes in response to salt stress.

**Table 1:** List of significantly enriched Gene Ontology based on Fisher’s Test (FDR < 0.05) amongst tolerant vs. sensitive genotype in response to salt stress.

GO-ID	Term	Over/Under
GO:0009651	Response to salt stress	OVER
GO:0006614	SRP-dependent cotranslational protein targeting to membrane	OVER
GO:0000184	Nuclear-transcribed mRNA catabolic process, nonsense-mediated decay	OVER
GO:0009809	Lignin biosynthetic process	OVER
GO:0019083	Viral transcription	OVER
GO:0010191	Mucilage metabolic process	OVER
GO:0009827	Plant-type cell wall modification	UNDER
GO:0000398	mRNA splicing, via spliceosome	OVER
GO:0006413	Translational initiation	OVER
GO:0045490	Pectin catabolic process	UNDER
GO:0022613	Ribonucleoprotein complex biogenesis	OVER
GO:0010214	Seed coat development	UNDER
GO:0030244	Cellulose biosynthetic process	UNDER
GO:0045492	Xylan biosynthetic process	UNDER
GO:0016072	rRNA metabolic process	OVER

#### Validation of RNA-Seq results with quantitative Real-Time PCR

The reliability of RNA-Seq gene expression was conformed with 10 salt responsive genes including cation exchanger, blue copper, glutaredoxin, ascorbate oxidase and chloride-channel protein. Fold changes obtained from RT-PCR results correlated well with fold changes of cation exchanger, blue copper and glutaredoxin, calcium-transporting ATPase and ascorbate oxidase which confirms the validity of RNA-Seq data (Fig. 7).

**Figure 7:**
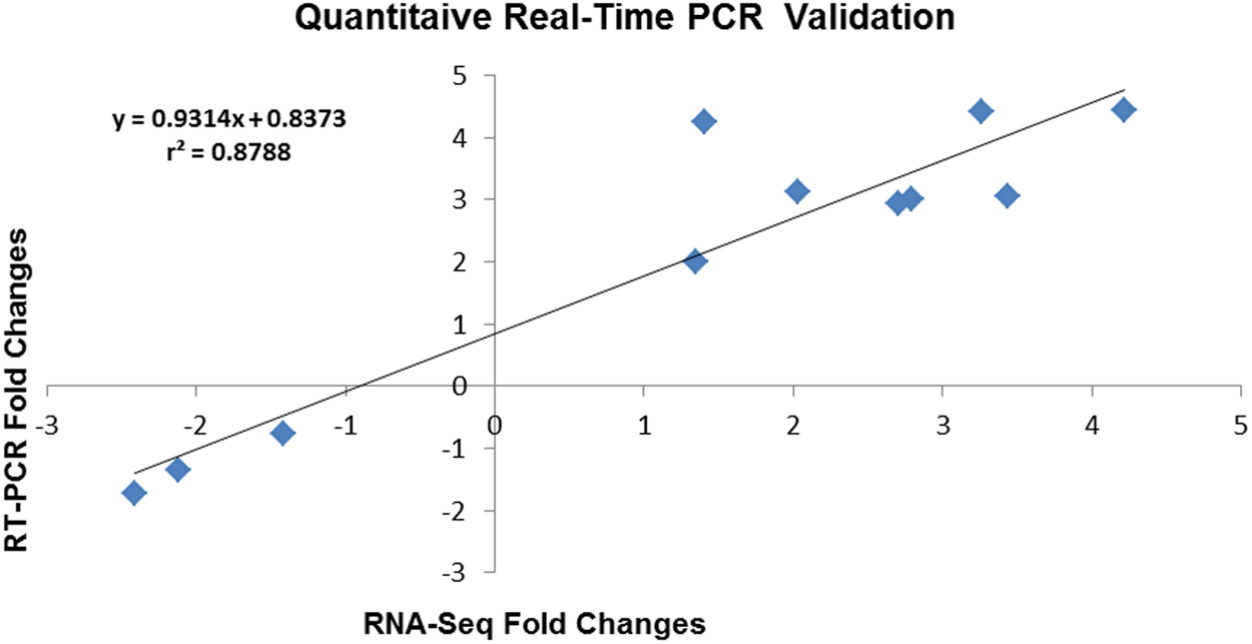
Quantitative Real-Time validation with 10 salt responsive genes with r2 > 0.87 as the significant threshold.

### Transcriptomic responses to salt stress

#### Biological significance of DEGs in response to salt

The genes that were significantly differentially expressed between the two genotypes at vegetative and reproductive stages were mainly associated with cell wall organisation, transmembrane transport, signal transduction, oxidative stress, transcriptional regulation, phytohormone signalling and root development (Fig. 8). 

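Tested as the interaction of genotype and salt, the response differed between the genotypes for 0 genes at the vegetative stage and for 4 at the reproductive stage. These are Ca00278 (difference of log2 fold changes, JG 11 minus ICCV 2, −10.05, SE 1.94, adjusted p = 0.0043), Ca07292 (2.35, SE 0.47, adjusted p = 0.0046), Ca11703 (−2.59, SE 0.54, adjusted p = 0.0089) and Ca20100 (−3.96, SE 0.89, adjusted p = 0.043). Quasi-likelihood testing leaves 0 of the 4, DESeq2 gives 15 genes at that stage, and the replicate block, paired by the labels, gives 23. Functional annotation of the genes is not in the files analysed here.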

In particular, majority of abiotic stress-related genes were significantly up-regulated in the tolerant genotype while down-regulated in the sensitive genotype under salt stress. 

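Of the 52 genes of Table 2, 39 have a positive and 13 a negative log2 fold change in JG 11 at the reproductive stage (median 0.45, from −0.83 for Ca26452 to 3.94 for Ca22188), and none passes the threshold (smallest adjusted p = 1). In ICCV 2 all 52 are negative (median −1.69, from −6.23 for Ca15305 to −0.3 for Ca29950), and 12 pass (smallest adjusted p = 9.9e-05). The interaction of genotype and salt is positive for all 52 genes and passes for 0 (smallest adjusted p = 0.66). The paper, from these same libraries, lists all 52 as up in JG 11 and down in ICCV 2. Their signs here are therefore not independent evidence of a difference. Leaving out JG 11 control replicate 3 moves the number with an interaction most, to 4. At the vegetative stage, 13 of the 51 genes tested in both genotypes are positive in JG 11 and negative in ICCV 2, and 9 the opposite way.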

These include lipid transfer proteins, *NAC* factors, sugar porters, *cation/H*^+^ exchangers, peroxidases, casparian strip membrane protein, root meristem development gene, cytochrome P450, Purple acid phosphatase, *AP2-ERF* factors, *LEA* proteins and auxin efflux carrier proteins. 

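Of the genes named for these classes, log2 fold changes at the reproductive stage in JG 11 and ICCV 2 were 1.42 and −0.67 for the lipid-transfer protein Ca19748, −0.06 and −0.82 for the NAC factor Ca03580, 0.81 and 0.78 for the cation/H+ antiporter Ca18432, 0.31 and −1.85 for the cationic peroxidase Ca09667, 0.95 and −2.09 for the casparian strip membrane protein Ca08395, 0.83 and −2.06 for the purple acid phosphatase Ca01925, 1.2 and 0.27 for the AP2/ERF factor Ca26032, 1.39 and 1.97 for the late embryonic abundant-like protein Ca14458 and 0.98 and −1.18 for the auxin efflux carrier Ca18322. In JG 11, the edgeR adjusted p is 1 for all 9 genes. The root meristem growth factor Ca16049 stayed at or under 1 CPM in every sample of this stage.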

On the contrary, other genes such as cysteine-rich repeat secretory protein, pectin esterase, bidirectional sugar transporter, senescence-specific cysteine protease, abscisic acid hydroxylase and glutamate receptors were down-regulated in the tolerant genotype but up-regulated in the sensitive genotype (Fig. 9).

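Among genes of these classes, the senescence-specific cysteine protease Ca08479 went from 0.09 ± 0.16 to 2.1 ± 1.77 CPM under salt in ICCV 2 at the reproductive stage, a log2 fold change of 4.69 (SE 1.49, adjusted p = 0.082), with the fits that leave out 1 replicate between 3.92 and 7.35, of which those without control replicate 2 (adjusted p = 0.029) and without salt replicate 2 (adjusted p = 0.0018) pass the threshold. The glutamate receptor Ca20778 went from 0.42 ± 0.43 to 0.92 ± 0.8 CPM in JG 11, a log2 fold change of 1.17 (SE 1.28, adjusted p = 1), between 0.69 and 2.03 with 1 replicate left out.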

**Figure 8:**
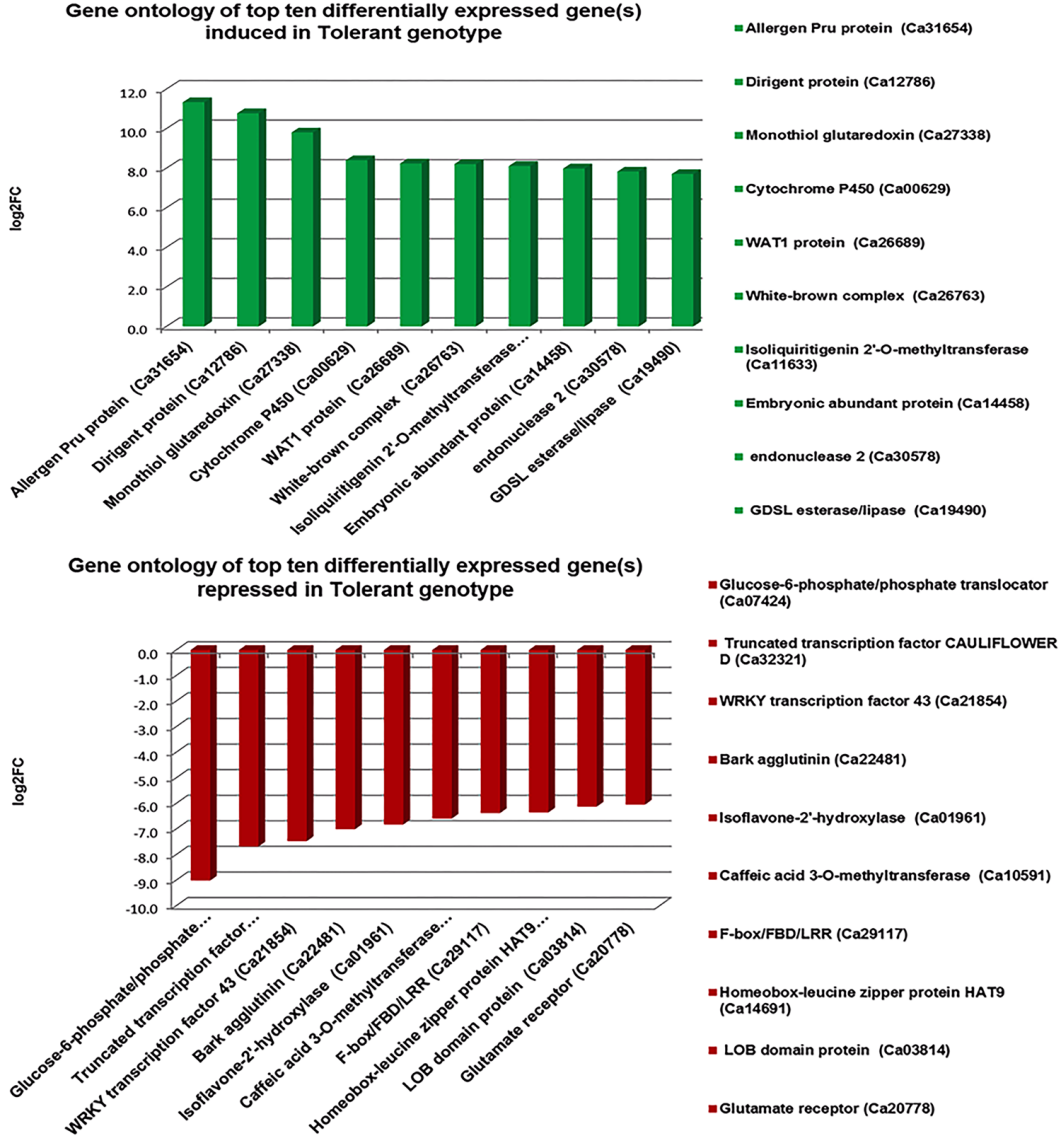
Top ten differentially expressed genes in the tolerant genotype in response to salt stress. The most important genes like dirigent proteins are up-regulated in the tolerant genotype while glucose-6-phospahte genes were highly down-regulated in response to the salt stress.

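Counted by label, the genes with the largest changes past the threshold in JG 11 are the 3 of the reproductive stage: Ca04083, from 0 to 2.08 ± 0.86 CPM, Ca13566, from 0.28 ± 0.25 to 3.55 ± 1.57 CPM, and Ca15431, from 3.27 ± 1.09 to 27.87 ± 16.91 CPM (log2 fold changes 7.19, 3.73 and 3.17). Of the 10 genes shown as up-regulated in Fig. 8, 7 have a positive log2 fold change at the reproductive stage, and of the 10 shown as down-regulated, 6 have a negative one, with an adjusted p of 1 for all 20. With the replicate block, paired by the labels (deviations correlate at 0.35 within the same number and −0.17 across numbers), 2 of the 20 pass the threshold, Ca31654 (4.13, adjusted p = 0.02) and Ca07424 (−5.81, adjusted p = 8.9e-07). At the vegetative stage, 2 of the 10 shown as up-regulated are positive and 3 of 9 tested of those shown as down-regulated are negative, and Ca31654 (7.45, adjusted p = 0.55) passes with the replicate block (6.4, adjusted p = 0.0021) and with salt replicate 2 (8.06, adjusted p = 0.0049) or 3 (8.08, adjusted p = 0.049) left out. The 3 genes of the reproductive stage keep their sign in each fit with 1 replicate left out (from 6.83 to 7.49 for Ca04083, from 3.36 to 4.54 for Ca13566 and from 2.55 to 3.42 for Ca15431).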

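The dirigent protein Ca12786 had 15.06 ± 26.08 CPM in control and 8.41 ± 12.9 CPM in salt-treated JG 11 roots at the reproductive stage, a log2 fold change of −0.79 (SE 2.82, adjusted p = 1). The glucose-6-phosphate/phosphate translocator Ca07424 went from 48.84 ± 42.47 to 0.9 ± 1.32 CPM, a log2 fold change of −5.59 (SE 2.26, adjusted p = 1). Left-out replicates move Ca12786 between −4.09 and 9.36 and Ca07424 between −8.28 and −5.04. Ca07424 passes the threshold with the replicate block, paired by the labels (−5.81, adjusted p = 8.9e-07), and without control replicate 3 (−6.06, adjusted p = 0.00022). The vegetative log2 fold change of Ca12786 in JG 11 is 0.01 (adjusted p = 1).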

**Figure 9:**
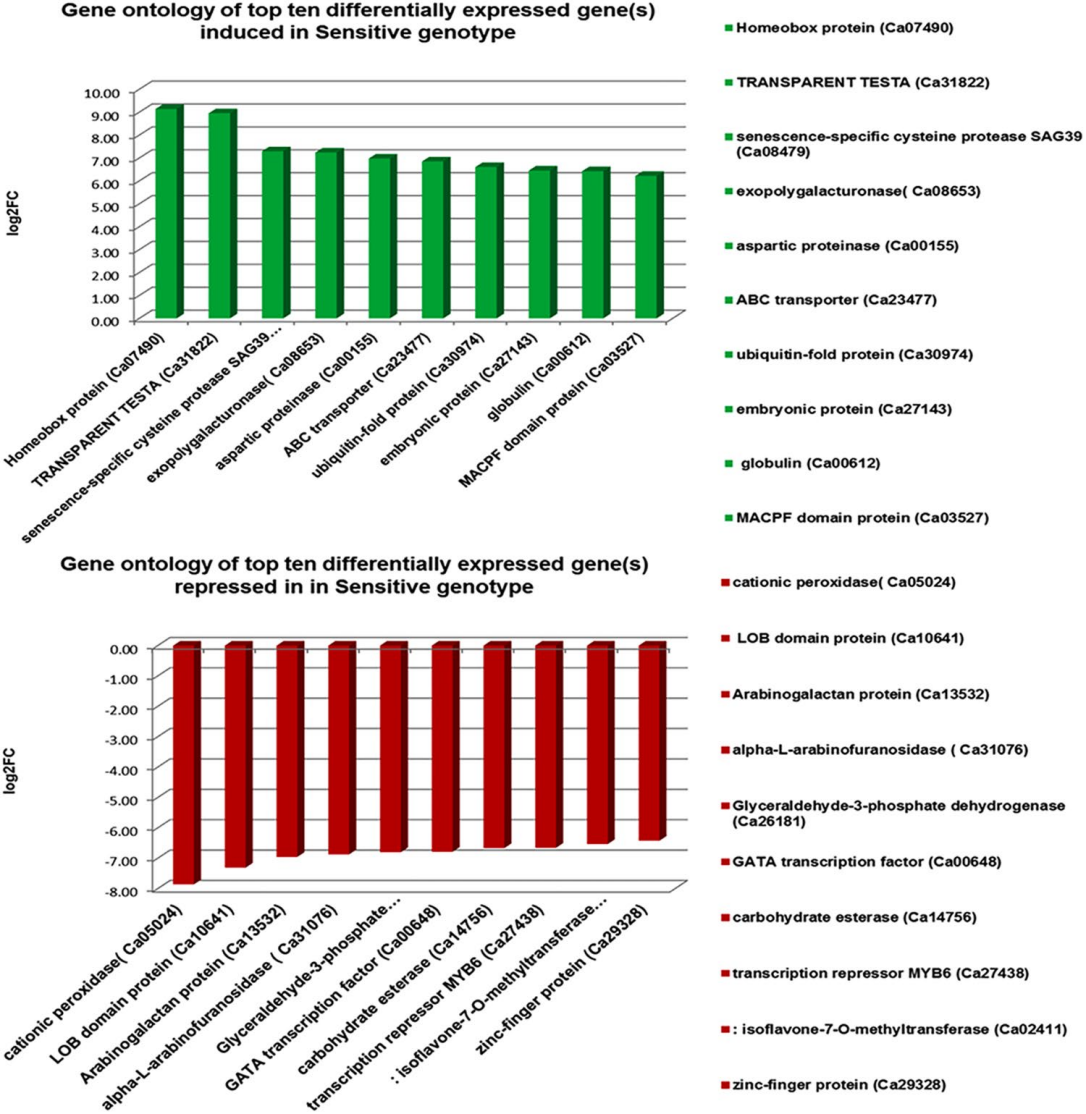
Top ten differentially expressed genes in the sensitive genotype in response to the salt stress. The most important genes like cationic peroxidase were highly down-regulated in response to the salt stress.

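In ICCV 2 at the reproductive stage, all 10 genes shown as up-regulated in Fig. 9 have a positive log2 fold change (from 3.29 for Ca27143 to 8.4 for Ca07490) and 4 pass the threshold (smallest adjusted p = 0.017), and all 10 shown as down-regulated have a negative one (from −5.73 for Ca29328 to −1.39 for Ca31076) and 3 pass (smallest adjusted p = 0.025). Ranked by size among the genes past the threshold, the largest by label are Ca07490 (8.4), Ca07702 (−7.25), Ca00155 (6.41), Ca06055 (6.32) and Ca23477 (6.3). With the quasi-likelihood test their adjusted p is between 0.37 and 0.45. At the vegetative stage, 4 of the 6 up-regulated genes tested are positive and 4 of the 7 down-regulated genes tested are negative.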

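The cationic peroxidase Ca05024 went from 2.69 ± 3.12 to 0.19 ± 0.32 CPM under salt in ICCV 2 at the reproductive stage (mean ± SD, n = 3 each), a log2 fold change of −3.75 (SE 1.88, adjusted p = 0.44) by edgeR, and its largest shift was to −7.51 with salt replicate 3 left out, where it passes the threshold (adjusted p = 0.024).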

#### DEGs Involved In Sensory Mechanism for Cell Detoxification

Plants are sessile organisms and have developed various sensory mechanisms to respond to abiotic stresses^25^. The first sensory mechanism when stress is perceived by the cell is an outburst of reactive oxygen species (*ROS*). These *ROS* instigate the H_2_O_2_ mediated detoxification and calcium-mediated activation of stress signalling pathways^26^. Further, the *ROS* activate the plasma membrane permeable calcium ion channels such as calcium-transporting *ATPase* which catalyse the Ca^2+^ induced cell signalling during salt stress^27,28^. 

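Ca04200 (calcium-transporting ATPase gene) averaged 0.7 ± 0.87 CPM (mean ± SD, n = 3) in control and 1.83 ± 2.94 CPM in salt-treated JG 11 roots at the reproductive stage, and 0.81 ± 0.38 and 1.34 ± 1.92 CPM in ICCV 2. With edgeR, Ca04200 has a log2 fold change (salt over control) of 1.47 (SE 1.74, adjusted p = 1) in JG 11 and 0.71 (SE 1.17, adjusted p = 0.93) in ICCV 2, and the genotypes differ by 0.77 (SE 2.16, adjusted p = 0.99). In vegetative roots, Ca04200 had a log2 fold change of 0.92 in JG 11 and −0.23 in ICCV 2 (adjusted p = 1 and 1). Of the alternatives, Ca04200 moved furthest to −2.67 with salt replicate 3 left out in JG 11 and to −1.82 with salt replicate 3 left out in ICCV 2. From the 2 genotypes' opposite changes, the paper reasons that an efflux of Ca2+ is important for signalling.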

Interestingly, calcium-transporting *ATPase* gene was highly induced in the tolerant genotype (Ca04200; FC: 18.50 ↑) while repressed in the sensitive genotype (Ca04200; FC: −3.89 ↓), which suggests that an efflux of Ca^2+^ is important for signalling sensory pathways (Fig. 10). 

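Reproductive-stage counts of Ca07521 (calcium binding gene) went from 5.6 ± 7.47 CPM in control to 6.56 ± 8.53 CPM under salt in JG 11 and from 6.25 ± 2.2 to 2.74 ± 1.51 CPM in ICCV 2 (mean ± SD, n = 3 each). In log2, Ca07521 changes by 0.29 (SE 1.29, adjusted p = 1) in JG 11 and −1.19 (SE 0.56, adjusted p = 0.39) in ICCV 2 in the edgeR fits, and the difference between the genotypes is 1.48 (SE 1.52, adjusted p = 0.98). For vegetative roots, Ca07521 has a log2 fold change of 0.55 in JG 11 and 0.26 in ICCV 2 (adjusted p = 1 and 1). The largest Ca07521 shift in an alternative fit was to 2.49 with control replicate 3 left out in JG 11 and to −1.74 with salt replicate 3 left out in ICCV 2.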

Another calcium binding gene was significantly induced in the tolerant genotype (Ca07521, FC: 9.84 ↑) while repressed in the sensitive genotype (Ca07521, FC: −3.29 ↓).

**Figure 10:**
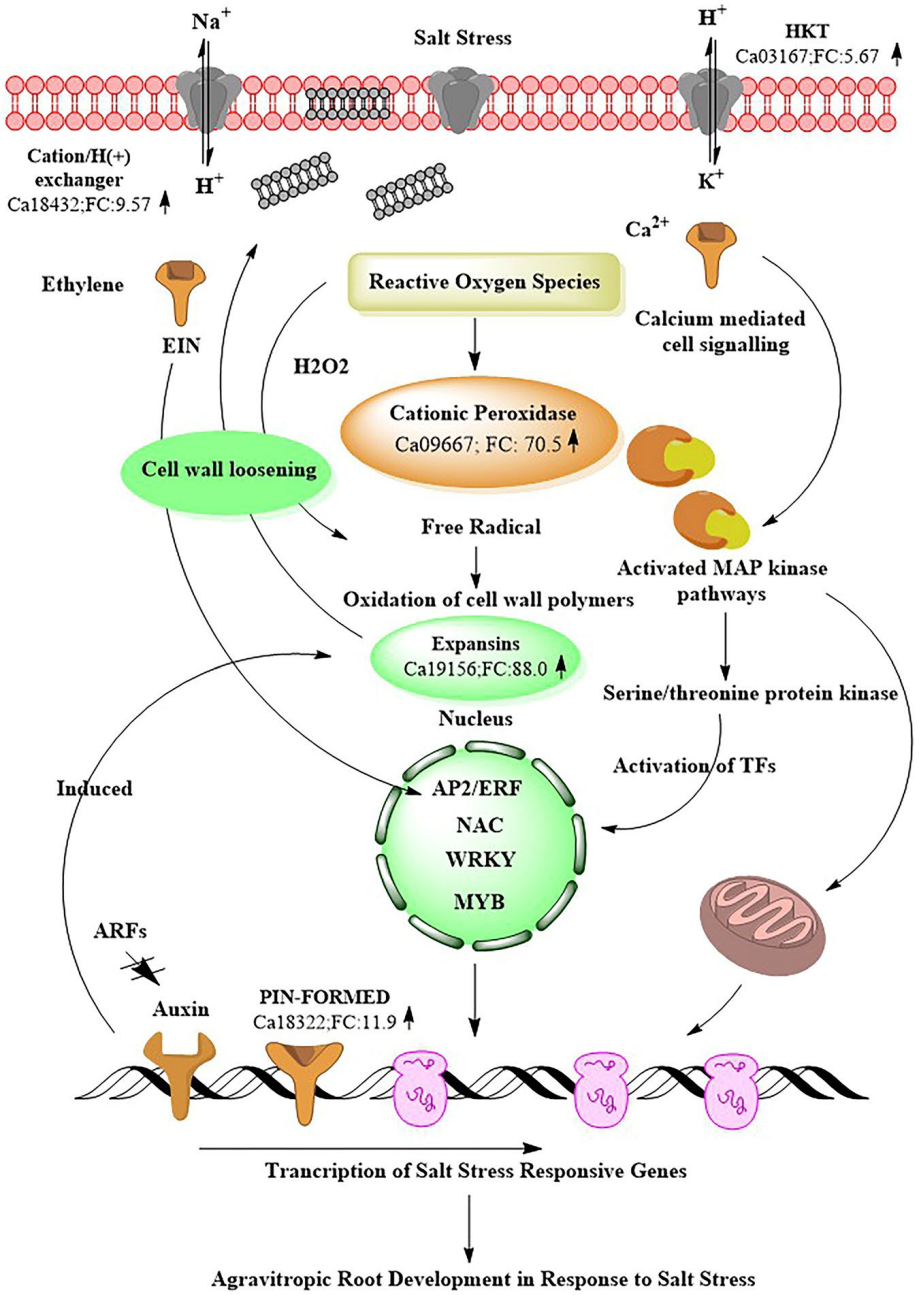
A schematic cell signalling cascade based on differential gene expression pattern in roots in response to the salt stress.

The calcium ions in turn activate the protein kinase genes such as mitogen activated protein kinases (*MAPK*) and calcium dependent protein kinases (*CDPK*) which help in signal relay mechanism (Wang *et al*.^25^). The MAP kinase gene (Ca01482; FC: 5.46 ↑) expression, followed by *serine/threonine protein kinases* (Ca09102; FC: 16.5 ↑) were induced in the tolerant genotype while repressed in the sensitive genotype (Ca09102; FC: −2.69 ↓). 

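In reproductive-stage roots, Ca01482 (MAP kinase gene) stood at 25.87 ± 33.26 CPM without and 11.88 ± 10.87 CPM with salt in JG 11, against 26.87 ± 23.08 and 19.77 ± 12.12 CPM in ICCV 2 (mean ± SD of 3 samples). The edgeR Ca01482 estimates on the log2 scale are −1.07 (SE 1.35, adjusted p = 1) for JG 11 and −0.44 (SE 1.13, adjusted p = 0.96) for ICCV 2, with a difference between genotypes of −0.62 (SE 1.92, adjusted p = 0.99). Vegetative roots gave Ca01482 a log2 fold change of 0.87 in JG 11 and −0.74 in ICCV 2 (adjusted p = 1 and 1). Among alternative settings, Ca01482 moved most to 0.97 with control replicate 3 left out in JG 11 and to −1.01 with control replicate 2 left out in ICCV 2. Counts of the serine/threonine protein kinase Ca09102 at the reproductive stage were 1.95 ± 2.99 CPM (mean ± SD, n = 3) in the control and 1.72 ± 1.7 CPM in the salt samples of JG 11, and 1.98 ± 0.98 and 0.96 ± 0.4 CPM in those of ICCV 2. Fitted with edgeR, Ca09102 changed under salt by −0.16 (SE 1.44, adjusted p = 1) log2 units in JG 11 and by −1.07 (SE 0.65, adjusted p = 0.59) in ICCV 2, a genotype difference of 0.9 (SE 1.68, adjusted p = 0.98). In vegetative roots, Ca09102 had a log2 fold change of 0.56 in JG 11 and 0.63 in ICCV 2 (adjusted p = 1 and 1). No setting moved Ca09102 further than to 2.98 with control replicate 3 left out in JG 11 and to −0.6 with control replicate 1 left out in ICCV 2.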

Importantly, these protein kinases cause the phosphorylation/dephosphorylation of signal cascade proteins and activate various transcription factors which eventually regulate salt stress responsive gene expression^29^.

Upon successful signalling, hydrogen peroxide has to be disintegrated. This is mainly achieved through the activation of peroxidases. Peroxidases play a diverse role in plant physiology and defence response and apart from detoxification of H_2_O_2_, they are involved in lignin biosynthesis^30^. 

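The cationic peroxidase Ca09667 had 0.33 ± 0.57 CPM in control and 0.4 ± 0.69 CPM in salt roots of JG 11 (mean ± SD, n = 3 each, reproductive stage), while ICCV 2 had 0.42 ± 0.62 and 0.1 ± 0.11 CPM. The log2 Ca09667 change is 0.31 (SE 2.53, adjusted p = 1) in JG 11 and −1.85 (SE 1.41, adjusted p = 0.74) in ICCV 2 by edgeR's likelihood ratio test, so that the 2 genotypes differ by 2.25 (SE 3.11, adjusted p = 0.98). For vegetative roots, Ca09667 has a log2 fold change of −0.61 in JG 11 and −2.81 in ICCV 2 (adjusted p = 1 and 0.8). Ca09667 moved at most to 4.95 with control replicate 3 left out in JG 11 and to −2.9 with salt replicate 3 left out in ICCV 2 in the alternative fits. For the cationic peroxidase (Ca05024), the 3 control and 3 salt samples of JG 11 at the reproductive stage averaged 3.08 ± 4.61 and 5.14 ± 8.91 CPM (mean ± SD), and those of ICCV 2 2.69 ± 3.12 and 0.19 ± 0.32 CPM. By edgeR, Ca05024 moves by 0.81 (SE 2.51, adjusted p = 1) in JG 11 and by −3.75 (SE 1.88, adjusted p = 0.44) in ICCV 2 in log2 fold change, which puts the difference between the genotypes at 4.56 (SE 3.73, adjusted p = 0.98). Vegetative roots gave Ca05024 a log2 fold change of −1.17 in JG 11 and −2.96 in ICCV 2 (adjusted p = 1 and 1). Refitted differently, Ca05024 moved at most to −7.96 with salt replicate 3 left out in JG 11 and to −7.51 with salt replicate 3 left out in ICCV 2. Ca05024 passes the threshold in ICCV 2 with salt replicate 3 left out (adjusted p = 0.024).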

Several antioxidant genes such as cationic peroxidases were significantly induced in the tolerant genotype (Ca09667; FC: 70.5 ↑) while being highly repressed in the sensitive genotype (Ca05024; FC: −232.32 ↓) in response to salt stress (Table 2). Importantly, lignin-forming anionic peroxidase that detoxifies H_2_O_2_ and has a putative role in combating environmental oxidative stress was significantly up-regulated in the tolerant genotype (Ca02966: FC: 14.12 ↑).

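Ca02966 (lignin-forming anionic peroxidase) averaged 0.25 ± 0.16 CPM (mean ± SD, n = 3) in control and 1.04 ± 0.5 CPM in salt-treated JG 11 roots at the reproductive stage, and 0.85 ± 0.85 and 5.52 ± 3.55 CPM in ICCV 2. With edgeR, Ca02966 has a log2 fold change (salt over control) of 2.12 (SE 0.87, adjusted p = 1) in JG 11 and 2.74 (SE 0.87, adjusted p = 0.083) in ICCV 2, and the genotypes differ by −0.61 (SE 1.39, adjusted p = 0.99). In vegetative roots, Ca02966 had a log2 fold change of 2.11 in JG 11 (adjusted p = 1), and the gene was too low to test in ICCV 2. Of the alternatives, Ca02966 moved furthest to 2.64 with control replicate 1 left out in JG 11 and to 3.49 with control replicate 2 left out in ICCV 2. Ca02966 passes the threshold in ICCV 2 with the replicate block, paired by the labels (adjusted p = 0.0086), with control replicate 2 left out (adjusted p = 0.023) and with salt replicate 3 left out (adjusted p = 0.015).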

**Table 2:** List of important differentially expressed genes in tolerant and sensitive genotypes in response to salt stress.

Gene ID	Gene Name	Tolerant genotype (Fold change)	Sensitive genotype (Fold change)
Ca19118	Acid beta-fructo furanosidase	150.59	−21.97
Ca31032	Pectate lyase *Medicago truncatula*	56.60	−12.91
Ca05594	2-oxoglutarate dependent dioxygenase *AOP1*	43.47	−7.83
Ca17883	Pectinesterase/pectinesterase inhibitor	40.57	−18.81
Ca15441	G2/mitotic specific cyclin	38.22	−9.01
Ca07832	Polygalacturonase	36.52	−6.23
Ca05687	DNA damage repair/toleration protein *DRT*	29.45	−4.69
Ca27317	*Rho-GTPase*	28.98	−63.27
Ca15305	Salicylate carboxymethyltransferase	27.82	−74.14
Ca04516	Non-specific lipid transfer protein	23.02	−3.40
Ca11089	Kinesin	22.67	−5.22
Ca05419	Leucine rich repeat receptor protein kinase	21.57	−6.81
Ca05132	Peroxidase	20.54	−11.21
Ca15364	Chaperone protein *dnaJ*	20.45	−5.32
Ca31146	Protein trichome birefringence	19.11	−15.57
Ca28965	Receptor protein kinase	17.67	−9.51
Ca08233	Basic leucine zipper	17.56	−25.54
Ca22188	Terpene synthase	16.17	−12.85
Ca13532	Arabinogalactan peptide	15.97	−123.97
Ca05547	Phospholipase D	14.44	−4.64
Ca11315	Endoglucanase	13.39	−5.21
Ca18322	Auxin efflux carrier	12.78	−7.22
Ca27258	*ABC* transporter	11.53	−14.25
Ca06284	Glucanase	11.18	−2.83
Ca05458	Auxin induced protein *IAA6*	11.02	−9.41
Ca12822	*Pectate lyase*	10.46	−6.11
Ca04109	*Condensin*	10.25	−8.20
Ca17712	*ASPARTIC PROTEASE IN GUARD CELL*	9.93	−6.34
Ca26863	Gibberellin regulated family protein	9.74	−8.39
Ca29191	Alpha-glucosidase	9.70	−9.21
Ca19842	Histone H4	9.67	−6.77
Ca21266	Glucan endo 1,3-betaglucosidase	8.64	−5.74
Ca18622	Sugar porter (*SP*) family *MFS* transporter	7.38	−5.64
Ca20846	Zinc finger	7.12	−4.21
Ca18708	Proline rich protein	7.03	−7.02
Ca13369	Allene oxide synthase	6.64	−9.66
Ca12046	alpha-L-fucosidase 2	6.41	−18.78
Ca05618	*Cdc2MsD* protein	6.36	−4.50
Ca31064	()isopiperitenol/()carveol dehydrogenase	6.08	−6.91
Ca29950	Protein *SRG1*	6.07	−11.03
Ca25807	*GDSL* lipase/acylhydrolase	5.98	−11.36
Ca30964	Lamin protein	5.66	−12.08
Ca27357	Cellulose synthase	5.51	−3.42
Ca12582	Glucomannan 4- beta-mannosyltransferase	5.41	−28.43
Ca14197	*SIEVE ELEMENT OCCLUSION B*	5.40	−4.59
Ca26452	Alkaline alphagalactosidase	5.16	−2.55
Ca14732	Betagalactosidase	4.56	−13.29
Ca13624	Histone lysine N-methyltransferase	4.32	−9.36
Ca12414	Cytochrome P450	4.22	−3.65
Ca28514	Protease inhibitor/seed storage/*ltp*	4.12	−2.78
Ca26510	*ARM REPEAT PROTEIN INTERACTING WITH ABF2*	4.09	−7.24
Ca06506	Cellulose synthase A	3.51	−9.82

#### Transcription Factors (TFs)

Transcription factors are special proteins that control the transcription of genes, and a lot of them are therefore expressed in a genotype, tissue, and stress-specific manner. 

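The 66 transcription factors whose identifiers Fig. 11 shows were followed, since the full list is not in the files analysed here. Past the threshold were 0 up and 0 down in JG 11 at the vegetative stage (64 tested), 0 and 0 in JG 11 at the reproductive stage (62 tested), 0 and 1 in ICCV 2 at the vegetative stage (59 tested, Ca30783, log2 fold change −3.06, adjusted p = 0.01), and 4 and 1 in ICCV 2 at the reproductive stage (57 tested). No alternative changed the 0 up-regulated in JG 11 at the reproductive stage, and the down-regulated count was not followed under the alternatives.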

A total of 151 TFs were differentially expressed, with 91 up-regulated and 60 down-regulated in response to salt stress. 

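Grouped by family, Fig. 11 shows 11 WRKY, 8 ERF, 6 bHLH, 6 MYB, 4 NAC, 3 GATA and 3 trihelix genes and 1 HSF gene. Of the ERF genes, Ca21873 passed the threshold in ICCV 2 at the reproductive stage (log2 fold change 2.91, edgeR adjusted p = 0.0099). Of the WRKY genes, 1 passed there as up-regulated (edgeR adjusted p = 0.048).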

The most expressed TF families were *NAC*, *ERF*, *WRKY*, *bHLH*, *MYB*, trihelix-factor, *HSF* and *GATA*. 

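In JG 11 at the reproductive stage, log2 fold changes were negative for all 4 NAC genes (from −1.21 for Ca08570 to −0.06 for Ca03580), positive for 3 and negative for 5 of 8 ERF genes (from −0.75 to 1.2), positive for 5 and negative for 5 of 10 WRKY genes tested (from −0.9 to 0.78), and 0.8 for the HSF gene Ca30136. The 2 trihelix genes tested had −0.22 (Ca11722) and 0.09 (Ca07569). The adjusted p is 1 for all of these. At the vegetative stage JG 11 had positive log2 fold changes for 2 of 4 NAC, 5 of 8 ERF, 9 of 10 WRKY and 3 of 3 trihelix genes tested and for the HSF gene, with none past the threshold (smallest adjusted p = 0.59). At the reproductive stage ICCV 2 had 4 negative NAC, 3 positive and 4 negative ERF, 7 positive and 2 negative WRKY genes. Its HSF gene was at −2.47 and 2 trihelix genes were positive at that stage. For Ca03580 in JG 11, the largest shift was to 5.19 with control replicate 3 left out. From the induced and repressed families, the paper proposes a role for them in the stress response and in plant growth.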

It is important to note that the *NAC*, *ERF*, *WRKY*, and *HSF* were highly induced while trihelix factor was repressed in the tolerant genotype suggesting their role in stress response and plant growth processes (Fig. 11).

**Figure 11:**
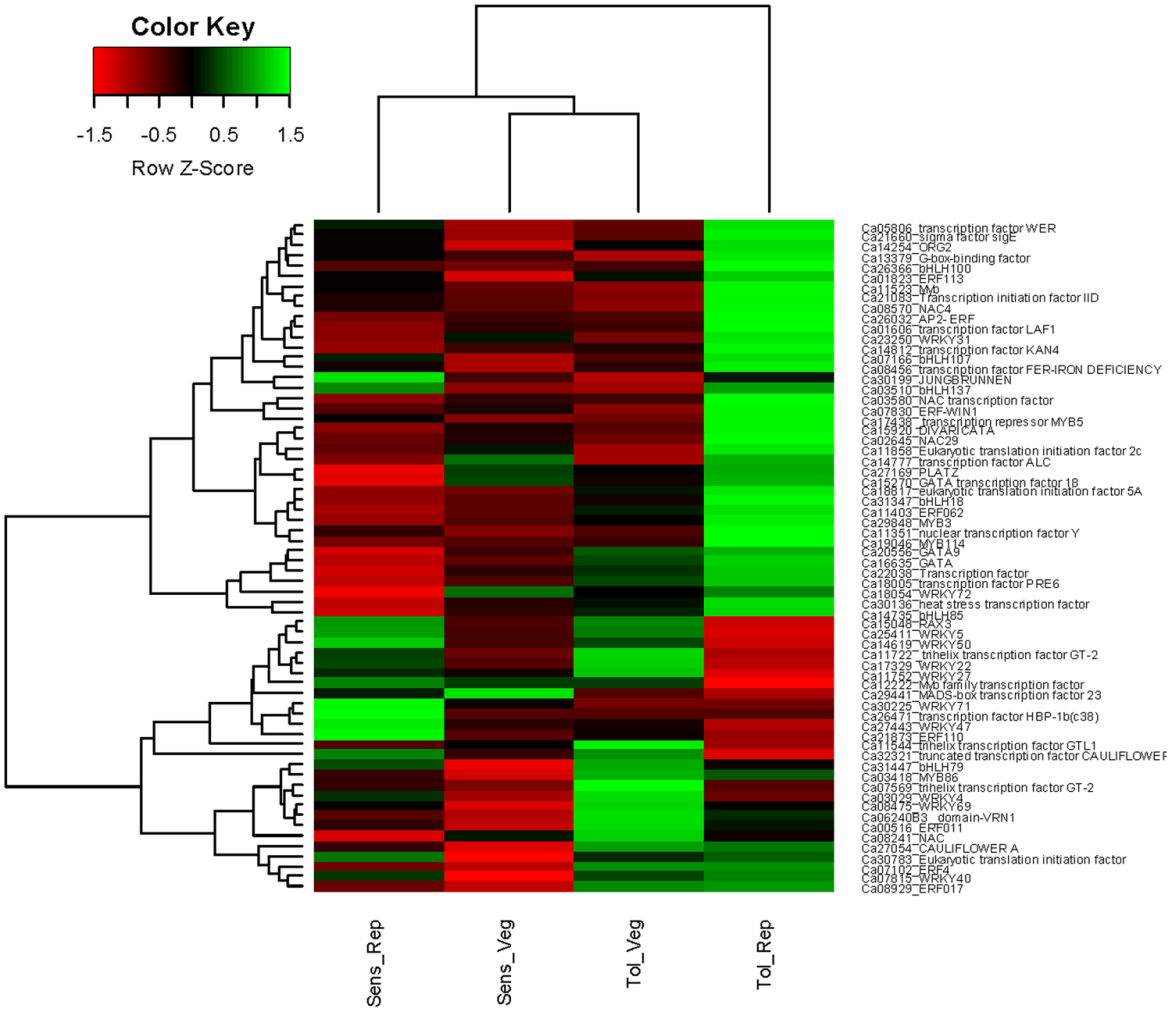
Heatmap showing differential expression of different transcription factor families amongst the tolerant and sensitive genotypes at developmental stages in response to salt stress. Both row and columns are clustered based on the gene expression values.

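Over the 66 genes of the heat map, 35 of 62 tested in JG 11 and 28 of 57 tested in ICCV 2 are positive at the reproductive stage (medians 0.15 and −0.02), against 42 of 64 and 25 of 59 at the vegetative stage (medians 0.17 and −0.13). Positive in JG 11 and negative in ICCV 2 are 17 genes at the reproductive stage and 22 at the vegetative stage, and the opposite holds for 12 and 8.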

AP2/ERF transcription factors: A suite of ERFs has been reported to be induced in response to high salinity, osmotic stress, and drought^31^. Interestingly, ethylene-responsive transcription factor (*ERF-WIN1*) was highly induced in the tolerant genotype (Ca07830; FC: 36.25 ↑) while being repressed in the sensitive genotype (Ca07830; FC: −1.03 ↓). 

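Reproductive-stage counts of Ca07830 (ERF-WIN1 factor) went from 0.59 ± 0.97 CPM in control to 0.73 ± 1.03 CPM under salt in JG 11 and from 0 to 0 CPM in ICCV 2 (mean ± SD, n = 3 each). The edgeR Ca07830 log2 fold change in JG 11 is 0.35 (SE 1.97, adjusted p = 1), and no ICCV 2 sample had more than 1 CPM, so that genotype was not tested. For vegetative roots, Ca07830 has a log2 fold change of −0.06 in JG 11 and 1.17 in ICCV 2 (adjusted p = 1 and 1). The largest Ca07830 shift in an alternative fit was to 4.08 with control replicate 3 left out in JG 11.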

Another important ethylene factor is *AP2/ERF* which plays a major role in plant development *via* cell proliferation and hormonal responses during the stress^32^. An *AP2/ERF* TF was 10-fold more induced in the tolerant genotype (Ca26032; FC: 11.71 ↑) as compared to the sensitive genotype (Ca26032; FC: 1.10 ↑). 

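In reproductive-stage roots, Ca26032 (AP2/ERF factor) stood at 0.69 ± 0.76 CPM without and 1.52 ± 1.65 CPM with salt in JG 11, against 0.98 ± 0.46 and 1.24 ± 0.29 CPM in ICCV 2 (mean ± SD of 3 samples). The edgeR Ca26032 estimates on the log2 scale are 1.2 (SE 1.32, adjusted p = 1) for JG 11 and 0.27 (SE 0.63, adjusted p = 0.95) for ICCV 2, with a difference between genotypes of 0.92 (SE 1.48, adjusted p = 0.98). Vegetative roots gave Ca26032 a log2 fold change of 0.08 in JG 11 and 0.38 in ICCV 2 (adjusted p = 1 and 1). Among alternative settings, Ca26032 moved most to −0.34 with salt replicate 3 left out in JG 11 and to 0.74 with control replicate 1 left out in ICCV 2.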

The *AP2/ERF* factors are thought to bind dehydration responsive elements at the promoter of target genes and instigate salt stress response^33^ (Sakuma *et al*.^33^). 

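Counts of the dehydration responsive element gene Ca13645 at the reproductive stage were 1.71 ± 2.59 CPM (mean ± SD, n = 3) in the control and 0.55 ± 0.96 CPM in the salt samples of JG 11, and 0.12 ± 0.22 and 0.14 ± 0.17 CPM in those of ICCV 2. The edgeR Ca13645 log2 fold change in JG 11 is −1.54 (SE 2.31, adjusted p = 1), and no ICCV 2 sample had more than 1 CPM, so that genotype was not tested. In vegetative roots, Ca13645 had a log2 fold change of −0.26 in JG 11 and 1.09 in ICCV 2 (adjusted p = 1 and 1). No setting moved Ca13645 further than to −7.11 with salt replicate 3 left out in JG 11. The dehydration responsive element gene Ca19176 had 17.86 ± 9.84 CPM in control and 3.99 ± 3.46 CPM in salt roots of JG 11 (mean ± SD, n = 3 each, reproductive stage), while ICCV 2 had 14.75 ± 8.24 and 4.25 ± 2.69 CPM. The log2 Ca19176 change is −2.11 (SE 1.09, adjusted p = 1) in JG 11 and −1.79 (SE 0.67, adjusted p = 0.18) in ICCV 2 by edgeR's likelihood ratio test, so that the 2 genotypes differ by −0.3 (SE 1.25, adjusted p = 0.99). For vegetative roots, Ca19176 has a log2 fold change of 0.62 in JG 11 and 0.68 in ICCV 2 (adjusted p = 1 and 1). Ca19176 moved at most to −1.54 with salt replicate 3 left out in JG 11 and to −2.42 with salt replicate 3 left out in ICCV 2 in the alternative fits. Ca19176 passes the threshold in ICCV 2 with the replicate block, paired by the labels (adjusted p = 0.0073), with control replicate 2 left out (adjusted p = 0.018) and with salt replicate 3 left out (adjusted p = 0.025).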

Interestingly, dehydration responsive element (*DRE/CRT*) was significantly induced in the tolerant genotype (Ca13645; FC: 15.56 ↑) while being repressed in the sensitive genotypes (Ca19176; FC: −6.86 ↓).

NAC transcription factors: In addition to ethylene factors, *NAC*s are important TFs which have been reported to impart salt tolerance in *Arabidopsis thaliana*^34^, *Oryza sativa*^35^, and *Glycine max*^36^. The *NAC* TFs are involved in flower development, cell division, shoot apical meristem formation and secondary wall synthesis^37^. Many *NAC* factor transcripts were significantly induced in the tolerant genotype (Ca03580; FC: 77.70 ↑) while being repressed in the sensitive genotype (Ca15352; FC: −28.64 ↓). 

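For the NAC factor (Ca03580), the 3 control and 3 salt samples of JG 11 at the reproductive stage averaged 0.52 ± 0.9 and 0.49 ± 0.62 CPM (mean ± SD), and those of ICCV 2 1.21 ± 1.03 and 0.69 ± 0.46 CPM. By edgeR, Ca03580 moves by −0.06 (SE 2.22, adjusted p = 1) in JG 11 and by −0.82 (SE 0.87, adjusted p = 0.85) in ICCV 2 in log2 fold change, which puts the difference between the genotypes at 0.74 (SE 2.28, adjusted p = 0.99). Vegetative roots gave Ca03580 a log2 fold change of 0.15 in JG 11 and 1.03 in ICCV 2 (adjusted p = 1 and 1). Refitted differently, Ca03580 moved at most to 5.19 with control replicate 3 left out in JG 11 and to 0.16 with control replicate 1 left out in ICCV 2. Ca15352 (NAC factor) averaged 0.52 ± 0.42 CPM (mean ± SD, n = 3) in control and 0.39 ± 0.5 CPM in salt-treated JG 11 roots at the reproductive stage, and 1.44 ± 0.58 and 0.06 ± 0.06 CPM in ICCV 2. The edgeR Ca15352 log2 fold change in ICCV 2 is −4.31 (SE 0.99, adjusted p = 0.0045), and no JG 11 sample had more than 1 CPM, so that genotype was not tested. In vegetative roots, Ca15352 had a log2 fold change of 0.94 in JG 11 and 3.21 in ICCV 2 (adjusted p = 1 and 0.75). Of the alternatives, Ca15352 moved furthest to −3.79 with salt replicate 1 left out in ICCV 2. Ca15352 no longer passes the threshold in ICCV 2 in 5 of the alternative fits (adjusted p from 0.053 to 0.37).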

Significant differential expression of *NAC* factors amongst the two genotypes suggests they may contribute to salt tolerance/sensitivity in chickpea.

MYB transcription factors: *MYB*s are an important class of TFs which are widely distributed in plants and play a role in cell development, cell cycle and primary/secondary metabolism^38^. The *MYB* TFs can regulate both, positive and negative gene expression by silencing the transcription^39^. This is accomplished by the expression of *MYB*-repressor genes that control the synthesis of lignin and modulation of secondary cell wall formation in plants during the stress^40^. The *MYB* TFs were induced in the tolerant genotype (Ca24358; FC: 19.56 ↑) while being repressed in the sensitive genotype (Ca24358; FC: −6.96 ↓). 

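Reproductive-stage counts of Ca24358 (MYB factor) went from 2.01 ± 2.81 CPM in control to 3.21 ± 4.85 CPM under salt in JG 11 and from 4.5 ± 3.75 to 1.36 ± 1.33 CPM in ICCV 2 (mean ± SD, n = 3 each). In log2, Ca24358 changes by 0.74 (SE 1.71, adjusted p = 1) in JG 11 and −1.69 (SE 0.99, adjusted p = 0.57) in ICCV 2 in the edgeR fits, and the difference between the genotypes is 2.44 (SE 2.09, adjusted p = 0.98). For vegetative roots, Ca24358 has a log2 fold change of −0.93 in JG 11 and −1.36 in ICCV 2 (adjusted p = 1 and 1). The largest Ca24358 shift in an alternative fit was to −2.5 with salt replicate 3 left out in JG 11 and to −2.89 with salt replicate 3 left out in ICCV 2.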

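In reproductive-stage roots, Ca17438 (MYB-repressor gene) stood at 0.32 ± 0.46 CPM without and 0.77 ± 0.67 CPM with salt in JG 11, against 0.08 ± 0.14 and 0.7 ± 0.35 CPM in ICCV 2 (mean ± SD of 3 samples). The edgeR Ca17438 log2 fold change in JG 11 is 1.24 (SE 1.66, adjusted p = 1), and no ICCV 2 sample had more than 1 CPM, so that genotype was not tested. Vegetative roots gave Ca17438 a log2 fold change of 0.86 in JG 11 and −0.29 in ICCV 2 (adjusted p = 1 and 1). Among alternative settings, Ca17438 moved most to 3.34 with control replicate 3 left out in JG 11. Counts of the MYB-repressor gene Ca27438 at the reproductive stage were 1.49 ± 1.91 CPM (mean ± SD, n = 3) in the control and 0.19 ± 0.32 CPM in the salt samples of JG 11, and 0.95 ± 0.74 and 0.04 ± 0.06 CPM in those of ICCV 2. Fitted with edgeR, Ca27438 changed under salt by −3.18 (SE 1.64, adjusted p = 1) log2 units in JG 11 and by −4.49 (SE 1.21, adjusted p = 0.025) in ICCV 2, a genotype difference of 1.25 (SE 1.87, adjusted p = 0.98). In vegetative roots, Ca27438 had a log2 fold change of −1.02 in ICCV 2 (adjusted p = 1), and the gene was too low to test in JG 11. No setting moved Ca27438 further than to −6.88 with salt replicate 2 left out in JG 11 and to −6.1 with salt replicate 3 left out in ICCV 2. Ca27438 no longer passes the threshold in ICCV 2 in 7 of the alternative fits, the replicate block among them (adjusted p from 0.052 to 0.4).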

Similarly, *MYB*-repressor (*MYBH*) was highly induced in the tolerant genotype (Ca17438; FC: 65.34 ↑) and repressed in the sensitive genotype (Ca27438; FC: −6.65 ↓). The effect of both these genes is essential to maintain auxin homoeostasis and their up-regulation in the tolerant genotype suggests major role in cell wall modification in order to protect the cell from osmotic pressure exerted by the salt stress^41^.

WRKY transcription factors: Another most important family of TFs extensively distributed in plant genome is *WRKY* transcription factors. They comprise of several diverse *WRKY* members which regulate the gene response to abiotic stress, root development, leaf senescence, seed germination and phytohormone signalling^25,42,43^. Different *WRKY* factors are highly tissue specific and reported to be critical for salt stress tolerance^44,45^. The *WRKY72* factor (Ca18054; FC: 26.90 ↑) was highly induced while *WRKY73* was highly repressed in the tolerant genotype (Ca21854; FC: −177.29 ↓). 

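The WRKY72 factor Ca18054 had 0.05 ± 0.08 CPM in control and 0.33 ± 0.36 CPM in salt roots of JG 11 (mean ± SD, n = 3 each, reproductive stage), while ICCV 2 had 0.37 ± 0.41 and 0.1 ± 0.11 CPM. No sample had Ca18054 above 1 CPM at this stage, so it was tested in neither genotype. In vegetative roots, Ca18054 was too low to test in either genotype. For the WRKY73 factor (Ca21854), the 3 control and 3 salt samples of JG 11 at the reproductive stage averaged 3.68 ± 3.19 and 0.81 ± 0.84 CPM (mean ± SD), and those of ICCV 2 12.16 ± 1.26 and 7.21 ± 2.26 CPM. By edgeR, Ca21854 moves by −2.13 (SE 1.59, adjusted p = 1) in JG 11 and by −0.74 (SE 0.4, adjusted p = 0.5) in ICCV 2 in log2 fold change, which puts the difference between the genotypes at −1.38 (SE 1.38, adjusted p = 0.98). Vegetative roots gave Ca21854 a log2 fold change of 1.72 in JG 11 and −2.37 in ICCV 2 (adjusted p = 1 and 1). Refitted differently, Ca21854 moved at most to −3.06 with salt replicate 2 left out in JG 11 and to −1.04 with salt replicate 1 left out in ICCV 2.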

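Ca14619 (WRKY50 factor) averaged 2.33 ± 1.52 CPM (mean ± SD, n = 3) in control and 3.7 ± 3.07 CPM in salt-treated JG 11 roots at the reproductive stage, and 2.21 ± 0.71 and 7.76 ± 6.88 CPM in ICCV 2. With edgeR, Ca14619 has a log2 fold change (salt over control) of 0.78 (SE 0.82, adjusted p = 1) in JG 11 and 1.84 (SE 0.73, adjusted p = 0.22) in ICCV 2, and the genotypes differ by −1.03 (SE 1.1, adjusted p = 0.98). In vegetative roots, Ca14619 had a log2 fold change of 1.19 in JG 11 and 0.69 in ICCV 2 (adjusted p = 1 and 1). Of the alternatives, Ca14619 moved furthest to −0.17 with salt replicate 1 left out in JG 11 and to 0.79 with salt replicate 1 left out in ICCV 2.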

On the contrary, *WRKY50* factor was induced in the sensitive genotype (Ca14619; FC: 5.09 ↑) while repressed in the tolerant genotype (Ca14619; FC: −1.67 ↓). Importantly, the stress responsive genes regulated by *WRKY72* are known to be non-reponsive to salicylic acid while *WRKY50* regulates the genes which are responsive to jasmonic acid^46,47^. This suggests that various *WRKY* genes have specific role in transcriptional re-programming^48^ and the two genotypes employ different mechanisms to combat the salt stress.

Heat stress transcription factors (HSF): Other important differentially regulated TFs in response to salt stress are heat stress transcription factor (*HSF*). They have been suggested to regulate signalling pathways during salinity, oxidative and osmotic stress in seedlings^49^. Over-expression of *HSFs* in *Arabidopsis* was demonstrated to improve salt tolerance^50^. 

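Reproductive-stage counts of Ca30136 (HSF gene) went from 0.62 ± 1.07 CPM in control to 1.03 ± 1.78 CPM under salt in JG 11 and from 0.92 ± 1.36 to 0.16 ± 0.15 CPM in ICCV 2 (mean ± SD, n = 3 each). In log2, Ca30136 changes by 0.8 (SE 2.81, adjusted p = 1) in JG 11 and −2.47 (SE 1.35, adjusted p = 0.51) in ICCV 2 in the edgeR fits, and the difference between the genotypes is 3.21 (SE 3.2, adjusted p = 0.98). For vegetative roots, Ca30136 has a log2 fold change of 0.12 in JG 11 and −0.94 in ICCV 2 (adjusted p = 1 and 1). The largest Ca30136 shift in an alternative fit was to −5.65 with salt replicate 3 left out in JG 11 and to −3.38 with salt replicate 3 left out in ICCV 2.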

An *HSF* gene was highly induced in the tolerant genotype (Ca30136; FC: 124.49 ↑) but significantly repressed in the sensitive genotype (Ca30136; FC: −13.8 ↓). The significant differential expression of this particular *HSF* needs to be validated further to investigate its role during salt stress in chickpea.

Truncated transcription factor CAULIFLOWER D: The truncated transcription factors are known to prevent early flora and meristem development. A truncated *CAULIFLOWER D* TF was significantly down-regulated in the tolerant genotype (Ca32321; FC: −206.50 ↓) while being up-regulated in the sensitive genotype (Ca32321; FC: 20.82 ↑). 

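In reproductive-stage roots, Ca32321 (truncated CAULIFLOWER D factor) stood at 1.74 ± 1.75 CPM without and 1.29 ± 2.24 CPM with salt in JG 11, against 0.23 ± 0.21 and 2.59 ± 3.32 CPM in ICCV 2 (mean ± SD of 3 samples). The edgeR Ca32321 estimates on the log2 scale are −0.3 (SE 2.01, adjusted p = 1) for JG 11 and 3.53 (SE 1.42, adjusted p = 0.24) for ICCV 2, with a difference between genotypes of −3.74 (SE 2.62, adjusted p = 0.98). Vegetative roots gave Ca32321 a log2 fold change of 5.22 in JG 11 (adjusted p = 0.89), and the gene was too low to test in ICCV 2. Among alternative settings, Ca32321 moved most to −6.84 with salt replicate 1 left out in JG 11 and to 1.67 with salt replicate 1 left out in ICCV 2. Ca32321 passes the threshold in ICCV 2 with salt replicate 3 left out (adjusted p = 0.028).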

Several physiological studies in chickpea have indicated that salinity delays flowering time (Turner *et al*.^8^; Khan *et al*.^5^). The down-regulation of this gene in the tolerant genotype suggests that delaying flowering time could be an important mechanism to avoid the effect of salt stress during the reproductive phase to restore pod filling process.

#### DEGs Involved In Cell Wall Modification

The plant cell wall is the first site to perceive and respond to abiotic stress^51^. The stress signal triggers cell wall remodelling so as to maintain the flexibility and protect the cell against ionic imbalance^52^. Major genes involved in cell wall organisation are dirigent protein, phosphatidylinositol phosphate kinase and lipid transfer proteins. The dirigent proteins (*DIR*s) are glycoproteins with an important role in lignan and lignin biosynthesis and are involved in secondary metabolism^53^. Interestingly, dirigent protein (Ca12786; FC: 1024 ↑), lipid-transfer protein (Ca19748; FC: 142.02 ↑), phosphatidylinositol phosphate kinase (Ca17709; FC: 77.7 ↑) and pectate lyase (Ca31032; FC: 60.96 ↑) were highly induced in the tolerant genotype but repressed at the same time in the sensitive genotype (Table 2). 

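Counts of the dirigent protein Ca12786 at the reproductive stage were 15.06 ± 26.08 CPM (mean ± SD, n = 3) in the control and 8.41 ± 12.9 CPM in the salt samples of JG 11, and 20.99 ± 11.6 and 5.65 ± 3.66 CPM in those of ICCV 2. Fitted with edgeR, Ca12786 changed under salt by −0.79 (SE 2.82, adjusted p = 1) log2 units in JG 11 and by −1.86 (SE 0.61, adjusted p = 0.092) in ICCV 2, a genotype difference of 1.09 (SE 2.87, adjusted p = 0.99). In vegetative roots, Ca12786 had a log2 fold change of 0.01 in JG 11 and −1.24 in ICCV 2 (adjusted p = 1 and 1). No setting moved Ca12786 further than to 9.36 with control replicate 3 left out in JG 11 and to −2.57 with salt replicate 3 left out in ICCV 2. Ca12786 passes the threshold in ICCV 2 with salt replicate 3 left out (adjusted p = 0.0026). The phosphatidylinositol phosphate kinase Ca17709 had 0.63 ± 0.72 CPM in control and 0.5 ± 0.48 CPM in salt roots of JG 11 (mean ± SD, n = 3 each, reproductive stage), while ICCV 2 had 0.34 ± 0.38 and 0.14 ± 0.17 CPM. The edgeR Ca17709 log2 fold change in JG 11 is −0.33 (SE 1.61, adjusted p = 1), and no ICCV 2 sample had more than 1 CPM, so that genotype was not tested. In vegetative roots, Ca17709 was too low to test in either genotype. Ca17709 moved at most to −1.41 with salt replicate 3 left out in JG 11 in the alternative fits. For the pectate lyase (Ca31032), the 3 control and 3 salt samples of JG 11 at the reproductive stage averaged 27.44 ± 46.49 and 15.85 ± 24.12 CPM (mean ± SD), and those of ICCV 2 11.62 ± 7.97 and 1.21 ± 0.41 CPM. By edgeR, Ca31032 moves by −0.74 (SE 1.81, adjusted p = 1) in JG 11 and by −3.28 (SE 0.69, adjusted p = 0.0015) in ICCV 2 in log2 fold change, which puts the difference between the genotypes at 2.55 (SE 2.15, adjusted p = 0.98). Vegetative roots gave Ca31032 a log2 fold change of −0.86 in JG 11 and 0.48 in ICCV 2 (adjusted p = 1 and 1). Refitted differently, Ca31032 moved at most to 4.86 with control replicate 3 left out in JG 11 and to −2.55 with control replicate 3 left out in ICCV 2. Ca31032 no longer passes the threshold in ICCV 2 with the quasi-likelihood test (adjusted p = 0.33), with all 24 samples in a single fit (adjusted p = 0.55), with salt replicate 1 left out (adjusted p = 0.05) and with salt replicate 2 left out (adjusted p = 0.063). The lipid-transfer protein Ca19748 had log2 fold changes of 1.42 (SE 2.86, adjusted p = 1) in JG 11 and −0.67 (SE 0.65, adjusted p = 0.83) in ICCV 2.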

Among these genes, lipid transfer proteins are most important for stabilisation of membranes, cell wall organisation and signal transduction in response to biotic and abiotic stress. 

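Ca19748 (lipid-transfer protein) averaged 0.52 ± 0.9 CPM (mean ± SD, n = 3) in control and 1.35 ± 2.33 CPM in salt-treated JG 11 roots at the reproductive stage, and 2.22 ± 1.18 and 1.36 ± 0.5 CPM in ICCV 2. With edgeR, Ca19748 has a log2 fold change (salt over control) of 1.42 (SE 2.86, adjusted p = 1) in JG 11 and −0.67 (SE 0.65, adjusted p = 0.83) in ICCV 2, and the genotypes differ by 2.14 (SE 2.54, adjusted p = 0.98). In vegetative roots, Ca19748 had a log2 fold change of −1.8 in JG 11 and 0.4 in ICCV 2 (adjusted p = 1 and 1). Of the alternatives, Ca19748 moved furthest to −5.41 with salt replicate 3 left out in JG 11 and to −0.27 with control replicate 2 left out in ICCV 2. From its repression in the sensitive genotype, the paper reasons that ICCV 2 lacks stabilization of the cell membrane under ionic stress.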

The lipid-transfer protein was highly induced in the tolerant genotype (Ca19748; FC: 142.02 ↑) but repressed in the sensitive genotype (Ca19748; FC: −1.42 ↓) indicating that the sensitive genotype lacks cell membrane stabilization during the adverse effect of ionic stress (Fig. 12**)**.

**Figure 12:**
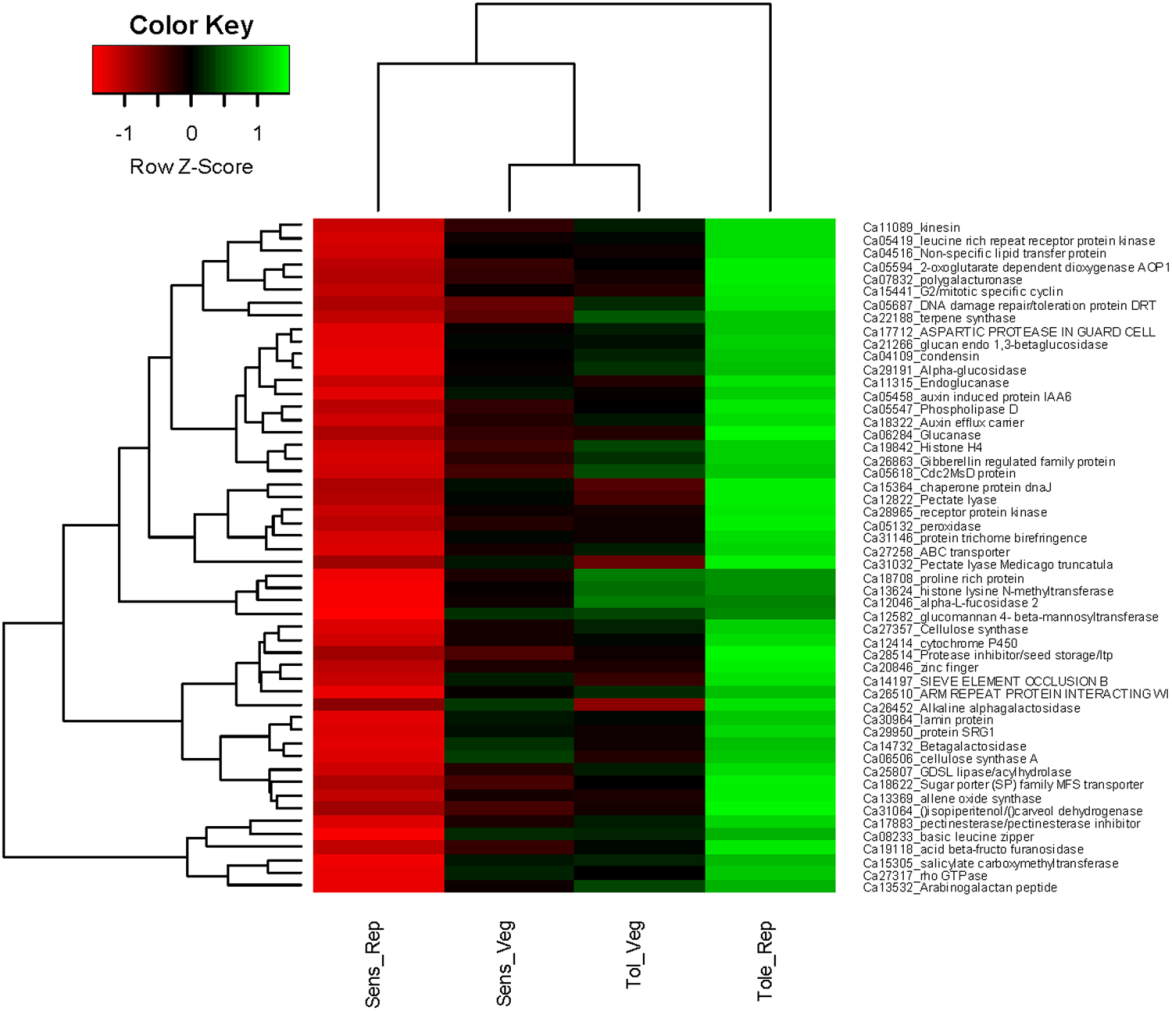
Heatmap showing differential expression of important genes amongst the tolerant and sensitive genotypes at developmental stages in response to salt stress. Both row and columns are clustered based on the gene expression values.

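Plotted by genotype, the 52 genes of Table 2 lie below 0 on the ICCV 2 axis without exception, and 39 of them lie above 0 on the JG 11 axis, with a median log2 fold change of −1.69 and 0.45 at the reproductive stage. The paper lists these genes for such directions from the same libraries, so the signs are not independent of that choice. The vegetative stage has medians of −0.23 (ICCV 2) and −0.04 (JG 11) over 51 genes tested.

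**Figure D3:**
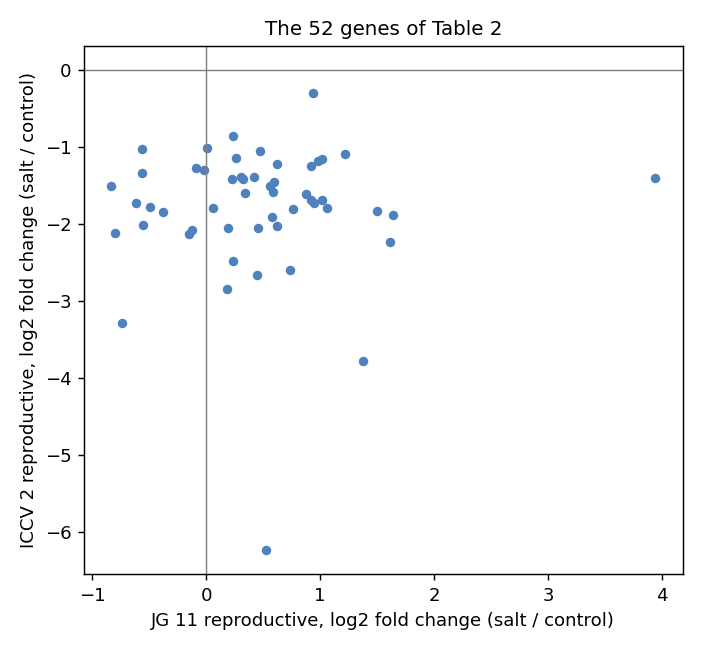
Log2 fold changes (salt over control) of the 52 genes of Table 2 at the reproductive stage in JG 11 (horizontal) and ICCV 2 (vertical).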

In a related observation, cell surface glycoproteins such as arabinogalactan peptide protein (*AGP*s) were differentially expressed in response to salt stress. These genes are wall-associated proteins and help in cell elongation, cell development and signalling^54^. 

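Reproductive-stage counts of Ca13532 (arabinogalactan peptide protein) went from 0.32 ± 0.46 CPM in control to 0.79 ± 1.37 CPM under salt in JG 11 and from 2 ± 0.73 to 0.15 ± 0.26 CPM in ICCV 2 (mean ± SD, n = 3 each). In log2, Ca13532 changes by 1.38 (SE 2.23, adjusted p = 1) in JG 11 and −3.77 (SE 1.08, adjusted p = 0.042) in ICCV 2 in the edgeR fits, and the difference between the genotypes is 5.07 (SE 2.84, adjusted p = 0.93). For vegetative roots, Ca13532 has a log2 fold change of 0.29 in JG 11 and −1.5 in ICCV 2 (adjusted p = 1 and 1). The largest Ca13532 shift in an alternative fit was to 3.86 with control replicate 3 left out in JG 11 and to −7.07 with salt replicate 3 left out in ICCV 2. Ca13532 no longer passes the threshold in ICCV 2 in 11 of the alternative fits, the replicate block among them (adjusted p from 0.056 to 0.7). In reproductive-stage roots, Ca17660 (proline-rich protein) stood at 0.19 ± 0.33 CPM without and 0.16 ± 0.27 CPM with salt in JG 11, against 0.04 ± 0.07 and 0 CPM in ICCV 2 (mean ± SD of 3 samples). No sample had Ca17660 above 1 CPM at this stage, so it was tested in neither genotype. Vegetative roots gave Ca17660 a log2 fold change of −0.62 in JG 11 (adjusted p = 1), and the gene was too low to test in ICCV 2.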

Two such genes namely, arabinogalactan peptide protein (Ca13532; FC: 25.10 ↑) and proline-rich protein (Ca17660; FC: 34.77 ↑) which are involved in cell wall re-shaping were highly induced in the tolerant genotype but significantly repressed in the sensitive genotype (Ca13532; FC: −123.6 ↓).

Plant cell wall is composed of different biomolecules including cellulose, pectins and lignin. The cell wall modification under abiotic stress is accomplished by modulation in cross-linking between these polymers. Genes such as expansin and xyloglucan are involved in modulating these cross-links and regulate cell wall metabolism process. 

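Counts of the expansin gene Ca19156 at the reproductive stage were 0.94 ± 1.53 CPM (mean ± SD, n = 3) in the control and 0 CPM in the salt samples of JG 11, and 0.04 ± 0.07 and 0 CPM in those of ICCV 2. The edgeR Ca19156 log2 fold change in JG 11 is −6.07 (SE 2.55, adjusted p = 1), and no ICCV 2 sample had more than 1 CPM, so that genotype was not tested. In vegetative roots, Ca19156 had a log2 fold change of −2.65 in JG 11 and −1.57 in ICCV 2 (adjusted p = 0.73 and 1). No setting moved Ca19156 further than to −4.75 with DESeq2 in JG 11.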

Importantly, expansin gene was highly induced in the tolerant genotype (Ca19156, FC: 88.03 ↑) but repressed in the sensitive genotype (Ca19156, FC: −2.44 ↓). Expansin and xyloglucan modifying enzymes have been reported to impart salt and drought tolerance when over-expressed in *Capsicum* and wheat in response to osmotic stress and salt stress, respectively^55^. Another important gene which is involved in cell wall metabolism is xyloglucan galactosyltransferase^56^. The xyloglucan galactosyltransferase was significantly up-regulated in the tolerant genotype (Ca00249, FC: 68.59 ↑) but down-regulated in the sensitive genotype (Ca00249, FC: −25.99 ↓). 

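The xyloglucan galactosyltransferase gene Ca00249 had 0 CPM in control and 0.71 ± 1.23 CPM in salt roots of JG 11 (mean ± SD, n = 3 each, reproductive stage), while ICCV 2 had 0 and 0.04 ± 0.06 CPM. The edgeR Ca00249 log2 fold change in JG 11 is 5.75 (SE 2.41, adjusted p = 1), and no ICCV 2 sample had more than 1 CPM, so that genotype was not tested. In vegetative roots, Ca00249 was too low to test in either genotype. Ca00249 moved at most to 4.77 with the replicate block (pairing taken from the labels, deviations correlate at 0.35 within the same number and −0.17 across numbers) in JG 11 in the alternative fits.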

According to^57^ knock-out of xylogucan *XHT*s gene imparted more aluminium tolerance and reduced root elongation in *Arabidopsis* and they are regarded as important stress marker gene in salt, cold and drought stress^58,59^. Xyloglucans are linked to at least two cellulose molecules and are reported to remodel stomata cell walls to prevent excess water loss during the osmotic stress^56^. Cell wall remodelling promotes the plant growth and the up-regulation of expansin and xyloglucan genes in the tolerant genotype clearly suggests their activity in ‘cell wall loosening’ may impart salt stress tolerance in chickpea.

#### DEGs Involved In Hormonal Crosstalk in Response to Salt

Plants can continuously change their growth and development patterns by the action of plant hormones^60^. Hormones build up a signalling network and regulate several metabolic and transcriptional processes thus altering the physiological parameters in response to stress^61^. 

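Counted over the hormone genes the text names, edgeR's adjusted p is 1 for each of those tested in JG 11 at the reproductive stage. The paper reasons from the regulation of auxin and ethylene genes that these hormones have a major role in the stress response.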

Differential regulation of classic hormones like auxin and ethylene suggest their major role in combating the stress. Many genes related to classic hormones like ethylene, auxin, gibberellin, salicylate and jasmonate were significantly up-regulated during the salt stress.

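For the hormone genes named with an identifier, JG 11 log2 fold changes at the reproductive stage were 0.94 (Ca15351), 0.46 (Ca05458), 0.98 (Ca18322), 0.94 (Ca20588) and 0.24 (Ca26510), with an adjusted p of 1 for each, and Ca17276, Ca11225, Ca08527 and Ca33318 did not pass 1 CPM in any sample of that genotype and stage.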

Ethylene-related genes: Auxin and ethylene hormones work as antagonists to regulate lateral root growth whereas they synergistically regulate root hair development and root cell elongation^62^. Recent studies have focussed on ethylene involvement in modulation of cell membrane receptors and transcription factors in salt response^63^. One such important ethylene precursor aminocyclopropane carboxylate (*ACC*) oxidase suppresses salt sensitivity in *Arabidopsis*^64,65^. Ethylene receptors like aminocyclopropane-1-carboxylate synthase were up-regulated in the tolerant genotype (Ca17276; FC: 29.65 ↑) while being highly down-regulated in the sensitive genotype (Ca17276; FC: −20.96 ↓). 

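For the aminocyclopropane-1-carboxylate synthase gene (Ca17276), the 3 control and 3 salt samples of JG 11 at the reproductive stage averaged 0.2 ± 0.21 and 0.16 ± 0.27 CPM (mean ± SD), and those of ICCV 2 0.59 ± 0.55 and 0.26 ± 0.23 CPM. The edgeR Ca17276 log2 fold change in ICCV 2 is −1.16 (SE 1.13, adjusted p = 0.83), and no JG 11 sample had more than 1 CPM, so that genotype was not tested. Vegetative roots gave Ca17276 a log2 fold change of −1.1 in JG 11 and −0.11 in ICCV 2 (adjusted p = 1 and 1). Refitted differently, Ca17276 moved at most to −1.78 with salt replicate 2 left out in ICCV 2.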

This indicates that ethylene-mediated downstream signalling is critically involved in stress response and is an important hormone playing a major role in salt tolerance.

ABA-related genes: It has been well characterised that the salt stress induces ABA-related genes. The accumulation of abscisic acid (ABA) hormone during salt stress helps to close the stomata and help plant acclimatise under low water availability by accumulating proteins which act as osmoprotectants for osmotic adjustment^66,67^. 

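Ca20588 (zeaxanthin gene) averaged 4.19 ± 4.01 CPM (mean ± SD, n = 3) in control and 7.53 ± 10.75 CPM in salt-treated JG 11 roots at the reproductive stage, and 6.36 ± 3.11 and 3.69 ± 1.57 CPM in ICCV 2. With edgeR, Ca20588 has a log2 fold change (salt over control) of 0.94 (SE 1.21, adjusted p = 1) in JG 11 and −0.77 (SE 0.55, adjusted p = 0.7) in ICCV 2, and the genotypes differ by 1.72 (SE 1.42, adjusted p = 0.98). In vegetative roots, Ca20588 had a log2 fold change of −1.17 in JG 11 and −0.09 in ICCV 2 (adjusted p = 1 and 1). Of the alternatives, Ca20588 moved furthest to −1.69 with salt replicate 3 left out in JG 11 and to −0.34 with control replicate 1 left out in ICCV 2. Reproductive-stage counts of Ca26510 (ABF2 gene) went from 3.21 ± 3.21 CPM in control to 3.67 ± 3.05 CPM under salt in JG 11 and from 3.73 ± 2.5 to 2.02 ± 2.48 CPM in ICCV 2 (mean ± SD, n = 3 each). In log2, Ca26510 changes by 0.24 (SE 1.02, adjusted p = 1) in JG 11 and −0.86 (SE 0.94, adjusted p = 0.86) in ICCV 2 in the edgeR fits, and the difference between the genotypes is 1.12 (SE 1.46, adjusted p = 0.98). For vegetative roots, Ca26510 has a log2 fold change of −0.04 in JG 11 and −0.85 in ICCV 2 (adjusted p = 1 and 1). The largest Ca26510 shift in an alternative fit was to 1.47 with control replicate 3 left out in JG 11 and to −2.68 with salt replicate 3 left out in ICCV 2. Ca26510 passes the threshold in ICCV 2 with salt replicate 3 left out (adjusted p = 0.028).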

Interestingly, genes such as zeaxanthin (Ca20588; FC: 6.72 ↑) and *ABF2* (Ca26510; FC: 4.22 ↑) were induced in the tolerant genotypes as shown while repressed in the sensitive genotype (Ca20588; FC: −1.74 ↓). Concomitantly, an aspartic protease protein found in guard cells plays important role in osmotic adjustment during stress by signalling increased ABA sensitivity and preventing water loss from the cells^68^. This gene was significantly up-regulated in the tolerant genotype (Ca17712; FC: 10.41 ↑) while highly repressed in the sensitive genotype (Ca17712; FC: −6.32 ↓) suggesting its important role in osmotic stress regulation. 

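In reproductive-stage roots, Ca17712 (aspartic protease gene) stood at 47.89 ± 64.87 CPM without and 42.29 ± 55.54 CPM with salt in JG 11, against 42 ± 12.31 and 9.84 ± 5.24 CPM in ICCV 2 (mean ± SD of 3 samples). The edgeR Ca17712 estimates on the log2 scale are −0.12 (SE 1.29, adjusted p = 1) for JG 11 and −2.08 (SE 0.49, adjusted p = 0.0063) for ICCV 2, with a difference between genotypes of 1.97 (SE 1.53, adjusted p = 0.98). Vegetative roots gave Ca17712 a log2 fold change of 0.37 in JG 11 and 0.48 in ICCV 2 (adjusted p = 1 and 1). Among alternative settings, Ca17712 moved most to 2.18 with control replicate 3 left out in JG 11 and to −2.57 with salt replicate 3 left out in ICCV 2. Ca17712 no longer passes the threshold in ICCV 2 with the quasi-likelihood test (adjusted p = 0.35), with all 24 samples in a single fit (adjusted p = 0.82), with control replicate 1 left out (adjusted p = 0.091) and with salt replicate 2 left out (adjusted p = 0.14). The paper reasons from this induction to a role of the gene in the regulation of osmotic stress.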

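Counts of the late embryonic abundant-like protein Ca14458 at the reproductive stage were 0.95 ± 1.64 CPM (mean ± SD, n = 3) in the control and 2.42 ± 3.48 CPM in the salt samples of JG 11, and 1.08 ± 1.37 and 4.51 ± 3.11 CPM in those of ICCV 2. Fitted with edgeR, Ca14458 changed under salt by 1.39 (SE 2.45, adjusted p = 1) log2 units in JG 11 and by 1.97 (SE 0.93, adjusted p = 0.39) in ICCV 2, a genotype difference of −0.63 (SE 2.71, adjusted p = 0.99). In vegetative roots, Ca14458 had a log2 fold change of −1.27 in JG 11 and 0.78 in ICCV 2 (adjusted p = 1 and 1). No setting moved Ca14458 further than to 7.55 with control replicate 3 left out in JG 11 and to 3.62 with control replicate 1 left out in ICCV 2.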

One of the important ABA-responsive protein is late embryonic abundant-like protein which was 82-fold more induced in the tolerant genotype (Ca14458; FC: 252.47 ↑) as compared to the sensitive genotype (Ca14458; FC: 3.05 ↑). This gene is known to prevent protein aggregation thus protecting the plants against high salinity, desiccation and temperature^69,70^.

Auxin-related genes: Root remodelling and plant development is a major challenge during the salt stress^71^. Auxins have a major function in root remodelling, tissue development, cell elongation and apical dominance which aid in plant adaptation^72^. Several studies report auxin as the main hormone responsible for altering the growth developmental pattern and inducing genes for stress tolerance^73,74^. 

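The auxin-responsive protein Ca11225 had 0.4 ± 0.25 CPM in control and 0.17 ± 0.15 CPM in salt roots of JG 11 (mean ± SD, n = 3 each, reproductive stage), while ICCV 2 had 1.3 ± 1 and 0.23 ± 0.02 CPM. The edgeR Ca11225 log2 fold change in ICCV 2 is −2.4 (SE 0.97, adjusted p = 0.25), and no JG 11 sample had more than 1 CPM, so that genotype was not tested. For vegetative roots, Ca11225 has a log2 fold change of 3.23 in JG 11 (adjusted p = 1), and the gene was too low to test in ICCV 2. Ca11225 moved at most to −1.6 with control replicate 3 left out in ICCV 2 in the alternative fits. For the SAUR-like protein (Ca15351), the 3 control and 3 salt samples of JG 11 at the reproductive stage averaged 1.07 ± 1.04 and 1.96 ± 2.22 CPM (mean ± SD), and those of ICCV 2 1.11 ± 0.67 and 0.41 ± 0.23 CPM. By edgeR, Ca15351 moves by 0.94 (SE 1.13, adjusted p = 1) in JG 11 and by −1.46 (SE 0.8, adjusted p = 0.52) in ICCV 2 in log2 fold change, which puts the difference between the genotypes at 2.4 (SE 1.43, adjusted p = 0.95). Vegetative roots gave Ca15351 a log2 fold change of 0.02 in JG 11 and −0.02 in ICCV 2 (adjusted p = 1 and 1). Refitted differently, Ca15351 moved at most to −0.7 with salt replicate 3 left out in JG 11 and to −2.03 with salt replicate 1 left out in ICCV 2. Ca05458 (auxin-induced protein) averaged 1.81 ± 2.26 CPM (mean ± SD, n = 3) in control and 2.4 ± 2.93 CPM in salt-treated JG 11 roots at the reproductive stage, and 4.13 ± 2.66 and 1.01 ± 0.8 CPM in ICCV 2. With edgeR, Ca05458 has a log2 fold change (salt over control) of 0.46 (SE 1.39, adjusted p = 1) in JG 11 and −2.05 (SE 0.82, adjusted p = 0.24) in ICCV 2, and the genotypes differ by 2.51 (SE 1.71, adjusted p = 0.98). In vegetative roots, Ca05458 had a log2 fold change of 0.96 in JG 11 and 0.78 in ICCV 2 (adjusted p = 1 and 1). Of the alternatives, Ca05458 moved furthest to −1.45 with salt replicate 3 left out in JG 11 and to −2.86 with salt replicate 3 left out in ICCV 2. Ca05458 passes the threshold in ICCV 2 with salt replicate 3 left out (adjusted p = 0.039).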

Several auxin-related genes such as auxin-responsive protein (Ca11225; FC: 15.4 ↑), *SAUR*-like auxin-responsive family protein (Ca15351; FC: 7.51 ↑) and auxin-induced protein (Ca05458; FC: 10.55 ↑) were induced in the tolerant genotype as shown while repressed in the sensitive genotype (Ca11225; FC: −5.02 ↓). Gradients of auxin are important for root cell differentiation, lateral growth pattering and cell elongation^75^. This is regulated by number of membrane localised proteins such as *PIN-FORMED* family of auxin efflux carrier (Ca18322; FC: 11.95 ↑), multidrug resistance P-glycoprotein (Ca30923; FC: 5.81 ↑), and *ABC* transporters (Ca27258; FC: 11.71 ↑) (Lewis *et al*., 2007; Wu *et al*., 2007) that were significantly induced in the tolerant genotype as shown. 

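Reproductive-stage counts of Ca30923 (multidrug resistance P-glycoprotein) went from 34.9 ± 36.17 CPM in control to 58.94 ± 59.75 CPM under salt in JG 11 and from 57.65 ± 20.91 to 20.55 ± 15.26 CPM in ICCV 2 (mean ± SD, n = 3 each). In log2, Ca30923 changes by 0.81 (SE 0.98, adjusted p = 1) in JG 11 and −1.46 (SE 0.58, adjusted p = 0.23) in ICCV 2 in the edgeR fits, and the difference between the genotypes is 2.3 (SE 1.23, adjusted p = 0.92). For vegetative roots, Ca30923 has a log2 fold change of −0.17 in JG 11 and −0.7 in ICCV 2 (adjusted p = 1 and 1). The largest Ca30923 shift in an alternative fit was to 2.23 with control replicate 3 left out in JG 11 and to −2.28 with salt replicate 3 left out in ICCV 2. Ca30923 passes the threshold in ICCV 2 with salt replicate 3 left out (adjusted p = 0.0011). In reproductive-stage roots, Ca27258 (ABC transporter) stood at 18.07 ± 23.73 CPM without and 19.57 ± 30.96 CPM with salt in JG 11, against 13.98 ± 10.25 and 3.26 ± 4.03 CPM in ICCV 2 (mean ± SD of 3 samples). The edgeR Ca27258 estimates on the log2 scale are 0.19 (SE 1.44, adjusted p = 1) for JG 11 and −2.05 (SE 1, adjusted p = 0.42) for ICCV 2, with a difference between genotypes of 2.27 (SE 1.92, adjusted p = 0.98). Vegetative roots gave Ca27258 a log2 fold change of −0.37 in JG 11 and −1.16 in ICCV 2 (adjusted p = 1 and 1). Among alternative settings, Ca27258 moved most to −3.52 with salt replicate 3 left out in JG 11 and to −3.87 with salt replicate 3 left out in ICCV 2. Ca27258 passes the threshold in ICCV 2 with salt replicate 3 left out (adjusted p = 0.0039).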

On the contrary, auxin efflux carrier was repressed in the sensitive genotype (Ca18322; FC: −7.21 ↓). 

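Counts of the auxin efflux carrier Ca18322 at the reproductive stage were 4.41 ± 5.04 CPM (mean ± SD, n = 3) in the control and 8.29 ± 11.81 CPM in the salt samples of JG 11, and 5.79 ± 3.98 and 2.46 ± 2.91 CPM in those of ICCV 2. Fitted with edgeR, Ca18322 changed under salt by 0.98 (SE 1.4, adjusted p = 1) log2 units in JG 11 and by −1.18 (SE 0.99, adjusted p = 0.78) in ICCV 2, a genotype difference of 2.19 (SE 1.85, adjusted p = 0.98). In vegetative roots, Ca18322 had a log2 fold change of −0.05 in JG 11 and −0.24 in ICCV 2 (adjusted p = 1 and 1). No setting moved Ca18322 further than to −1.71 with salt replicate 3 left out in JG 11 and to −2.81 with salt replicate 3 left out in ICCV 2.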

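The indole-3-acetic acid-amido synthetase gene Ca08527 had 0.33 ± 0.57 CPM in control and 0.17 ± 0.15 CPM in salt roots of JG 11 (mean ± SD, n = 3 each, reproductive stage), while ICCV 2 had 0.04 ± 0.07 and 0.14 ± 0.17 CPM. No sample had Ca08527 above 1 CPM at this stage, so it was tested in neither genotype. For vegetative roots, Ca08527 has a log2 fold change of 1 in JG 11 and −0.97 in ICCV 2 (adjusted p = 1 and 1).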

Another important auxin gene, indole-3-acetic acid-amido synthetase (*GH3*) was up-regulated in the tolerant genotype (Ca08527; FC: 40.22 ↑) while being down-regulated in the sensitive genotype (Ca08527; FC: 1.61 ↓). *GH3* gene is thought to regulate expansin gene which loosens the cell wall and induces salicylate- and jasmonate-mediated disease resistance pathways^76^.

Jasmonic acid-related genes: Jasmonic acid (JA) is reported to impart salt tolerance in many different plants^77,78^. Jasmonates have important role in developmental and defense mechanisms, root growth inhibition, vegetative storage proteins (*VSP*s) accumulation, induced systemic resistance (*ISR*) and tolerance to ozone O3^79,80^. 

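For the jasmonic acid-amido synthetase gene (Ca33318), the 3 control and 3 salt samples of JG 11 at the reproductive stage averaged 0.19 ± 0.33 and 0.24 ± 0.41 CPM (mean ± SD), and those of ICCV 2 0 and 0 CPM. No sample had Ca33318 above 1 CPM at this stage, so it was tested in neither genotype. In vegetative roots, Ca33318 was too low to test in either genotype. The paper takes its induction in the tolerant genotype as evidence for a role in defence pathways of jasmonic acid.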

Up-regulation of jasmonic acid-amido synthetase (*JAR1*) gene in the tolerant genotype (Ca33318; FC: 41.64 ↑) indicates its role in JA-mediated defence response pathways while this gene was not expressed in the sensitive genotype. Plant hormones are crucial endogenous molecules which regulate several plant developmental processes and response to biotic and abiotic stresses^63^. The differential expression of different hormone-related genes suggests their critical role in shaping chickpea plant morphology that enables it to adapt to salt stress.

#### DEGs Involved In Root Morphogenesis

Plants employ different sensory mechanisms to deal with high soil salinity and re-shaping the root architecture is one such important mechanism (Galvan-Ampudia and Testerink^24^). Crosstalk between classic phytohormones like auxin, ethylene, abscisic acid (ABA), salicylic acid (SA) and jasmonic acid (JA) coordinate the root growth and radial pattering^81^. Patterning in root and lateral root hair formation is important for plant adaptation during the stress^82,83^. Root endodermis is the membrane which functions in nutrient uptake, diffusion and stress resistance. Several root development genes were induced in the tolerant genotype in reponse to salt stress. 

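Of the root development genes named with an identifier, Ca08395, Ca25792, Ca27082 and Ca11227 had JG 11 log2 fold changes of 0.95, 0.84, 0.67 and 1.21 at the reproductive stage and −0.57, −0.17, −1.06 and 0.21 at the vegetative stage (adjusted p = 1 for all 4 at the reproductive stage).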

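Ca08395 (casparian strip membrane protein) averaged 3.64 ± 6.2 CPM (mean ± SD, n = 3) in control and 6.74 ± 11.43 CPM in salt-treated JG 11 roots at the reproductive stage, and 10.12 ± 4 and 2.33 ± 1.07 CPM in ICCV 2. With edgeR, Ca08395 has a log2 fold change (salt over control) of 0.95 (SE 2.41, adjusted p = 1) in JG 11 and −2.09 (SE 0.55, adjusted p = 0.022) in ICCV 2, and the genotypes differ by 3.07 (SE 2.58, adjusted p = 0.98). In vegetative roots, Ca08395 had a log2 fold change of −0.57 in JG 11 and −1.01 in ICCV 2 (adjusted p = 1 and 1). Of the alternatives, Ca08395 moved furthest to −4.92 with salt replicate 3 left out in JG 11 and to −2.52 with salt replicate 1 left out in ICCV 2. Ca08395 no longer passes the threshold in ICCV 2 in 6 of the alternative fits (adjusted p from 0.054 to 0.98).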

One of the important root development gene such as casparian strip membrane protein was highly induced in the tolerant genotype (Ca08395; FC: 190.09 ↑) while being repressed in the sensitive genotype (Ca08395; FC: −3.68 ↓). In addition, important genes like *SCARECROW* protein (Ca25792; FC: 4.72 ↑), root meristem growth factor (Ca16049; FC: 29.85 ↑), *LONGIFOLIA* protein (Ca27082; FC: 44.94 ↑) and *RADIALIS* protein (Ca11227; FC: 4.08 ↑) which lead to formation of root endodermis were highly induced in the tolerant genotype but repressed in the sensitive genotype (Fig. 13). 

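Reproductive-stage counts of Ca25792 (SCARECROW protein) went from 7.84 ± 7.52 CPM in control to 13.63 ± 9 CPM under salt in JG 11 and from 15.42 ± 3.02 to 13.72 ± 7.5 CPM in ICCV 2 (mean ± SD, n = 3 each). In log2, Ca25792 changes by 0.84 (SE 0.86, adjusted p = 1) in JG 11 and −0.16 (SE 0.52, adjusted p = 0.97) in ICCV 2 in the edgeR fits, and the difference between the genotypes is 1.03 (SE 1.04, adjusted p = 0.98). For vegetative roots, Ca25792 has a log2 fold change of −0.17 in JG 11 and −0.47 in ICCV 2 (adjusted p = 1 and 1). The largest Ca25792 shift in an alternative fit was to 2.08 with control replicate 3 left out in JG 11 and to 0.22 with salt replicate 1 left out in ICCV 2. In reproductive-stage roots, Ca16049 (root meristem growth factor) stood at 0.14 ± 0.25 CPM without and 0.24 ± 0.41 CPM with salt in JG 11, against 0.08 ± 0.14 and 0.21 ± 0.13 CPM in ICCV 2 (mean ± SD of 3 samples). No sample had Ca16049 above 1 CPM at this stage, so it was tested in neither genotype. In vegetative roots, Ca16049 was too low to test in either genotype. Counts of the LONGIFOLIA protein Ca27082 at the reproductive stage were 0.99 ± 1.61 CPM (mean ± SD, n = 3) in the control and 1.5 ± 2.6 CPM in the salt samples of JG 11, and 3.04 ± 1.79 and 0.61 ± 0.3 CPM in those of ICCV 2. Fitted with edgeR, Ca27082 changed under salt by 0.67 (SE 2.4, adjusted p = 1) log2 units in JG 11 and by −2.32 (SE 0.71, adjusted p = 0.064) in ICCV 2, a genotype difference of 2.96 (SE 2.41, adjusted p = 0.98). In vegetative roots, Ca27082 had a log2 fold change of −1.06 in JG 11 and −0.85 in ICCV 2 (adjusted p = 1 and 1). No setting moved Ca27082 further than to −6.32 with salt replicate 3 left out in JG 11 and to −1.74 with control replicate 1 left out in ICCV 2. Ca27082 passes the threshold in ICCV 2 with the stricter filter (adjusted p = 0.049) and with salt replicate 3 left out (adjusted p = 0.039). The RADIALIS protein Ca11227 had 7.28 ± 7.6 CPM in control and 16.4 ± 10.17 CPM in salt roots of JG 11 (mean ± SD, n = 3 each, reproductive stage), while ICCV 2 had 12.14 ± 0.55 and 14.66 ± 6.39 CPM. The log2 Ca11227 change is 1.21 (SE 0.88, adjusted p = 1) in JG 11 and 0.28 (SE 0.41, adjusted p = 0.92) in ICCV 2 by edgeR's likelihood ratio test, so that the 2 genotypes differ by 0.96 (SE 1, adjusted p = 0.98). For vegetative roots, Ca11227 has a log2 fold change of 0.21 in JG 11 and 0.62 in ICCV 2 (adjusted p = 1 and 1). Ca11227 moved at most to 2.63 with control replicate 3 left out in JG 11 and to −0.15 with salt replicate 1 left out in ICCV 2 in the alternative fits.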

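For the COBRA gene (Ca27034), the 3 control and 3 salt samples of JG 11 at the reproductive stage averaged 27.36 ± 9.62 and 18.2 ± 8.63 CPM (mean ± SD), and those of ICCV 2 40.61 ± 19.78 and 9.42 ± 5.53 CPM. By edgeR, Ca27034 moves by −0.53 (SE 0.51, adjusted p = 1) in JG 11 and by −2.11 (SE 0.58, adjusted p = 0.03) in ICCV 2 in log2 fold change, which puts the difference between the genotypes at 1.61 (SE 0.78, adjusted p = 0.87). Vegetative roots gave Ca27034 a log2 fold change of −0.02 in JG 11 and 0.21 in ICCV 2 (adjusted p = 1 and 1). Refitted differently, Ca27034 moved at most to −0.21 with salt replicate 1 left out in JG 11 and to −2.69 with salt replicate 3 left out in ICCV 2. Ca27034 no longer passes the threshold in ICCV 2 in 6 of the alternative fits (adjusted p from 0.063 to 0.37).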

Further, the *COBRA* gene was highly repressed in the sensitive genotype (Ca27034; FC: −7.46 ↓). The *COBRA* gene helps in polar root expansion and its down-regulation in the sensitive genotype suggests that this important response was inhibited^84^. During salt stress, the root grows in agravitropic manner and cells expand radially^85^. These changes in lateral root development and agravitropism is mediated by auxin redistribution^86,87^. Importantly, this finding is supported by our physiological data (Figs 1 and 2), where the root volume increased in the tolerant genotype rather than root length. On the other hand, *Transparent TESTA* gene which has a role in the development of root hair in the epidermal cell layer was highly induced in the sensitive genotype (Ca31822; FC: 494.55 ↑)^88^. 

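Ca31822 (TRANSPARENT TESTA gene) averaged 0.59 ± 0.29 CPM (mean ± SD, n = 3) in control and 2.09 ± 1.33 CPM in salt-treated JG 11 roots at the reproductive stage, and 0.47 ± 0.81 and 4.86 ± 2.57 CPM in ICCV 2. With edgeR, Ca31822 has a log2 fold change (salt over control) of 1.88 (SE 0.83, adjusted p = 1) in JG 11 and 3.56 (SE 1.17, adjusted p = 0.1) in ICCV 2, and the genotypes differ by −1.72 (SE 1.43, adjusted p = 0.98). In vegetative roots, Ca31822 had a log2 fold change of −0.02 in JG 11 and 0.85 in ICCV 2 (adjusted p = 1 and 1). Of the alternatives, Ca31822 moved furthest to 1.46 with salt replicate 2 left out in JG 11 and to 8.55 with control replicate 2 left out in ICCV 2. Ca31822 passes the threshold in ICCV 2 with the replicate block, paired by the labels (adjusted p = 0.047), with control replicate 2 left out (adjusted p = 9.1e-05) and with salt replicate 3 left out (adjusted p = 0.038).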

The bulging of root hair cells increases the influx of Ca^2+^/Na^+^ ions and up-regulation of this gene in the sensitive genotype could possibly be the reason for enhanced sensitivity to salt stress in chickpea^88,89^.

**Figure 13:**
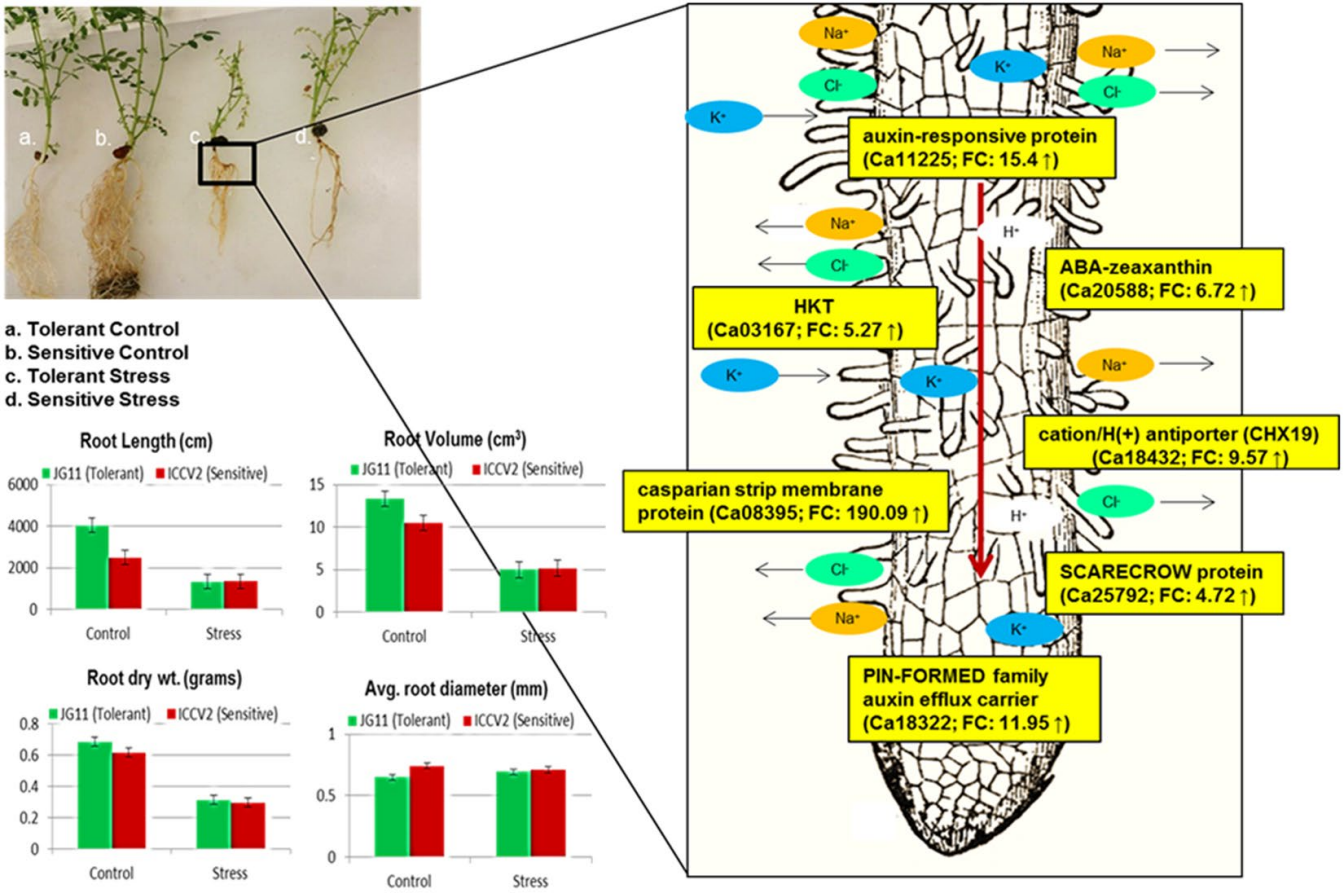
Proposed root development modulation instigated by differentially expressed genes up-regulated in tolerant genotype. Integration of phenomics and transcriptomics data showing the auxin flow controlled by *PIN-FORMED* genes regulate root agravitropism in response to salt stress.

#### DEGs Involved In Network of Transmembrane Transporters

The plant’s first response to salinity is either ion-exclusion or sequestration of ions in the vacuoles leading to tissue tolerance^9,90^. Several ion-regulation pathways are integrally active in plant roots as the absorption of nutrients from soil solution requires constant inclusion/exclusion of ions. Many cation exchanger proteins were up-regulated in the tolerant genotype while down-regulated or not differentially expressed in the sensitive genotype. 

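Of the transporters named with an identifier, Ca18432, Ca03167 and Ca21750 had log2 fold changes at the reproductive stage of 0.81, 0.01 and 0.43 in JG 11 and 0.78, 1.01 and −0.62 in ICCV 2, and the interaction of genotype and salt has an adjusted p of 1, 0.98 and 0.98.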

Cation/H^+^ antiporters are expressed in endodermis of the root and act as a channel to transport Na^+^ from endodermis to stele cells of the root eventually loading these ions in the xylem and aerial plant tissues^90,91^. One important cation/H(^+^) antiporter (*CHX19*) involved in ion-exclusion pathway was 7.3-fold more induced in the roots of the tolerant genotype (Ca18432; FC: 9.57 ↑) as compared to the sensitive genotype (Ca18432; FC: 1.37 ↑)^92^.

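Reproductive-stage counts of Ca18432 (cation/H+ antiporter) went from 0.91 ± 1.19 CPM in control to 1.57 ± 1.1 CPM under salt in JG 11 and from 0.59 ± 0.3 to 1.05 ± 0.81 CPM in ICCV 2 (mean ± SD, n = 3 each). In log2, Ca18432 changes by 0.81 (SE 1.22, adjusted p = 1) in JG 11 and 0.78 (SE 0.94, adjusted p = 0.89) in ICCV 2 in the edgeR fits, and the difference between the genotypes is 0.04 (SE 1.66, adjusted p = 1). For vegetative roots, Ca18432 has a log2 fold change of −0.2 in JG 11 and 0.28 in ICCV 2 (adjusted p = 1 and 1). The largest Ca18432 shift in an alternative fit was to 2.72 with control replicate 3 left out in JG 11 and to 0.08 with salt replicate 1 left out in ICCV 2.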

Plant High-Affinity Potassium Transporters (*HKT*s) are important ion channels that were recently demonstrated to selectively allow the Na^+^ and/or K^+^ transport and are therefore potential candidates for salt tolerance^93,94^. Potassium transporters are also known to unload the Na^+^ ions from xylem sap thus preventing the toxic ions from reaching and accumulating in the leaves^95^. Potassium channels also regulate import of K^+^ ions thereby balancing the K^+^/Na^+^ ratio in tissues and preventing salt stress^96^. One potassium transporter was 1.55-fold more induced in the tolerant genotype (Ca03167; FC: 5.27 ↑) as compared to the sensitive genotype (Ca03167; FC: 3.48 ↑) during the reproductive stage. 

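In reproductive-stage roots, Ca03167 (potassium transporter) stood at 4.87 ± 5.28 CPM without and 4.77 ± 3.9 CPM with salt in JG 11, against 1.88 ± 1.46 and 3.73 ± 2.5 CPM in ICCV 2 (mean ± SD of 3 samples). The edgeR Ca03167 estimates on the log2 scale are 0.01 (SE 1.02, adjusted p = 1) for JG 11 and 1.01 (SE 0.9, adjusted p = 0.81) for ICCV 2, with a difference between genotypes of −0.97 (SE 1.45, adjusted p = 0.98). Vegetative roots gave Ca03167 a log2 fold change of −0.4 in JG 11 and 0.58 in ICCV 2 (adjusted p = 1 and 1). Among alternative settings, Ca03167 moved most to 1.51 with control replicate 3 left out in JG 11 and to 0.48 with control replicate 3 left out in ICCV 2.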

This may prevent toxic Na^+^ ions from reaching the aerial parts of chickpea thereby ensuring successful seed setting and crop yield.

Another important key mechanism for ion-detoxification is vacuolar sequestration of toxic ions in the vacuole. We found a number of genes associated with vacuolar compartmentalisation of ions were differentially expressed indicating tissue tolerance through ion sequestration is possibly a main mechanism of salt tolerance in chickpea. The *NRT1-PTR* gene family (*NPF*) are identified as nitrate or di/tri-peptide transporters and involved in vacuolar compartmentalisation^97^. It was recently demonstrated to be expressed in root tissues and localised at the vacuolar membrane. 

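Counts of the NRT1-PTR family gene Ca00319 at the reproductive stage were 25.8 ± 42.5 CPM (mean ± SD, n = 3) in the control and 55.82 ± 96.41 CPM in the salt samples of JG 11, and 30.1 ± 30.44 and 27.43 ± 2.86 CPM in those of ICCV 2. Fitted with edgeR, Ca00319 changed under salt by 1.18 (SE 2.25, adjusted p = 1) log2 units in JG 11 and by −0.11 (SE 0.93, adjusted p = 0.99) in ICCV 2, a genotype difference of 1.31 (SE 2.63, adjusted p = 0.99). In vegetative roots, Ca00319 had a log2 fold change of −1.75 in JG 11 and −0.29 in ICCV 2 (adjusted p = 0.89 and 1). No setting moved Ca00319 further than to −7.12 with salt replicate 3 left out in JG 11 and to 0.88 with control replicate 1 left out in ICCV 2.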

An *NRT1-PTR* family gene was significantly induced in the tolerant genotype (Ca00319; FC: 95.67 ↑) while being repressed in the sensitive genotype (Ca00319; FC: −4.85 ↓). It is also known to transport phytohormones, nitrogen and secondary metabolites^97^. The ion-channels help to maintain low levels of cytosolic Na^+^ in the roots but if this mechanism fails, salinity will induce osmotic stress similar to drought^88^.

Apart from this, transmembrane water channels called aquaporins regulate the transport of fluids and are reported to play a major role during salt induced osmotic stress responses. 

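The major intrinsic protein channel Ca03453 had 3.16 ± 5.38 CPM in control and 2.38 ± 3.7 CPM in salt roots of JG 11 (mean ± SD, n = 3 each, reproductive stage), while ICCV 2 had 2.4 ± 1.01 and 0.86 ± 0.41 CPM. The log2 Ca03453 change is −0.36 (SE 2.02, adjusted p = 1) in JG 11 and −1.44 (SE 0.68, adjusted p = 0.38) in ICCV 2 by edgeR's likelihood ratio test, so that the 2 genotypes differ by 1.13 (SE 2.26, adjusted p = 0.99). For vegetative roots, Ca03453 has a log2 fold change of −0.12 in JG 11 and 0.77 in ICCV 2 (adjusted p = 1 and 1). Ca03453 moved at most to 5.49 with control replicate 3 left out in JG 11 and to −1.78 with control replicate 1 left out in ICCV 2 in the alternative fits.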

Importantly, transmembrane major intrinsic protein (*MIP*) channels were induced in the tolerant genotype (Ca03453; FC: 54.5 ↑) while repressed in the sensitive genotype (Ca03453; FC: −2.73 ↓). They are major class of intrinsic proteins which regulate the transport of ion, water and carbohydrates. In addition to water, plants accumulate soluble osmolytes such as sugars, proline, betaine to help protect the cell against the osmotic stress^98,99^.

Other important transporters with *ATPase* activity to allow selective transport across the transmembrane were highly induced in the tolerant genotype. 

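For the cyclic nucleotide-gated ion channel (Ca16646), the 3 control and 3 salt samples of JG 11 at the reproductive stage averaged 0.49 ± 0.8 and 0.9 ± 1.11 CPM (mean ± SD), and those of ICCV 2 0.12 ± 0.22 and 0.1 ± 0.11 CPM. The edgeR Ca16646 log2 fold change in JG 11 is 0.9 (SE 1.91, adjusted p = 1), and no ICCV 2 sample had more than 1 CPM, so that genotype was not tested. Vegetative roots gave Ca16646 a log2 fold change of −0.74 in JG 11 and 0.46 in ICCV 2 (adjusted p = 1 and 1). Refitted differently, Ca16646 moved at most to 4.37 with control replicate 3 left out in JG 11. Ca21750 (metal transporter) averaged 146.45 ± 144.09 CPM (mean ± SD, n = 3) in control and 188.54 ± 220.7 CPM in salt-treated JG 11 roots at the reproductive stage, and 176.65 ± 48.83 and 115.39 ± 34.02 CPM in ICCV 2. With edgeR, Ca21750 has a log2 fold change (salt over control) of 0.43 (SE 1.02, adjusted p = 1) in JG 11 and −0.62 (SE 0.38, adjusted p = 0.59) in ICCV 2, and the genotypes differ by 1.08 (SE 1.18, adjusted p = 0.98). In vegetative roots, Ca21750 had a log2 fold change of −0.61 in JG 11 and 1.14 in ICCV 2 (adjusted p = 1 and 1). Of the alternatives, Ca21750 moved furthest to −1.33 with salt replicate 3 left out in JG 11 and to −0.86 with salt replicate 2 left out in ICCV 2. Reproductive-stage counts of Ca13670 (ligand-gated ion channel protein) went from 0.14 ± 0.14 CPM in control to 0.41 ± 0.49 CPM under salt in JG 11 and from 0.68 ± 0.5 to 0.17 ± 0.15 CPM in ICCV 2 (mean ± SD, n = 3 each). The edgeR Ca13670 log2 fold change in ICCV 2 is −1.88 (SE 1.08, adjusted p = 0.56), and no JG 11 sample had more than 1 CPM, so that genotype was not tested. For vegetative roots, Ca13670 has a log2 fold change of 1.18 in JG 11 and 0.38 in ICCV 2 (adjusted p = 1 and 1). The largest Ca13670 shift in an alternative fit was to −2.51 with salt replicate 2 left out in ICCV 2. In reproductive-stage roots, Ca26763 (white-brown complex protein) stood at 2.98 ± 5.17 CPM without and 0.95 ± 1.64 CPM with salt in JG 11, against 0.29 ± 0.08 and 0.07 ± 0.13 CPM in ICCV 2 (mean ± SD of 3 samples). The edgeR Ca26763 log2 fold change in JG 11 is −1.58 (SE 3.02, adjusted p = 1), and no ICCV 2 sample had more than 1 CPM, so that genotype was not tested. Vegetative roots gave Ca26763 a log2 fold change of −0.57 in JG 11 and 1.29 in ICCV 2 (adjusted p = 1 and 1). Among alternative settings, Ca26763 moved most to 6.23 with control replicate 3 left out in JG 11.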

Examples are cyclic nucleotide-gated ion channel (Ca16646; FC: 37.53 ↑), metal transporter *Nramp* (Ca21750; FC: 5.57 ↑), extracellular ligand-gated ion channel protein (Ca13670; FC: 33.82 ↑), and white-brown complex protein (Ca26763; FC: 294.06 ↑). These were either not expressed or repressed in the sensitive genotype; example, cyclic nucleotide-gated ion channel (Ca16646; FC: −4.14 ↓). 

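The cyclic nucleotide-gated ion channel Ca16646 had 0.12 ± 0.22 CPM in control and 0.1 ± 0.11 CPM in salt-treated ICCV 2 roots at the reproductive stage, and its vegetative log2 fold change in ICCV 2 is 0.46 (SE 1.57, adjusted p = 1).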

These results indicate that the two genotypes employ different approaches to deal with salt stress. 

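Compared over all genes at the reproductive stage, the response to salt differed between the genotypes for 4 of 18258 genes by the interaction of genotype and salt, and for 23 with the replicate block (pairing by the replicate numbers of the labels). None of the 4 is among the genes named in the text. The authors concluded that the genotypes deal with salt in different ways.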

Further, there exists strong evidence that ion-exclusion mechanism may confer salt tolerance in chickpea. This would be further validated and utilised to improve salt tolerance in chickpea.

#### Cellular Ion Homeostasis Through Metallozymes

Metallothioneins are an important class of intracellular metal binding enzymes involved in detoxification of heavy metals and maintaining ion-homeostasis. They often have a high affinity towards heavy metals^100,101^ and are known to provide tolerance against heavy metal ion toxicity^102^. 

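Over the metal-related genes named with an identifier, JG 11 log2 fold changes at the reproductive stage were 0.41 (Ca04758), 0.74 (Ca27338), 0.83 (Ca01925), 0.24 (Ca08940) and −0.14 (Ca15190), each with an adjusted p of 1. The paper reasons from the induction of such genes to a major role in the salt response.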

Several metallozymes were found to be induced in the tolerant genotype suggesting their major role during the salt stress response. 

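Counts of the Type1 metallothionein gene Ca04758 at the reproductive stage were 2310.7 ± 2604.54 CPM (mean ± SD, n = 3) in the control and 2980.24 ± 2576.81 CPM in the salt samples of JG 11, and 1835.26 ± 164.74 and 1863.88 ± 118.33 CPM in those of ICCV 2. Fitted with edgeR, Ca04758 changed under salt by 0.41 (SE 0.96, adjusted p = 1) log2 units in JG 11 and by 0.02 (SE 0.3, adjusted p = 0.99) in ICCV 2, a genotype difference of 0.41 (SE 1.08, adjusted p = 0.99). In vegetative roots, Ca04758 had a log2 fold change of 0.22 in JG 11 and −0.07 in ICCV 2 (adjusted p = 1 and 1). No setting moved Ca04758 further than to 2.03 with control replicate 3 left out in JG 11 and to −0.07 with control replicate 1 left out in ICCV 2.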

For instance, Type1 metallothionein (*MT1*) was induced in the tolerant genotype (Ca04758; FC: 4.69 ↑) while the expression of this gene class was not observed in the sensitive genotype. 

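The monothiol glutaredoxin Ca27338 had 4.55 ± 7.87 CPM in control and 7.28 ± 12.61 CPM in salt roots of JG 11 (mean ± SD, n = 3 each, reproductive stage), while ICCV 2 had 3.05 ± 3.34 and 1.17 ± 1.07 CPM. The log2 Ca27338 change is 0.74 (SE 3.24, adjusted p = 1) in JG 11 and −1.35 (SE 1.01, adjusted p = 0.73) in ICCV 2 by edgeR's likelihood ratio test, so that the 2 genotypes differ by 2.1 (SE 3.25, adjusted p = 0.98). For vegetative roots, Ca27338 has a log2 fold change of −1.17 in JG 11 and 0.12 in ICCV 2 (adjusted p = 1 and 1). Ca27338 moved at most to −8.54 with salt replicate 3 left out in JG 11 and to 0.04 with control replicate 1 left out in ICCV 2 in the alternative fits. For the purple acid phosphatase (Ca01925), the 3 control and 3 salt samples of JG 11 at the reproductive stage averaged 3.54 ± 5.06 and 6.01 ± 9.22 CPM (mean ± SD), and those of ICCV 2 6.62 ± 4.4 and 1.55 ± 1.66 CPM. By edgeR, Ca01925 moves by 0.83 (SE 1.76, adjusted p = 1) in JG 11 and by −2.06 (SE 0.9, adjusted p = 0.31) in ICCV 2 in log2 fold change, which puts the difference between the genotypes at 2.9 (SE 2.12, adjusted p = 0.98). Vegetative roots gave Ca01925 a log2 fold change of 0 in JG 11 and −1.39 in ICCV 2 (adjusted p = 1 and 1). Refitted differently, Ca01925 moved at most to −2.53 with salt replicate 3 left out in JG 11 and to −3.45 with salt replicate 3 left out in ICCV 2. Ca01925 passes the threshold in ICCV 2 with salt replicate 3 left out (adjusted p = 0.006). Ca08940 (metal tolerance protein) averaged 1.34 ± 1.17 CPM (mean ± SD, n = 3) in control and 1.51 ± 1.77 CPM in salt-treated JG 11 roots at the reproductive stage, and 1.22 ± 0.65 and 0.36 ± 0.25 CPM in ICCV 2. With edgeR, Ca08940 has a log2 fold change (salt over control) of 0.24 (SE 1.11, adjusted p = 1) in JG 11 and −1.69 (SE 0.84, adjusted p = 0.43) in ICCV 2, and the genotypes differ by 1.97 (SE 1.43, adjusted p = 0.98). In vegetative roots, Ca08940 had a log2 fold change of 0.36 in JG 11 and −2.47 in ICCV 2 (adjusted p = 1 and 0.8). Of the alternatives, Ca08940 moved furthest to −1.48 with salt replicate 3 left out in JG 11 and to −1.22 with salt replicate 1 left out in ICCV 2.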

Apart from this, several metal proteins were highly induced only in the tolerant genotype and these include monothiol glutaredoxin (Ca27338; FC: 891.44 ↑), purple acid phosphatase (Ca01925; FC: 23.42 ↑), and metal tolerance protein (Ca08940; FC: 6.32 ↑). 

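Reproductive-stage counts of Ca27452 (metal ion-binding gene) went from 7.77 ± 3.77 CPM in control to 27.54 ± 36.45 CPM under salt in JG 11 and from 19.59 ± 8.91 to 21.12 ± 28.36 CPM in ICCV 2 (mean ± SD, n = 3 each). In log2, Ca27452 changes by 1.8 (SE 0.98, adjusted p = 1) in JG 11 and 0.12 (SE 0.93, adjusted p = 0.99) in ICCV 2 in the edgeR fits, and the difference between the genotypes is 1.7 (SE 1.45, adjusted p = 0.98). For vegetative roots, Ca27452 has a log2 fold change of −0.2 in JG 11 and 0.43 in ICCV 2 (adjusted p = 1 and 1). The largest Ca27452 shift in an alternative fit was to −0.16 with salt replicate 2 left out in JG 11 and to −2.06 with salt replicate 3 left out in ICCV 2. In reproductive-stage roots, Ca29520 (heavy metal-detoxification gene) stood at 2.14 ± 2.6 CPM without and 3.43 ± 5.47 CPM with salt in JG 11, against 6.75 ± 3.96 and 1.59 ± 1.8 CPM in ICCV 2 (mean ± SD of 3 samples). The edgeR Ca29520 estimates on the log2 scale are 0.76 (SE 1.7, adjusted p = 1) for JG 11 and −2.06 (SE 0.87, adjusted p = 0.29) for ICCV 2, with a difference between genotypes of 2.83 (SE 2.01, adjusted p = 0.98). Vegetative roots gave Ca29520 a log2 fold change of 1.06 in JG 11 and −0.56 in ICCV 2 (adjusted p = 1 and 1). Among alternative settings, Ca29520 moved most to −3.24 with salt replicate 3 left out in JG 11 and to −3.6 with salt replicate 3 left out in ICCV 2. Ca29520 passes the threshold in ICCV 2 with salt replicate 3 left out (adjusted p = 0.00063).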

On the contrary, metal ion-binding gene (Ca27452; FC: −4.02 ↓) and heavy metal-detoxification gene (Ca29520; FC: −13.08 ↓) were highly repressed in the sensitive genotype. Another important metal enzyme is multi-copper oxidase protein which was induced in the tolerant genotype (Ca15190; FC: 4.37 ↑) while repressed in the sensitive genotype (Ca15190; FC: 3.89 ↓). 

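Counts of the multi-copper oxidase protein Ca15190 at the reproductive stage were 134.46 ± 134.47 CPM (mean ± SD, n = 3) in the control and 117.54 ± 108.49 CPM in the salt samples of JG 11, and 115.53 ± 19.81 and 40.96 ± 16.94 CPM in those of ICCV 2. Fitted with edgeR, Ca15190 changed under salt by −0.14 (SE 0.92, adjusted p = 1) log2 units in JG 11 and by −1.48 (SE 0.4, adjusted p = 0.024) in ICCV 2, a genotype difference of 1.36 (SE 1.07, adjusted p = 0.98). In vegetative roots, Ca15190 had a log2 fold change of −0.44 in JG 11 and 0.7 in ICCV 2 (adjusted p = 1 and 1). No setting moved Ca15190 further than to 1.21 with control replicate 3 left out in JG 11 and to −1.89 with salt replicate 3 left out in ICCV 2. Ca15190 no longer passes the threshold in ICCV 2 in 6 of the alternative fits (adjusted p from 0.11 to 0.87).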

Multi-copper oxidase gene is thought to oxidise copper and similar ions which could be toxic to cells. Its up-regulation in the tolerant genotype suggests a role in reducing metal toxicity during the salt stress. The functions of these metal enzymes in metal detoxification are well demonstrated in *Arabidopsis*^103^. However their role in plant metal detoxification during salt stress still remains to be established. Nevertheless, their differential expression in this study suggests that they play an important role in metal metabolism or detoxification during the salt stress^103,104^.

## Methods

### Plant Material

Two chickpea genotypes, *desi* JG 11 (salt tolerant) and *kabuli* ICCV 2 (salt sensitive), were subjected to salt stress in the glasshouse^1^. The physiological experiment was set-up in a Random Complete Block Design (RCBD) comprising three biological replicates of each genotype. The seeds were surface sterilised using 70% ethanol followed by three rinses with MilliQ water. The seeds were sprouted in Petri dishes in dark and moist conditions until radicle emergence. The etiolated seedlings were sown in 10.5 inches diameter pots filled with 9.5 kg of pasteurized sand soil mix. In the treatment pots, two adaptive doses of salt at the rate of 40 mM NaCl were added twice during the life cycle of plant; one at 10 days after sowing and another at the flowering stage. Initial salt treatment included mixing sodium chloride in the soil (1.75 g per kg of soil) before filling the pots^6,8^. Pots were sealed with sturdy tape to prevent the leakage of salt. To avoid water retention in pots, the soil field capacity was measured gravimetrically and pots were maintained at 80% field capacity throughout the experiment. To monitor the salt concentration, soil electrical conductivity was checked and maintained below ~1 dS/m considering the intrinsic salt sensitivity of chickpea. Control plants were grown normally in 9.5 kg of pasteurized sand soil mix and maintained at 80% field capacity. Plants were routinely watered and root tissues were harvested at the vegetative and reproductive stages and immediately frozen in liquid nitrogen.

### RNA Isolation and Library Preparation

Total RNA was isolated using Qiagen RNeasy kit (GmBH, Germany). The frozen root tissue was ground to fine powder and weighed to add calibrated volumes of lysis buffer. Finally, RNA was eluted in 60 µl of RNase-free water. RNA was quantified using Nanodrop (NanoDrop™ Lite Spectrophotometer, Thermo Fisher Scientific) and qualitatively analysed on Bioanalyzer 2100 (Agilent Technologies). Only RNA with RIN values > 7 were chosen for mRNA enrichment.

### mRNA Enrichment

From 1 µg of total RNA as starting material, poly(A^+^) mRNA was isolated using Dynabeads mRNA purification kit (Thermo Fisher Scientific, USA).

### RNA-Seq Library Preparation

A total of 24 RNA-Seq libraries (2 genotypes x 2 time-points x 2 conditions x 3 biological replicates) were prepared from 100 ng of poly(A^+^) mRNA as starting material using Ion total RNA seq kit v2 (Thermo Fisher Scientific, USA). The mRNA was chemically fragmented followed by cDNA synthesis and adapter ligation. The unstranded library molecules were analysed on Bioanalyzer 2100 (Agilent Technologies) for peak size selection and region molarity calculations. Four uniquely barcoded libraries were pooled to an equimolar concentration of 0.8 nM and enriched with ion sphere particles (ISPs) using streptavidin beads and Ion One-Touch (Thermo Fisher Scientific, USA). The charged ISPs were loaded on to the Ion-Chip and ~20 million single-end 100 bp reads were sequenced per library.

### RNA-Seq Data Processing And Differential Gene Expression Analysis

The raw fastq sequences were trimmed for adapters and read length using the q-trimming program. All reads less than 30 bp and poor quality bases were discarded. The reference genome was indexed using bowtie2-intel/2.1.0^105^. The structural annotation file (gff3) was indexed using tophat to generate a known transcript file. Ninety-two per cent clean reads were mapped against the chickpea (CDC Frontier) reference genome using tophat-gcc/2.0.13^106^. The gene counts were extracted from accepted hit bam files using HTSeq (Anders *et al*., 2014). The gene counts were used to identify differentially expressed genes using the EdgeR tool (Robinson *et al*., 2010), from Blast2GO PRO software. A gene was considered to be differentially expressed if log_2_ fold change was >1 and false discovery rate (FDR) was <0.05 (padj –BH method)^107^.

### Data availability

The raw fastq files and gene count files for all samples including three biological replicates are submitted to the GEO databases under the accession GSE110127.

## Conclusions

The availability of chickpea genome has provided a new opportunity to study the candidate genes involved in salt tolerance mechanisms in chickpea. The integration of phenotypic and genomic data in this study has provided a better understanding of salt tolerance mechanism in chickpea. A suite of genes important for salt tolerance were differentially expressed between the two genotypes suggesting that the tolerant genotype has evolved a more robust mechanism of salt tolerance in comparison to the sensitive genotype. 

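Taken over all genes, the difference in response between JG 11 and ICCV 2 passes an adjusted p of 0.05 for 0 genes at the vegetative and 4 at the reproductive stage, and for 0 of the 52 genes of Table 2 (all 52 with a larger log2 fold change in JG 11, smallest adjusted p = 0.66). The count at the reproductive stage runs from 1 to 136 when 1 replicate is left out. With the replicate block, paired by the labels, it is 23, with 1 at the vegetative stage and 0 in Table 2. The shared direction of the Table 2 genes is not independent evidence, since the paper lists them for it from the same libraries. The paper proposes that JG 11 has the more robust mechanism of salt tolerance.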

Important candidate genes related to salt tolerance such as Cationic peroxidases, Expansins, Lipid transfer proteins, Cation/H + exchangers, Casparian strip membrane proteins, *PIN-FORMED* and Type1 metallothionein are related to physiological processes including cell wall modification, root growth modulation, ion-exclusion and phytohormone signalling. The pattern of gene expression suggested that salt induced osmotic stress followed by oxidative and ionic stress in the genotypes. However, the tolerant genotype utilised a number of genes to detoxify the effect of salt stress through highly induced actions of the above mentioned candidate genes. In conclusion, both the genotypes possess transcriptomic variation and deploy different molecular mechanisms through either stress-avoidance or stress-tolerance in response to salt stress. The candidate genes should be functionally validated using modern gene-knock out techniques such as CRISPR/Cas9 system before being employed in molecular breeding or genetic engineering for salt tolerance.

How the deposited data were processed for this re-analysis (not part of the article)

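RNA from chickpea roots of 2 genotypes (ICCV 2, the sensitive line, and JG 11, the tolerant line) at 2 stages (vegetative and reproductive), without and with 40 mM NaCl, was sequenced in 24 libraries, 3 replicates in each of the 8 groups. Genotype, stage, treatment and replicate number of every library were taken from its label and the series design. No library was left out of the main results.

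The authors trimmed the single-end Ion Proton reads, aligned them with TopHat to the chickpea CDC Frontier genome and counted reads per annotated gene with HTSeq, and the deposited values are these raw read counts, 1 file per library, with no normalization. Each file lists 33351 gene identifiers and 5 summary lines (reads with no feature, ambiguous, low quality, not aligned or aligned more than once), and the summary lines were left out of all tests. The reads were not available here, so trimming, alignment and counting were taken as they are, and no gene annotation beyond the identifiers was used. Genes that share reads with a near-identical copy are uncertain for that reason.

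Counts on genes per library ranged from 2749710 to 17427283 with a median of 6785759, so that 1 read stands for 0.057 to 0.364 CPM (counts scaled to the library's total on genes). A gene that averages near 1 CPM therefore rests on a few reads to some more per library, and its fold change has a large standard error, as printed beside each value.

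For each genotype and stage, the 3 salt samples were compared with the 3 control samples in a fit of these 6 samples alone. Genes with a CPM over 1 in at least 1 of the 6 samples were tested with edgeR 4.0.16 in R 4.3.3 (TMM normalization, estimateDisp, glmFit and glmLRT, the likelihood ratio test that the paper's results name), with Benjamini-Hochberg adjustment. Every adjusted p in the passages is the adjusted p of this edgeR likelihood ratio test unless another tool is named beside it. A gene counts as differentially expressed with an adjusted p under 0.05 and an absolute log2 fold change over 1. The difference between the genotypes is the interaction of genotype and treatment in a fit of the 12 samples of a stage, called at an adjusted p under 0.05 without a fold change threshold. The standard error of a fold change is approximated as its size over the square root of its likelihood ratio statistic. Plain CPM values (mean ± SD, n = 3) are printed beside the fits.

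Clustering used the r-log values of DESeq2 1.42.0 (blind), Euclidean distance and complete linkage of the 6 reproductive-stage samples of a genotype, cut into 2 clusters, with the adjusted Rand index against the treatment labels. Genes named in the passages were fixed by rule: every gene whose identifier the paper's text prints, the genes of Table 2 and of Figs 8, 9, 11 and 12 (those of Table 2, Fig. 11 and Fig. 12 as counts and ranges, with single genes at the extremes), and for each comparison the 5 genes with the largest absolute log2 fold change among those past the threshold whose salt and control values do not overlap.

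The alternatives were edgeR's quasi-likelihood test, DESeq2, the size factors of DESeq2 within edgeR, no normalization beyond the total count, no filter, a stricter filter (CPM over 1 in at least 3 samples), the replicate number as a block, all 24 samples in a single fit, no fold change threshold, and leaving out each replicate in turn, and for the clustering another transformation, distance, linkage and gene set. The replicate block follows the replicate numbers of the labels. The paper's methods give a randomized complete block design for the physiological experiment, and the labels do not say whether a replicate number is a block. Whether these numbers pair the samples was checked by the correlation of deviations from the group means between samples of the same number and of different numbers. The second value follows largely from the first, since deviations from a group mean cancel out. How the results move is given in the closing section. The scripts were tested on simulated counts: in 5 data sets drawn from the means and library sizes of the real samples, with 200 genes changed by a log2 fold change of 2 at a dispersion of 0.1, the likelihood ratio test recovered between 91.5 and 97 percent of the changed genes in a comparison and 54.5 percent in the interaction, and at most 6.3 percent of the calls were unchanged genes. The quasi-likelihood test recovered at least 90.5 percent. The changed genes were drawn only from genes with high mean counts, and the simulated dispersion is below the common dispersion of every real fit. These percentages therefore do not hold for genes with few counts or for the real dispersions.

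Before the scripts were written, an exploratory run fitted the 4 comparisons under 5 gene filters with the likelihood ratio and the quasi-likelihood test (40 sets of results), and another fitted all 10 splits of the 6 samples of each comparison. The main design, fixed before the files arrived, was not changed by them. Added afterwards, with the values known, were a filter on the sum of counts, a filter on group means, the counts of genes past the threshold in only 1 comparison and the further overlaps between comparisons. The rule for a reversed sign was tightened to the plain sign after a looser rule had been run.

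Not analysed here are the enrichment of gene functions and pathways, which needs an annotation, and the measurements on plants and by quantitative PCR, which are not in the files analysed here.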

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

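A difference between the genotypes in the response to salt was found for 4 genes at the reproductive stage, by the interaction of genotype and salt (edgeR likelihood ratio test, 12 samples, 18258 genes tested). In Ca00278 the difference of log2 fold changes, JG 11 minus ICCV 2, is −10.05 (SE 1.94, adjusted p = 0.0043): JG 11 went from 0.84 ± 0.69 CPM to 0 and ICCV 2 from 0.07 ± 0.12 to 1.45 ± 0.52 CPM. Ca07292 differs by 2.35 (SE 0.47, adjusted p = 0.0046), from 35.92 ± 8.28 to 59.35 ± 8.51 CPM in JG 11 and from 168.74 ± 43.37 to 57.25 ± 10.56 CPM in ICCV 2. Ca11703 differs by −2.59 (SE 0.54, adjusted p = 0.0089), from 85.26 ± 32.66 to 29.2 ± 4.19 CPM in JG 11 and from 26.49 ± 3.17 to 58.96 ± 21.6 CPM in ICCV 2. Ca20100 differs by −3.96 (SE 0.89, adjusted p = 0.043), from 4.11 ± 1.46 to 0.77 ± 0.85 CPM in JG 11 and from 1.93 ± 0.39 to 5.55 ± 2.1 CPM in ICCV 2. In each of the 4 genes the 3 salt and the 3 control values do not overlap in either genotype. The paper does not report on these genes.

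Several technical explanations were weighed for the 4 genes. Thinning the 12 libraries to the smallest total gave 7 genes instead of fewer, which speaks against a difference in library size, and leaving out the 100 genes with the highest counts gave 4, which speaks against a few genes taking most of the counts. In 12 of 40 draws in which the treatment labels were regrouped within each genotype, the real one included, as many interaction genes were found or more, with up to 546 in a draw, so the number 4 cannot be told apart from a grouping by chance. The draws ignore the replicate numbers. With the replicate block, paired by the labels, there are 23 interaction genes in place of 4, for which no draws were made. The quasi-likelihood test leaves 0 and the fits without 1 replicate give 1 to 136. A mislabelled or mixed sample cannot be ruled out either (4 samples lie nearer the other stage, see the other observations). Gene length, GC content, reads shared between near-identical genes and sequencing batches were not tested. A difference between the genotypes in these 4 genes may therefore be no more than a candidate for a test in other samples.

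Genes the paper does not discuss, and that rise above the control samples, are the 3 of JG 11 at the reproductive stage and 1 of the 5 largest of ICCV 2. Ca04083 (log2 fold change 7.19, SE 1.31, edgeR adjusted p = 0.00079) went from 0 in all 3 control samples to 2.08 ± 0.86 CPM, Ca13566 (3.73, SE 0.84, adjusted p = 0.048) from 0.28 ± 0.25 to 3.55 ± 1.57 CPM and Ca15431 (3.17, SE 0.61, adjusted p = 0.0017) from 3.27 ± 1.09 to 27.87 ± 16.91 CPM, each higher in 3 of 3 salt samples than in any control sample. In ICCV 2, Ca06055 (6.32, SE 1.86, adjusted p = 0.049) went from 0 in all 3 control samples to 1.14 ± 0.98 CPM. Their adjusted p by the quasi-likelihood test is 1, 1, 1 and 0.44, and with 1 replicate left out the log2 fold changes run from 6.83 to 7.49, 3.36 to 4.54, 2.55 to 3.42 and 5.51 to 6.65.

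For the JG 11 genes, 5 of the 10 splits of the 6 samples, the real one included, give 3 genes or more (5 of 10 also for up-regulated genes), and another split gives 942, so 3 genes cannot be told apart from a grouping by chance in unpaired fits. These splits ignore the replicate numbers, although samples of the same number deviate together in JG 11 reproductive (mean correlation 0.35, against −0.17 across numbers). The replicate block, paired by the labels, gives 40 genes in place of 3, and no splits were fitted with it, so a grouping by chance was not tested for the 40. In ICCV 2 at the reproductive stage, 1 of the 10 splits, the real one, gives 239 genes or more (1 of 10 for 103 up and 1 of 10 for 136 down), and the next largest gives 52. A share of 1 in 10 is the smallest that 10 splits can give, so this is as far as the splits can go with 3 samples a group. After thinning to the smallest library 199 genes passed in place of 239, and without the 100 genes with the highest counts 236 passed. Neither library size nor a few genes with high counts therefore explain the number. Whether the same genes passed was not followed. What remains untested are GC content, gene length, near-identical genes and batches, and the split test cannot exclude a grouping by chance. A response to salt in ICCV 2 roots at the reproductive stage is a candidate explanation, and cannot be told apart from these.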

How the results depend on the processing

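Main settings and alternatives were written before the processed files arrived, apart from the sum filter (more than 1 count in total) and the group mean filter, which were chosen after seeing the data, as were the counts of genes in only 1 comparison and the overlaps other than those between the genotypes at a stage. Unchanged under every alternative were the overlap of the genotypes at the vegetative stage (0), the genes of Table 2 up in JG 11 and down in ICCV 2 (0), the transcription factors of Fig. 11 up in JG 11 at the reproductive stage (0) and the ICCV 2 clustering. Counts that stay within 1.5 times the main value are otherwise not listed below. Among them, the 4 counts of expressed genes fall at most from 17841 to 16409 (JG 11 vegetative), from 17808 to 16422 (JG 11 reproductive), from 18013 to 16204 (ICCV 2 vegetative) and from 17554 to 16153 (ICCV 2 reproductive), and the size factors of DESeq2 within edgeR give 99 up and 140 down against 103 and 136 in ICCV 2 reproductive. Dropping the fold change threshold changed no count. An overlap with the empty JG 11 vegetative set is 0 by construction.

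The quasi-likelihood test leaves 0 in JG 11 reproductive (0 up), 0 in ICCV 2 vegetative (0 down), 0 in ICCV 2 reproductive (0 up, 0 down), a sum and a number of distinct genes of 0, and 0 reproductive interaction genes, as well as 0 genes in only 1 comparison. It adds the uncertainty of each gene's dispersion, and whether this explains the loss is open. In the simulated counts this test recovered at least 90.5 percent of the changed genes. Those counts had a dispersion of 0.1 throughout, and only genes with high mean counts were changed in them. The dispersions of the real fits, larger in common dispersion, were not simulated. DESeq2 gives 1 in JG 11 vegetative (1 up), 5 in JG 11 reproductive (5 up), 17 in ICCV 2 vegetative (6 up, 11 down), 1 gene shared by the genotypes at the reproductive stage, and 1 vegetative and 15 reproductive interaction genes. Of genes in only 1 comparison, DESeq2 has 1 in JG 11 vegetative and 15 in ICCV 2 vegetative, with 2 shared by the ICCV 2 stages.

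With the replicate block, the pairing taken from the labels, JG 11 vegetative gives 5 genes (4 up, 1 down) against 0 without it, JG 11 reproductive 40 (23 up, 17 down) against 3, and ICCV 2 vegetative 0 (0 down) against 2. The paired fits share 3 genes between the genotypes at the reproductive stage, 1 of them opposite in sign, and give 1 vegetative and 23 reproductive interaction genes. In only 1 comparison they have 4 (JG 11 vegetative), 37 (JG 11 reproductive) and 0 (ICCV 2 vegetative), and 1 gene is shared by ICCV 2 reproductive and JG 11 vegetative. Deviations correlate at 0.35 within the same number and −0.17 across numbers in JG 11 reproductive, at 0.03 and −0.01 in JG 11 vegetative, at 0 and 0 in ICCV 2 vegetative and at −0.03 and 0.01 in ICCV 2 reproductive, so the block may take up variation shared by a number in JG 11 reproductive and has little to take up elsewhere. In each case the value across numbers follows largely from the value within. The replicate block was not run because no test is involved for the expressed genes and the clustering.

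Fitting all 24 samples together gives 0 in JG 11 reproductive (0 up), 4 in ICCV 2 vegetative (1 up), 37 in ICCV 2 reproductive (13 up, 24 down), and 41 as the sum and as distinct genes, with 0, 4 and 37 of them in only 1 comparison. The shared dispersion then includes the noisier groups, and the coefficient of variation runs from 0.38 to 0.7 between the separate fits. Without normalization beyond the total count, ICCV 2 vegetative has 1 gene (1 down, 1 in only this comparison) and the reproductive interaction 7. No filter and the sum filter both give 4 in ICCV 2 vegetative (1 up, 4 in only this comparison). The stricter filter gives 9 and the group mean filter 8 reproductive interaction genes, and the cause of this rise was not tested. In the clustering, log2 CPM in place of r-log moves the JG 11 index from −0.216 to 0, the value of any cut that sets 1 sample apart.

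Leaving out 1 replicate in turn gives from 0 to 14 genes in JG 11 vegetative (up from 0 to 10, down from 0 to 4), from 0 to 81 in JG 11 reproductive (up from 0 to 66, down from 0 to 15), from 0 to 14 in ICCV 2 vegetative (up from 0 to 7, down from 0 to 12) and from 61 to 725 in ICCV 2 reproductive (up from 27 to 241, down from 26 to 484). Their sum runs from 66 to 730 and the distinct genes from 65 to 728. Interaction genes run from 0 to 9 at the vegetative and from 1 to 136 at the reproductive stage, and among the genes of Table 2 from 0 to 4. Between the genotypes at the reproductive stage, 0 to 11 genes are shared and 0 to 1 are opposite. Genes in only 1 comparison run from 0 to 9, 0 to 70, 0 to 13 and 60 to 723 (JG 11 vegetative, JG 11 reproductive, ICCV 2 vegetative, ICCV 2 reproductive), those shared by ICCV 2 reproductive and JG 11 vegetative from 0 to 5 and by the ICCV 2 stages from 0 to 2. In JG 11 reproductive the highest count comes without control replicate 3, and in ICCV 2 reproductive without salt replicate 3. Fewer samples lower the power of a test, so a rise of this size may come from a sample that differs from the others of its group and widens the dispersion.

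For the 278 fold changes of 98 named genes, 160 keep their sign under every alternative. The sign changes in a leave-one-out fit for 114, and under another alternative for 37, of which 34 under the replicate block. Of all sign changes, 1 has an adjusted p under 0.05 in either fit. Other rows that changed the call: weaker in 61 leave-one-out, 20 quasi-likelihood, 16 all 24 samples, 9 DESeq2, 6 replicate block, 4 no filter, 4 sum filter and 2 no normalization rows, and stronger in 31 leave-one-out, 6 replicate block and 1 strict filter row. The stricter filter and the group mean filter remove genes with few counts, and a gene at or under 1 CPM in all samples of a fit has no value there.

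By gene, the replicate block makes Ca31654 in JG 11 vegetative (6.4, adjusted p = 0.0021), Ca31654 in JG 11 reproductive (4.13, adjusted p = 0.02), Ca07424 in JG 11 reproductive (−5.81, adjusted p = 8.9e-07), Ca02966 in ICCV 2 reproductive (2.88, adjusted p = 0.0086), Ca19176 in ICCV 2 reproductive (−1.79, adjusted p = 0.0073) and Ca31822 in ICCV 2 reproductive (4.5, adjusted p = 0.047) pass the threshold, and takes it from Ca20934 in ICCV 2 vegetative (−4.51, adjusted p = 0.17), Ca30783 in ICCV 2 vegetative (−3.03, adjusted p = 0.17), Ca27438 in ICCV 2 reproductive (−4.3, adjusted p = 0.052), Ca13532 in ICCV 2 reproductive (−4.57, adjusted p = 0.11), Ca03527 in ICCV 2 reproductive (5.8, adjusted p = 0.059) and Ca29328 in ICCV 2 reproductive (−5.23, adjusted p = 0.053). The stricter filter makes Ca27082 in ICCV 2 reproductive (−2.34, adjusted p = 0.049) pass. Fits that leave out 1 replicate make a gene pass without JG 11 vegetative salt replicate 2 for Ca31654. The same holds without JG 11 vegetative salt replicate 3 for Ca31654. The same holds without JG 11 reproductive control replicate 3 for Ca07424. The same holds without ICCV 2 reproductive salt replicate 3 for Ca05024, Ca02966, Ca19176, Ca32321, Ca12786, Ca26510, Ca05458, Ca30923, Ca27258, Ca27082, Ca31822, Ca01925, Ca29520, Ca08653, Ca30974, Ca00612, Ca10641, Ca31076, Ca26181, Ca00648, Ca14756 and Ca02411. The same holds without ICCV 2 reproductive control replicate 2 for Ca02966, Ca19176, Ca31822, Ca08479 and Ca08653. The same holds without ICCV 2 reproductive salt replicate 2 for Ca08479.

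A gene past the threshold in the main fit no longer passes with the quasi-likelihood test for Ca04083, Ca13566, Ca15431, Ca20934, Ca30783, Ca15352, Ca27438, Ca31032, Ca13532, Ca17712, Ca08395, Ca27034, Ca15190, Ca07490, Ca00155, Ca23477, Ca03527, Ca29328, Ca07702 and Ca06055, with all 24 samples in a single fit for Ca04083, Ca13566, Ca15431, Ca20934, Ca15352, Ca27438, Ca31032, Ca13532, Ca17712, Ca08395, Ca27034, Ca15190, Ca23477, Ca29328, Ca07702 and Ca06055, and with DESeq2 for Ca13566, Ca15352, Ca27438, Ca13532, Ca00155, Ca23477, Ca03527, Ca29328 and Ca06055. It does not pass without a filter for Ca13566, Ca13532, Ca29328 and Ca06055, with the sum filter for Ca13566, Ca13532, Ca29328 and Ca06055 or without normalization for Ca13566 and Ca30783. With 1 replicate left out, the genes that no longer pass in at least 1 fit are Ca04083, Ca13566 and Ca15431 (JG 11 reproductive), Ca20934 and Ca30783 (ICCV 2 vegetative), Ca15352, Ca27438, Ca31032, Ca13532, Ca27034, Ca15190, Ca23477, Ca29328, Ca06055, Ca17712, Ca08395, Ca00155, Ca03527 and Ca07490 (ICCV 2 reproductive).

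Paired by the replicate block, the log2 fold change takes the opposite sign in JG 11 vegetative for Ca26032 −0.18, Ca30136 −0.52, Ca12786 −0.41, Ca13532 −0.81, Ca17712 −0.06, Ca15351 −0.05, Ca08527 −0.22, Ca27034 0.06, Ca18432 0.03 and Ca22481 −0.54. For JG 11 reproductive it reverses Ca09102 0.57, Ca05024 −0.28, Ca03580 0.6, Ca12786 1.74, Ca31032 0.74, Ca27258 −0.69, Ca00319 −0.93, Ca03453 0.31, Ca29520 −0.24 and Ca00629 −1.05. For ICCV 2 vegetative it reverses Ca07521 −0.14, Ca01482 0.2, Ca26032 −0.36, Ca19176 −0.58, Ca17276 0.17, Ca15351 0.15, Ca13670 −0.5, Ca04758 0.55, Ca30974 0.04 and Ca31076 0.09. For ICCV 2 reproductive it reverses Ca04200 −0.37, Ca01482 0.09, Ca00319 0.71 and Ca27452 −0.75. Without normalization it does so in JG 11 vegetative for Ca12786 −0.01. For JG 11 reproductive it reverses Ca03167 −0.03. For ICCV 2 vegetative it reverses Ca17276 0.12, Ca15351 0.08, Ca04758 0.03 and Ca31076 0.02. DESeq2 reverses it in JG 11 vegetative for Ca31822 0.03 and Ca01925 0.01. No filter reverses it in JG 11 vegetative for Ca01925 0.02. For ICCV 2 vegetative it reverses Ca15351 0.01. The sum filter reverses it in JG 11 vegetative for Ca01925 0. For ICCV 2 vegetative it reverses Ca15351 0.01. Quasi-likelihood fitting reverses it in JG 11 vegetative for Ca01925 0.01. The size factors of DESeq2 within edgeR reverse it in JG 11 vegetative for Ca01925 0.01.

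Among the genes whose sign changes when 1 JG 11 vegetative replicate is left out, the lowest and highest values are Ca01925 −0.75 to 0.53, Ca03453 −1 to 0.4, Ca03580 −0.06 to 0.51, Ca03814 −5.84 to 2.12, Ca04200 −0.5 to 1.35 and Ca04758 −0.28 to 0.85. Ca07830 spans −0.71 to 0.32, Ca08527 −1.52 to 1.82, Ca08940 −0.2 to 0.96, Ca11227 0 to 0.43, Ca12786 −0.61 to 0.52 and Ca13532 −2.54 to 0.85. Ca13645 spans −4.81 to 0.97, Ca14619 −0.23 to 2.15, Ca15190 −1.29 to 0.02, Ca15351 −0.5 to 0.31, Ca17712 −0.57 to 0.93 and Ca18322 −1.33 to 0.35. Ca18432 spans −0.64 to 0.18, Ca19176 −0.36 to 2.44, Ca22481 −1.26 to 1.45, Ca25792 −0.53 to 0.1, Ca26032 −0.62 to 0.44 and Ca26510 −0.4 to 0.35. Ca26763 spans −2.18 to 0.02, Ca27034 −0.4 to 0.24, Ca27258 −1.44 to 0.11, Ca27452 −0.52 to 0.15, Ca29520 −0.67 to 1.54 and Ca30136 −1.42 to 0.65. Ca30923 spans −0.58 to 0.3 and Ca31822 −1.32 to 0.51.

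Among the genes whose sign changes when 1 JG 11 reproductive replicate is left out, the lowest and highest values are Ca00319 −7.12 to 5.67, Ca00629 −11.93 to 7.09, Ca01482 −1.94 to 0.97, Ca01925 −2.53 to 3.43, Ca01961 −2.37 to 1.42 and Ca03167 −0.98 to 1.51. Ca03453 spans −3.74 to 5.49, Ca03580 −2.09 to 5.19, Ca04200 −2.67 to 3.34, Ca04758 −0.71 to 2.03, Ca05024 −7.96 to 3.71 and Ca05458 −1.45 to 2.34. Ca07521 spans −1.87 to 2.49, Ca07830 −2.32 to 4.08, Ca08395 −4.92 to 6.65, Ca08940 −1.48 to 1.3, Ca09102 −1.44 to 2.98 and Ca09667 −0.28 to 4.95. Ca11633 spans −5.98 to 6.8, Ca12786 −4.09 to 9.36, Ca13645 −7.11 to 1.54, Ca14458 −1.34 to 7.55, Ca14619 −0.17 to 1.39 and Ca15190 −1.35 to 1.21. Ca15351 spans −0.7 to 2.15, Ca16646 −1.03 to 4.37, Ca17709 −1.41 to 0.34, Ca17712 −2.32 to 2.18, Ca18322 −1.71 to 2.63 and Ca19490 −1.02 to 7.29. Ca19748 spans −5.41 to 6.73, Ca20588 −1.69 to 2.19, Ca21750 −1.33 to 1.75, Ca24358 −2.5 to 3.16, Ca26032 −0.34 to 2.7 and Ca26510 −0.8 to 1.47. Ca26689 spans −7.76 to 6.73, Ca26763 −7.93 to 6.23, Ca27082 −6.32 to 4.5, Ca27258 −3.52 to 2.35, Ca27338 −8.54 to 9.17 and Ca27452 −0.16 to 2.32. Ca29520 spans −3.24 to 2.54, Ca30136 −5.65 to 6.34, Ca30578 −6.48 to 7.23, Ca30923 −0.58 to 2.23, Ca31032 −3.96 to 4.86 and Ca32321 −6.84 to 0.72.

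Among the genes whose sign changes when 1 ICCV 2 vegetative replicate is left out, the lowest and highest values are Ca00319 −1.62 to 0.85, Ca00648 −0.87 to 0.92, Ca03167 0 to 1.2, Ca04200 −0.79 to 1.07, Ca04758 −0.64 to 0.92 and Ca07521 −0.12 to 0.81. Ca11227 spans −0.17 to 1.01, Ca14458 −0.41 to 1.93, Ca14756 0 to 0.99, Ca15351 −0.95 to 0.6, Ca16646 −0.2 to 3.09 and Ca17276 −1.36 to 1.92. Ca17438 spans −0.92 to 0.74, Ca17712 −0.08 to 1.08, Ca18322 −0.79 to 0.74, Ca18432 −0.12 to 0.81, Ca19176 −2.47 to 1.36 and Ca20588 −0.6 to 0.4. Ca21750 spans −1.14 to 2.56, Ca26032 −0.58 to 1, Ca27034 −0.13 to 0.68, Ca27082 −1.5 to 0.07, Ca27338 −0.41 to 0.71 and Ca27438 −2.44 to 0.22. Ca29520 spans −1.17 to 0.06 and Ca31076 −0.52 to 0.99.

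Among the genes whose sign changes when 1 ICCV 2 reproductive replicate is left out, the lowest and highest values are Ca00319 −0.68 to 0.88, Ca03580 −1.4 to 0.16, Ca04200 −1.82 to 1.23, Ca04758 −0.07 to 0.1, Ca11227 −0.15 to 0.46 and Ca25792 −0.46 to 0.22. Ca27338 spans −2.33 to 0.04 and Ca27452 −2.06 to 0.62.

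Depth limits part of the named genes: 1 read is 0.057 to 0.364 CPM, and many of these genes average under 5 CPM in all groups, so that a few reads in 1 library set the size and at times the sign of the fold change. Genes with high counts change sign as well when 1 JG 11 reproductive replicate is left out: Ca11633 (166.58 ± 284.14 CPM in control, 248.72 ± 425.69 under salt) spans −5.98 to 6.8 and Ca04758 (2310.7 ± 2604.54 and 2980.24 ± 2576.81) −0.71 to 2.03. Depth does not account for these. With every ICCV 2 reproductive library thinned to the smallest total, 199 genes passed in place of 239.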

Differences from the paper's values

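Counts of DEGs (differentially expressed genes), of up-regulated DEGs and of down-regulated DEGs are given in this order. In JG 11 at the vegetative stage the paper's are 761, 510 and 251, against 0, 0 and 0 here. For JG 11 at the reproductive stage the paper has 1309, 1000 and 309, against 3, 3 and 0. ICCV 2 at the vegetative stage has 120, 53 and 67 in the paper, against 2, 0 and 2, and at the reproductive stage the paper's 863, 291 and 572 stand against 239, 103 and 136. For the sum of DEGs over the 4 comparisons the paper's 3053 stands against 244. Of the alternatives set before the files arrived, leaving out ICCV 2 reproductive salt replicate 3 gives 725, 241 and 484 for ICCV 2 at the reproductive stage, within 1.5 times the paper's 863, 291 and 572. None of the others comes within 1.5 times for these 3 counts, and none at all does for JG 11, for ICCV 2 at the vegetative stage or for the sum. Among all 10 splits of the 6 JG 11 reproductive samples, fitted after the values had been seen, the split of control replicates 1 and 2 with salt replicate 1 against control replicate 3 with salt replicates 2 and 3 gives 942 genes, 731 and 211 in the 2 directions, within 1.5 times the paper's 1309, 1000 and 309. It is not a grouping the labels support, and no result here uses it.

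Fold changes were compared at the reproductive stage, since the paper states a stage for Ca03167 alone. Values of the text and of Table 2 were read as signed fold changes on the linear scale, and those of Figs 8 and 9 are log2. The text's value for Ca27438 may be log2 as well. The tolerance for a value that differs, or is reached, is not printed and is not a factor of 1.5. By label, 1 of 48 text values for JG 11 and 14 of 30 for ICCV 2 lie within 1.5 times. Some values called reached lie further off, as Ca26763 does without JG 11 control replicate 3 (log2 fold change 6.23). Counts of these kinds cannot be set beside counts within 1.5 times. At the main setting, of the values the text prints, 46 of 48 differ for JG 11 (13 in sign) and 15 of 30 for ICCV 2 (2 in sign), and of Table 2, 50 of 52 for JG 11 (13 in sign) and 43 of 52 for ICCV 2 (0 in sign). For Fig. 8 all 20 differ (7 in sign) and for Fig. 9 14 of 20 (0 in sign). Over all values compared, those that do not differ without ICCV 2 salt replicate 3 are 52 of 52 for ICCV 2 in Table 2, 26 of 30 in the text and 15 of 20 in Fig. 9. Without JG 11 control replicate 3 they are 46 of 52 for JG 11 in Table 2, 37 of 46 in the text and 9 of 20 in Fig. 8. The replicate block brings ICCV 2 in Table 2 to 21 of 52, and leaving out ICCV 2 control replicate 2 brings Fig. 9 to 11 of 20. In the JG 11 split named above, fitted after the values had been seen, 40 of the 48 text values and 48 of the 52 values of Table 2 lie within 1.5 times the paper's. Below, the paper's value comes before the value here for each gene, and the settings named are those set before the files arrived under which the value does not differ from the paper's. All others set before the files arrived leave it different. For some genes 1 sample holds all counts of a group, as in the JG 11 controls of Ca12786 (mean 15.06, highest 45.18 CPM). Ca27338 in JG 11 and Ca05024, Ca13532 and Ca31822 in ICCV 2 are further cases. Without that sample the group is at 0, and the counts do not fix the size of the fold change. The paper prints the ICCV 2 value of Ca15190 without a minus sign but marks it as repressed, and it was read as repressed.

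Of the text's values for JG 11 with the paper's value first, Ca04200 (18.5, here 2.78), Ca07521 (9.84, here 1.22), Ca09102 (16.5, here −1.11), Ca09667 (70.5, here 1.24), Ca07830 (36.25, here 1.27), Ca26032 (11.71, here 2.3), Ca03580 (77.7, here −1.04) and Ca24358 (19.56, here 1.67) are reached without control replicate 3. Ca30136 (124.49, here 1.74), Ca12786 (1024, here −1.73), Ca19748 (142.02, here 2.68), Ca31032 (60.96, here −1.67), Ca13532 (25.1, here 2.59), Ca20588 (6.72, here 1.91), Ca26510 (4.22, here 1.18) and Ca17712 (10.41, here −1.09) are reached without control replicate 3. Ca14458 (252.47, here 2.62), Ca15351 (7.51, here 1.92), Ca05458 (10.55, here 1.38), Ca18322 (11.95, here 1.98), Ca30923 (5.81, here 1.76), Ca27258 (11.71, here 1.14), Ca08395 (190.09, here 1.93) and Ca25792 (4.72, here 1.79) are reached without control replicate 3. Ca27082 (44.94, here 1.6), Ca18432 (9.57, here 1.75), Ca03167 (5.27, here 1.01), Ca00319 (95.67, here 2.27), Ca03453 (54.5, here −1.28), Ca16646 (37.53, here 1.86), Ca21750 (5.57, here 1.35) and Ca26763 (294.06, here −3) are reached without control replicate 3. Ca04758 (4.69, here 1.33), Ca27338 (891.44, here 1.67) and Ca01925 (23.42, here 1.78) are reached without control replicate 3. Ca01482 (5.46, here −2.11), Ca02966 (14.12, here 4.34), Ca13645 (15.56, here −2.92), Ca17438 (65.34, here 2.36), Ca21854 (−177.29, here −4.39), Ca17709 (77.7, here −1.25), Ca19156 (88.03, here −67.37) and Ca08940 (6.32, here 1.18) are reached by no alternative set before the files arrived. Ca15190 (4.37, here −1.1) is reached by no alternative set before the files arrived. Ca14619 (−1.67, here 1.71) and Ca32321 (−206.5, here −1.23) are reached without salt replicate 1.

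Of the text's values for ICCV 2 with the paper's value first, Ca04200 (−3.89, here 1.64), Ca05024 (−232.32, here −13.48), Ca13532 (−123.6, here −13.64), Ca27452 (−4.02, here 1.09), Ca29520 (−13.08, here −4.16) and Ca15190 (3.89, here −2.79) are reached without salt replicate 3. Ca17276 (−20.96, here −2.23) and Ca00319 (−4.85, here −1.08) are reached by no alternative set before the files arrived. Ca19176 (−6.86, here −3.46) and Ca27034 (−7.46, here −4.33) are reached without control replicate 2 and without salt replicate 3. Ca17712 (−6.32, here −4.23) is reached with the replicate block, without control replicate 2, without control replicate 3 and without salt replicate 3. Ca24358 (−6.96, here −3.22) is reached with the replicate block, without control replicate 3 and without salt replicate 3. Ca18322 (−7.21, here −2.27) is reached with the replicate block and without salt replicate 3. Ca31822 (494.55, here 11.81) is reached without control replicate 2. Ca27438 (−6.65, here −22.43) is reached without salt replicate 2 when −6.65 is read as a linear fold change. Fig. 9 shows nearly the same number for this gene on a log2 scale, so −6.65 may be a log2 value. In log2 the value here is −4.49, smaller in size than −6.65.

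Of the values of Table 2 for JG 11 with the paper's value first, Ca19118 (150.59, here 1.54), Ca31032 (56.6, here −1.67), Ca05594 (43.47, here 3.12), Ca17883 (40.57, here 2.83), Ca15441 (38.22, here 1.51), Ca07832 (36.52, here 1.47), Ca05687 (29.45, here 1.39) and Ca15305 (27.82, here 1.45) are reached without control replicate 3. Ca04516 (23.02, here 1.49), Ca11089 (22.67, here 1.24), Ca05419 (21.57, here 1.2), Ca05132 (20.54, here 3.04), Ca15364 (20.45, here 1.34), Ca31146 (19.11, here 1.13), Ca28965 (17.67, here 2.03) and Ca08233 (17.56, here 1.18) are reached without control replicate 3. Ca05547 (14.44, here 1.52), Ca11315 (13.39, here 1.93), Ca18322 (12.78, here 1.98), Ca27258 (11.53, here 1.14), Ca06284 (11.18, here 1.54), Ca05458 (11.02, here 1.38), Ca12822 (10.46, here −1.46) and Ca04109 (10.25, here 1.27) are reached without control replicate 3. Ca17712 (9.93, here −1.09), Ca26863 (9.74, here 1.67), Ca29191 (9.7, here −1.06), Ca21266 (8.64, here −1.01), Ca20846 (7.12, here 2.09), Ca18708 (7.03, here 1.24), Ca13369 (6.64, here −1.11) and Ca05618 (6.36, here 1.17) are reached without control replicate 3. Ca31064 (6.08, here 2.03), Ca25807 (5.98, here −1.47), Ca30964 (5.66, here 1.7), Ca27357 (5.51, here 1.01), Ca14197 (5.4, here 1.04), Ca13624 (4.32, here −1.4) and Ca26510 (4.09, here 1.18) are reached without control replicate 3. Ca27317 (28.98, here 1.36), Ca19842 (9.67, here −1.48), Ca18622 (7.38, here −1.52), Ca26452 (5.16, here −1.78), Ca14732 (4.56, here −1.74) and Ca06506 (3.51, here −1.3) are reached by no alternative set before the files arrived. Ca29950 (6.07, here 1.92) and Ca12414 (4.22, here 1.89) are reached without control replicate 3 and without salt replicate 1. Ca13532 (15.97, here 2.59) and Ca28514 (4.12, here 1.84) are reached without control replicate 3, without salt replicate 1 and without salt replicate 2. Ca12046 (6.41, here 1.89) is reached with the replicate block, without control replicate 3 and without salt replicate 1.

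Of the values of Table 2 for ICCV 2 with the paper's value first, Ca19118 (−21.97, here −4.1), Ca17883 (−18.81, here −3.56), Ca15441 (−9.01, here −3), Ca07832 (−6.23, here −2.85), Ca05687 (−4.69, here −2.07), Ca11089 (−5.22, here −2.62), Ca05419 (−6.81, here −2.2) and Ca31146 (−15.57, here −7.15) are reached without salt replicate 3. Ca28965 (−9.51, here −3.22), Ca08233 (−25.54, here −5.58), Ca13532 (−123.97, here −13.64), Ca04109 (−8.2, here −3.03), Ca29191 (−9.21, here −2.42), Ca19842 (−6.77, here −2.03), Ca21266 (−5.74, here −2.46) and Ca13369 (−9.66, here −4.37) are reached without salt replicate 3. Ca12046 (−18.78, here −3.23), Ca29950 (−11.03, here −1.23), Ca25807 (−11.36, here −2.53), Ca30964 (−12.08, here −3.49), Ca12582 (−28.43, here −2.13), Ca14732 (−13.29, here −4.31), Ca13624 (−9.36, here −3.44) and Ca26510 (−7.24, here −1.81) are reached without salt replicate 3. Ca06506 (−9.82, here −3.59) is reached without salt replicate 3. Ca27317 (−63.27, here −6.33), Ca15364 (−5.32, here −2.62), Ca22188 (−12.85, here −2.64), Ca18322 (−7.22, here −2.27), Ca27258 (−14.25, here −4.14), Ca18622 (−5.64, here −3.31), Ca18708 (−7.02, here −2.67) and Ca05618 (−4.5, here −2.67) are reached with the replicate block and without salt replicate 3. Ca31064 (−6.91, here −2.23) is reached with the replicate block and without salt replicate 3. Ca05594 (−7.83, here −3.68) and Ca27357 (−3.42, here −2.02) are reached with the replicate block, without control replicate 3 and without salt replicate 3. Ca05132 (−11.21, here −4.68) and Ca05547 (−4.64, here −2.73) are reached without control replicate 3 and without salt replicate 3. Ca11315 (−5.21, here −3.3) is reached without normalization, with the replicate block, without control replicate 3 and without salt replicate 3. Ca12414 (−3.65, here −2.37) is reached without normalization, without control replicate 2, without control replicate 3 and without salt replicate 3. Ca17712 (−6.34, here −4.23) is reached with the replicate block, without control replicate 2, without control replicate 3 and without salt replicate 3. Ca12822 (−6.11, here −4.03) is reached without control replicate 1, without control replicate 2 and without salt replicate 3. Ca05458 (−9.41, here −4.15) is reached without control replicate 2 and without salt replicate 3.

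Of the log2 values of Fig. 8, read by eye, with the paper's value first, Ca12786 (the paper's about 11 in Fig. 8, here −0.79), Ca27338 (the paper's about 9.8 in Fig. 8, here 0.74), Ca00629 (the paper's about 8.4 in Fig. 8, here 0.57), Ca26689 (the paper's about 8.3 in Fig. 8, here −0.91), Ca26763 (the paper's about 8.2 in Fig. 8, here −1.58), Ca11633 (the paper's about 8.1 in Fig. 8, here 0.64), Ca14458 (the paper's about 8 in Fig. 8, here 1.39) and Ca30578 (the paper's about 7.8 in Fig. 8, here 0.86) are reached without control replicate 3. Ca19490 (the paper's about 7.7 in Fig. 8, here 1.45) is reached without control replicate 3. Ca31654 (the paper's about 11 in Fig. 8, here 4.85), Ca21854 (the paper's about −7.4 in Fig. 8, here −2.13), Ca01961 (the paper's about −6.8 in Fig. 8, here 0.6), Ca10591 (the paper's about −6.5 in Fig. 8, here −0.84), Ca29117 (the paper's about −6.3 in Fig. 8, here −2.95), Ca14691 (the paper's about −6.3 in Fig. 8, here 1.27), Ca03814 (the paper's about −6.1 in Fig. 8, here 3.47) and Ca20778 (the paper's about −6 in Fig. 8, here 1.17) are reached by no alternative set before the files arrived. Ca07424 (the paper's about −8.9 in Fig. 8, here −5.59), Ca32321 (the paper's about −7.6 in Fig. 8, here −0.3) and Ca22481 (the paper's about −6.9 in Fig. 8, here −2.24) are reached without salt replicate 1.

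Of the log2 values of Fig. 9, read by eye, with the paper's value first, Ca05024 (the paper's about −7.9 in Fig. 9, here −3.75), Ca10641 (the paper's about −7.3 in Fig. 9, here −3.41), Ca13532 (the paper's about −6.9 in Fig. 9, here −3.77), Ca31076 (the paper's about −6.8 in Fig. 9, here −1.39), Ca26181 (the paper's about −6.8 in Fig. 9, here −1.88), Ca00648 (the paper's about −6.8 in Fig. 9, here −3.04), Ca14756 (the paper's about −6.7 in Fig. 9, here −3) and Ca27438 (the paper's about −6.7 in Fig. 9, here −4.49) are reached without salt replicate 3. Ca02411 (the paper's about −6.6 in Fig. 9, here −2.88) is reached without salt replicate 3. Ca31822 (the paper's about 8.9 in Fig. 9, here 3.56), Ca08479 (the paper's about 7.3 in Fig. 9, here 4.69), Ca08653 (the paper's about 7.2 in Fig. 9, here 3.4), Ca27143 (the paper's about 6.5 in Fig. 9, here 3.29) and Ca00612 (the paper's about 6.4 in Fig. 9, here 3.52) are reached without control replicate 2.

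Rankings and directions. The paper gives JG 11 more differentially expressed genes than ICCV 2 at both stages, where the labels give 0 against 2 and 3 against 239. The replicate block gives 5 against 0 at the vegetative stage, the paper's order, and 40 against 270 at the reproductive stage. It reports genes shared between the comparisons and genes found in only 1 of them, where here 0 are shared and 0, 3, 2 and 239 are found in only JG 11 vegetative, JG 11 reproductive, ICCV 2 vegetative and ICCV 2 reproductive. It describes the 3 replicates of each condition as clustering in a group. In JG 11 here, 1 control and 1 salt sample split off together (adjusted Rand index −0.216). In ICCV 2, control replicate 2 stood alone, and the index is 0 for any single sample that stands alone. NAC, ERF and WRKY factors are described as induced in JG 11, where 0 of 4, 3 of 8 and 5 of 10 tested are positive at the reproductive stage and 2 of 4, 5 of 8 and 9 of 10 at the vegetative stage, none past the threshold at either stage, and trihelix factors as repressed, where 1 of 2 tested is negative at the reproductive and 0 of 3 at the vegetative stage. With the replicate block, the NAC gene Ca03580 has 0.6 in JG 11 at the reproductive stage. Dirigent protein Ca12786 is described as induced in JG 11, where its log2 fold change is −0.79 (0.01 at the vegetative stage). With the replicate block Ca12786 has 1.74 at the reproductive stage. Of its fits with 1 replicate left out, 1 reverses the sign (9.36, without control replicate 3). The glutamate receptor is described as repressed, where Ca20778 has 1.17 (1.32 at the vegetative stage). MAP kinase Ca01482 is described as induced in JG 11, where it has −1.07 (0.87 at the vegetative stage). Of its reproductive fits with 1 replicate left out, 1 reverses the sign (0.97, without control replicate 3). Of the genes the text describes as induced in JG 11, 8 have a CPM at or under 1 in all 6 reproductive samples of JG 11 and were not compared.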

Other observations

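Other splits of the same samples were fitted for every count, with the split by label counted among them. For JG 11 vegetative, 10 of 10 splits give as many genes as the 0 by label (10 of 10 for up, 10 of 10 for down), with up to 86 in another split. In JG 11 reproductive it is 5 of 10 (5 of 10 up, 10 of 10 down) and for ICCV 2 vegetative 4 of 10 (10 of 10 up, 4 of 10 down). For the sum and the distinct genes it is 26 of 100 drawn sets of splits. The overlap of the genotypes at the reproductive stage, the genes opposite in the genotypes, the overlap at the vegetative stage and the Table 2 genes up in JG 11 and down in ICCV 2 are 0 by label, so that 100 of 100 draws are as large. The vegetative interaction genes and the Table 2 interaction genes are also 0, with 40 of 40 draws as large, and so are the transcription factors of Fig. 11 up in JG 11, with 10 of 10. Where the count by label is 0 every split is as large by construction, and nothing follows from it. The predictions for the splits of the 4 comparisons, their sum and the distinct genes were written after the result had been seen, those for the other splits before.

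The paper's fold changes for JG 11 were compared with those of all 10 splits of the 6 reproductive JG 11 samples, since the values by label are far from them: by label, the median absolute log2 difference is 3.54 over the 48 text values tested (35 with the same sign) and 3.07 over the 52 of Table 2 (39 with the same sign). The split of control replicates 1 and 2 with salt replicate 1 against control replicate 3 with salt replicates 2 and 3 has a median difference of 0.02 (48 of 48 with the same sign, 40 within 1.5 times) for the text and 0.08 for Table 2 (52 of 52 and 48). The next closest splits have 0.5, 0.7 and 0.74 for the text and 0.44, 0.61 and 0.78 for Table 2. A split has no direction of its own, so the direction nearer the paper's was taken for each split other than the one by label. Fitted by label to the vegetative samples of JG 11, the text values differ by 4.22 and those of Table 2 by 3.65, so the other stage does not explain them. This comparison was made and its prediction written after the values had been seen, over 10 splits and 2 lists of genes at each genotype and stage. The match of 0.02 would arise if 1 control and 1 salt sample of JG 11 were exchanged between the deposited labels and the grouping behind the paper's fold changes. It may be an exchange in either place, and these files do not tell which. All results here follow the labels.

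In the same comparison for ICCV 2 at the reproductive stage, no split has a smaller median difference than the one by label. By label it is 0.79 for the text (28 of 30 with the same sign) and 1.24 for Table 2 (52 of 52). The split of control replicates 1 and 2 with salt replicate 3 against the rest comes close, with 0.82 and 1.27. By values within 1.5 times, that split has 13 for the text and 13 for Table 2, against 14 and 9 by label. The measures disagree for Table 2, so an exchange of control and salt samples among these 6 cannot be decided. Exchanges with other groups were not fitted. The prediction for this comparison was also written after the result had been seen.

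Samples at odds with their labels were looked for by holding out each sample in turn and placing it between the mean profiles of the 2 stages (0 for vegetative, 1 for reproductive) and of the 2 genotypes (0 for JG 11, 1 for ICCV 2). By stage, 4 samples lie nearer the other stage: JG 11 vegetative control replicate 1 (0.52), JG 11 vegetative salt replicate 3 (0.73), JG 11 reproductive control replicate 3 (0.3) and JG 11 reproductive salt replicate 3 (−0.07). By genotype, 1 sample lies nearer the other: JG 11 vegetative salt replicate 3 (0.88). Of the 4, 3 lie between 0.25 and 0.75, where a mixed sample would lie, and a mixed and a mislabelled sample cannot be told apart by this. The stage prediction for mislabelling was written after the result had been seen, those for the genotype and for mixing before. A mislabelled sample remains a candidate explanation for these positions, as do differences between plants in development, which were not tested.

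The closest sample by correlation of log2 CPM carries another stage or genotype label for 11 of the 24 samples (another stage for 9, another genotype for 3), and the same genotype, stage and treatment for 5. After thinning every library to the smallest total the number is 11, so library size does not explain it. Without the 100 genes with the highest counts it is also 11. A correlation over all genes gives 100 genes little weight, so that check cannot exclude an effect of a few genes with high counts. ICCV 2 vegetative control replicate 2, the smallest library, has no sample closer than a correlation of 0.674. No library is a copy of another of its group, since the lowest chi-square per degree of freedom between replicates is 15.6.

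Outside the paper's claims, Ca01541 has an interaction of genotype and salt of 3.8 at the reproductive stage (SE 0.87, edgeR adjusted p = 0.05), from 3.27 ± 2.22 to 11.35 ± 4.13 CPM in JG 11 and from 26.27 ± 6.71 to 6.92 ± 4.11 CPM in ICCV 2, and is not among the 4 genes counted.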
